# Evolutionarily Diverged Regulation of X-chromosomal Genes as a Primal Event in Mouse Reproductive Isolation

**DOI:** 10.1371/journal.pgen.1004301

**Published:** 2014-04-17

**Authors:** Ayako Oka, Toyoyuki Takada, Hironori Fujisawa, Toshihiko Shiroishi

## Abstract

Improper gene regulation is implicated in reproductive isolation, but its genetic and molecular bases are unknown. We previously reported that a mouse inter-subspecific X chromosome substitution strain shows reproductive isolation characterized by male-specific sterility due to disruption of meiotic entry in spermatogenesis. Here, we conducted comprehensive transcriptional profiling of the testicular cells of this strain by microarray. The results clearly revealed gross misregulation of gene expression in the substituted donor X chromosome. Such misregulation occurred prior to detectable spermatogenetic impairment, suggesting that it is a primal event in reproductive isolation. The misregulation of X-linked genes showed asymmetry; more genes were disproportionally downregulated rather than upregulated. Furthermore, this misregulation subsequently resulted in perturbation of global transcriptional regulation of autosomal genes, probably by cascading deleterious effects. Remarkably, this transcriptional misregulation was substantially restored by introduction of chromosome 1 from the same donor strain as the X chromosome. This finding implies that one of regulatory genes acting in *trans* for X-linked target genes is located on chromosome 1. This study collectively suggests that regulatory incompatibility is a major cause of reproductive isolation in the X chromosome substitution strain.

## Author Summary

Reproductive isolation characterized by male sterility and decreased viability is important for speciation, because it suppresses free genetic exchange between two diverged populations and accelerates the genetic divergence. One of the reproductive isolation phenomena, hybrid sterility (sterility in hybrid animals), is possibly caused by deleterious interactions between diverged genetic factors brought by two distinct populations. The polymorphism not only in protein-coding sequences but also in transcriptional regulatory sequences can cause the genetic incompatibility in hybrid animals. However, the precise genetic mechanisms of hybrid sterility are mostly unknown. Here, we report that the expression of X-linked genes derived from one mouse subspecies was largely misregulated in the genetic background of another subspecies. The misregulated expression of the X-linked genes subsequently affected the global expression of autosomal genes. The results collectively indicate that hybrid sterility between the two mouse subspecies is caused by misregulation of gene expression due to genetic incompatibility in the transcriptional regulatory circuitry. Such genetic incompatibility in transcriptional regulation likely underlies reproductive isolation in general.

## Introduction

Reproductive isolation is a typical consequence of deleterious epistatic interactions between genes that have evolutionarily diverged in species or subspecies [1]–[3]. One of the most common types of postzygotic reproductive isolation is sterility of interspecific (or intersubspecific) hybrid progeny in F1 or later intercross or backcross generations. Although numerous sterility factors are mapped genetically, only a limited number of responsible genes have been cloned in mammals and non-mammalian vertebrates [4]. A confounding factor that makes it difficult to identify sterility-causing genes is that these genes function properly in their parental pure species (or subspecies), and deleterious interactions (i.e., genetic incompatibility) between them only occur in the hybrid genetic background [4]. Genetic incompatibility occurs in various levels, not only in physical interactions between responsible gene products (e.g., proteins), but also in the balance between expression levels of the responsible genes. Using hybrid animals between two mouse subspecies, Goncalves *et al.* [5] reported that the expression of approximately 30% of non-imprinted autosomal genes expressed in the liver is diverged by variants in *cis*-regulatory elements and variants in regulatory factors acting in *trans*. Furthermore, the rates of variants in *cis*-regulatory elements is higher than those in regulatory factors acting in *trans*. Such evolutionary divergence in transcriptional regulation may contribute to phenotypic differences and genetic incompatibilities underlying reproductive isolation.

Experimental genetic studies of animals including mice (*Mus musculus*) and fruit fly (*Drosophila*) suggest that the X chromosome often plays a central role in the sterility of hybrid males between species (or subspecies). The genetic loci that cause hybrid disruptions appear to be preferentially located on the X chromosome, which is referred to as the “large X-effect” [6]. The most convincing hypothesis to explain the large X-effect is that male reproductive genes preferentially accumulate on the X chromosome because of the immediate exposure of beneficial recessive mutations due to hemizygosity in males, and such X-linked reproductive genes evolve rapidly by positive selection [7], [8]. On the other hand, transcriptional inactivation during spermatogenic meiosis (i.e., meiotic sex chromosome inactivation [MSCI]) and postmeiotic stages (i.e., postmeiotic sex chromosome repression [PMSR]) influence the genetic content of the X chromosome. Thus, spermatogenic genes expressed during the premeiotic stage are preferentially enriched on the mouse X chromosome [9], [10] and the human X chromosome [11]. Despite the accumulation of premeiotically expressing genes on the X chromosome, many hybrid male mice show spermatogenic defects during meiotic and postmeiotic stages such as spermiogenesis [12]–[15]. Thus far, such discrepancy has not been fully understood.

Two mouse subspecies, *M. m domesticus* and *M. m. musculus*, diverged about 0.5 million years ago [16], and they manifest the early-stage of hybrid incompatibility phenotypes. Laboratory crosses between *M. m. domesticus* and *M. m. musculus* often yield fertile females, but sterile males [17]. The first mammalian hybrid sterility gene, PR domain containing 9 (*Prdm9*), was identified as the gene responsible for F1 hybrid sterility between *M. m. musculus* and *M. m. domesticus* [18]. Incompatibility between two *Prdm9* alleles alone is not sufficient to drive reproductive isolation. Instead, the gene dosage of *Prdm9* and combinations of particular *Prdm9* alleles in conjunction with functional incompatibility with other X-linked gene(s) are important factors [19].

Natural habitats of *M. m. musculus* and *M. m. domesticus* overlap in Europe forming a hybrid zone, where hybrid populations exhibit reduced fertility and barriers to gene flow. It is known that X chromosomal genes have more limited flow beyond the hybrid zone than autosomal ones, suggesting a major role for the X chromosome in the reproductive isolation between the two subspecies [20]–[24]. The prominent role of the X chromosome was also supported by laboratory studies using F2 male progeny between the strains derived from the two subspecies [25] and the chromosome substitution strains, in which the X chromosome of the host strains (C57BL/6J [B6], predominantly derived from *M. m. domesticus* or wild *M. m. domesticus*-derived LEWES/EiJ) is substituted by the counterparts of the wild *M. m. musculus*-derived strains [15], [26]. We also reported a similar male-specific reproductive phenotype characterized by complete sterility in another chromosome substitution strain, B6-ChrX^MSM^, in which the entire length of the X chromosome is substituted by the counterpart of the *M. m. molossinus*-derived MSM strain in the genetic background of the B6 strain [13], [27], [28]. *M. m. molossinus* is an evolutional hybrid between *M. m. musculus* and *M. m. castaneus*, and its nuclear genome is predominantly derived from *M. m. musculus* [29]–[32]. Therefore, these observations imply that the same or a similar genetic basis underlies the male sterility of the X chromosome substitution strains that carry *M. m. musculus*-derived or *M. m. molossinus*-derived X chromosome in the genetic background of *M. m. domesticus*.

The most prominent and first detectable phenotype in B6-ChrX^MSM^ males is a small number of primary spermatocytes during the first cycle of spermatogenesis, suggesting a defect in meiotic entry [13]. This phenotype ultimately results in a decreased number of meiotic and post-meiotic germ cells, and in turn contributes to a reduction of testis weight. Our previous quantitative trait locus (QTL) analysis mapped the responsible gene(s) for the reduced testis weight of adult males to the distal region of the X chromosome [27].

In this study, we report a sub-fertile phenotype in a newly established partial chromosome substitution strain, B6-ChrXT^MSM^, which has the MSM-derived distal half of the X chromosome in the genetic background of the B6 strain. To detect the primary event at the premeiotic stage, we conducted genome-wide expression profiling by microarray analyses of the testes of prepubertal B6-ChrX^MSM^ and B6-ChrXT^MSM^ males. Compared with the B6 strain, we found differential expression for 20% of MSM-derived X-linked genes that mostly show downregulation. Furthermore, the altered expression of X-linked genes subsequently evokes perturbation of genome-wide transcriptional regulation of autosomal genes. Notably, the differential expression in B6-ChrXT^MSM^ is substantially restored in F1 progeny generated by crossing B6-ChrXT^MSM^ females and B6-Chr1^MSM^ males, in which chromosome 1 is substituted by the counterpart of the MSM strain in the genetic background of the B6 strain. This observation suggests that chromosome 1 contains upstream regulatory genes for X-linked target genes and the genetic incompatibility between *trans*-acting regulatory genes on chromosome 1 and *cis*-regulatory elements of the X-linked target genes is involved in the differential gene expression in B6-ChrX^MSM^ and B6-ChrXT^MSM^ testes. Intriguingly, we found that the differential expression also occurs in genes on chromosome 1 of F1 male progeny, implying that a similar phenomenon may generally occur in any donor chromosome of the inter-subspecific chromosome substitution strains. Our data suggest that the transcriptional regulatory system has diverged at the whole genome level during mouse evolution. Furthermore, the incompatibility of the diverged gene regulation between the two mouse subspecies results in reproductive isolation of X chromosome substitution strains.

## Results

### Differential Expression of X-linked Genes in B6-ChrX^MSM^ Testes

In mice, spermatogenesis begins a few days after birth. Spermatogonia, which represent the mitotic stages of spermatogenic cells, occupy the basal compartment of seminiferous tubules, where they proliferate and differentiate to give rise to spermatocytes. Primary spermatocytes subsequently go through two rounds of meiotic division to form four haploid round spermatids. Finally, round spermatids transform into sperm. Primary spermatocytes are first detected at around 10 days postpartum (dpp), and the first meiotic prophase continues for 10–12 days [33].

Histological observation of the testes of B6-ChrX^MSM^ and B6-ChrXT^MSM^ strains showed no detectable impairment at 8 dpp, and a perceptible change was initially apparent at 10 dpp ([13] and Figure S1A). At 14 dpp, we noted a clear defect. Primary spermatocytes were abundant in the seminiferous tubules of control animals, but rarely observed in B6-ChrX^MSM^ and B6-ChrXT^MSM^ tubules ([13] and Figure S1A). To estimate the frequency of primary spermatocytes at prophase of meiosis I, testicular cells from 18-day-old males were immunostained with an antibody against SYCP3, a component of the synaptonemal complex and marker of early spermatocytes. The frequency of SYCP3-positive spermatocytes among all testicular cells was significantly low in B6-ChrX^MSM^ and B6-ChrXT^MSM^ males compared with that in B6 males, suggesting an impairment of meiotic entry in the two strains (B6, N = 4, 46.9±7.8%; B6-ChrX^MSM^, N = 4, 6.4±2.7%; B6-ChrXT^MSM^, N = 4, 18.0±4.0%; Bonferroni-corrected *P*<0.01 by two-tailed Student's *t*-test; [13] and Figure S1B). A small number of meiotic spermatocytes likely cause low production of sperm and a subsequent reduction of the testis weight. Consistent with this notion, adult B6-ChrX^MSM^ and B6-ChrXT^MSM^ males showed a significant reduction of testis weight compared with that of B6 males (weight of paired testes: B6, N = 8, 224.3±6.9 mg; B6-ChrX^MSM^, N = 3, 144.0±8.2 mg; B6-ChrXT^MSM^, N = 8, 138.1±11.1 mg; Bonferroni-corrected *P*<0.01 by two-tailed Student's *t*-test; [27] and Figure S1C).

Our previous composite interval mapping and newly performed interval mapping showed that the QTL responsible for the reduced testis weight was located at the distal region of the X chromosome with a significantly high LOD score ([27] and Figure S1D). The highest peak was detected at 147 Mb by the interval mapping (LOD score = 27.5). The degree of reduction in testis weight of B6-ChrX^MSM^ males was similar to that of B6-ChrXT^MSM^ males. Moreover, these two strains carry MSM alleles at the QTL, which affect the testis weight. Thus, the same biological basis may underlie the reduced testis weight and small number of meiotic spermatocytes in the two strains.

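Testis RNA of single males was hybridized to one array per male. B6, MSM, B6-ChrX MSM and B6-ChrXT MSM were each represented by 3 males at 5 dpp and by 3 males at 7 dpp, and the congenic strain XS39-tel by 3 males at 5 dpp. The values used here were the log2 signals that the authors made with the RMA algorithm in GeneSpring GX from the perfect-match probes. They had been corrected for background, quantile-normalized over the arrays and summarised to 1 value per probe set. Of the probe sets, 34728 could be joined to a single gene with a place on an autosome or the X chromosome. Among the 1127 X-linked probe sets, 236 listed as polymorphic in Table S1 were left out of every comparison. For each pair of groups, a probe set was kept when the mean log2 signal of at least 1 group exceeded log2 of 10. Where the other group lay below this expression filter, the size of the fold change is set by a weak signal. The moderated test of limma was two-sided, and its p-values were adjusted by the Benjamini-Hochberg method over the probe sets kept. A transcript was called higher or lower at an adjusted p under 0.05 together with a fold change of at least 1.5. Median log2 signals of the arrays lay between 2.63 and 2.71, and the number of arrays limits the precision.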

To detect the primary event that occurs in testicular cells prior to meiotic entry, we conducted whole-genome transcriptional profiling by microarray analysis of total RNA from whole testes of 5- and 7-day-old males. At these days of age, testicular histology of the two strains was indistinguishable from that of B6 ([13] and Figure S1A). The cellular composition of the testes at 5 dpp is relatively simple. Spermatogonia and Sertoli cells comprise 8.0% and 88.5% of the seminiferous epithelium, respectively [33]. At 7 dpp, a proportion of undifferentiated spermatogonia undergoes proliferation and gives rise to differentiated spermatogonia, resulting in a gradual increase of the proportion of spermatogonia [34], [35]. For transcriptional profiling, we used an Affymetrix Mouse Genome 430 2.0 array. The donor (MSM) chromosomes in the chromosome substitution strains were derived from *M. m. molossinus* in which the genome is significantly diverged from the laboratory mouse genome [36]. For this reason, it is not appropriate to use assignment of the presence or absence of the hybridization signal by comparison of the perfect match (PM) and mismatch (MM) probes. Therefore, we calculated the gene expression level with each probe set using the robust multichip average (RMA), as implemented in GeneSpring GX software, which considers only PM probes in its estimation of the expression level with each probe set [37]. Furthermore, single nucleotide polymorphisms in PM probes possibly cause mishybridization, which may lead to undercounting the expression signals of MSM-derived alleles. To avoid this occurrence, significantly polymorphic probe sets were excluded from the analysis. Similarities of all PM probe sequences of the Mouse Genome 430 2.0 array were searched against the MSM sequence reads (DRA000194) by Megablast [36]. To evaluate polymorphisms in the probe sets, we performed scoring using a classifier based on the number of identified probes in the MSM genome and the number of perfectly matched probes with the MSM sequence. The polymorphism score and number of probe sets for each polymorphism score are shown in Figure S2. Probe sets with polymorphism scores of ≤10 were judged as “conserved” probe sets, and “polymorphic” probe sets (a polymorphism score of >10) were excluded from the analysis. Polymorphism score for all probe sets is available on the FTP site of the NIG Mouse Genome Database (ftp:///pub/msmdb/Affy_Probe_Info_MSM.zip). The polymorphic probe sets excluded from the present analysis were listed in Table S1.

We performed the transcriptional profiling using microarray expression data of B6-ChrX^MSM^ testes at 5 dpp. Of the 1,376 probe sets for genes located in the genomic region from 5,341,800 to 163,344,914 bp on the X chromosome, 373 polymorphic probe sets were excluded from the analysis. Of the 43,678 probe sets for autosomal and non-polymorphic X chromosomal genes, 16,546 remained after filtering by the expression signal intensity (see Methods). To investigate the effect of the MSM-derived X chromosome on genome-wide gene expression, we plotted base-2 logarithms of the fold changes of expression levels for 16,546 transcripts in B6-ChrX^MSM^ testes relative to those in the B6 strain. Results of the transcriptional profiling of the X chromosome and control chromosome 3, which has a physical size similar to that of the X chromosome, are shown in Figure 1A. Results of other chromosomes are shown in Figure S3. We next applied filtering to volcano plots that are constructed using fold change values and statistical significance by the Benjamini-Hochberg FDR corrected moderated *t*-test (fold change ≥1.50; *P*<0.05). Transcripts with significantly differential expression detected by filtered probe sets are indicated by red dots in Figure 1A and S3. The frequency of such transcripts in each chromosome is shown in Figure 1B. Both upregulated and downregulated transcripts relative to the B6 strain were notably enriched on the X chromosome. 

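At 5 dpp, the X-linked gene *Phex*, which encodes an endopeptidase of phosphate metabolism, had a log2 signal of 4.81 ± 0.06 (SD, n = 3) in B6-ChrX MSM testes and 2.57 ± 0.14 (SD, n = 3) in B6 testes. The gene lies on the X chromosome of mm9 from 153596617 to 153853218, and its log2 fold change was 2.24 (standard error 0.08, adjusted p = 7.24e-05 from limma). Its B6 signal at 5 dpp lay below the expression filter, so the size of its rise over B6 at this age is set by a weak signal. *Septin6*, a gene of the septin cytoskeleton from 34455025 to 34529483, rose by 2.69 on the log2 scale by 1 of the 4 probe sets called higher (standard error 0.13, adjusted p = 0.000199), whereas another was lower at 7 dpp, with a log2 fold change of -0.77. *Nxf2*, a gene of the nuclear RNA export factor family from 131479069 to 131499293, dropped from 5.76 ± 0.09 to 3.51 ± 0.67 (SD, n = 3 each, adjusted p = 0.00916 from limma). *Tex11*, a meiotic gene from 98033986 to 98255006, fell by 2.01 (standard error 0.25, adjusted p = 0.00805). These 4 calls held when any single array was left out. Against the autosomes, the odds of a call of higher expression were raised on the X chromosome by an odds ratio of 77.0 (two-sided Fisher's exact test, p = 4.31e-26). For lower expression the odds ratio was 11.1 (Fisher's exact test, p = 1.57e-34), over the 16971 transcripts kept. Transcripts are not independent replicates, so these p-values describe the transcripts of 3 males per strain.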

In B6-ChrX^MSM^ testes, upregulated and downregulated transcripts from the X chromosome were detected by 3.4% (15/437) and 9.84% (43/437) of the probe sets, respectively. In contrast, upregulated and downregulated transcripts from autosomes were detected by 0.95% and 0.84% of the probe sets, respectively (Table 1 and Figure 1B). 

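Of the 470 X chromosomal transcripts kept at 5 dpp, 21 were higher and 56 were lower in B6-ChrX MSM testes than in B6 testes. *Kdm5c*, an X-linked histone demethylase gene from 148691371 to 148692025, was among the higher ones, at 5.16 ± 0.13 against 3.71 ± 0.19 (SD, n = 3 each). *Nxf3*, the paralog of *Nxf2* from 132606646 to 132607232, fell by 2.50 (standard error 0.13, adjusted p = 0.000239 from limma), from a B6 mean of 3.34 that lies just above the expression filter. *Sox3*, a transcription factor gene of undifferentiated spermatogonia, fell by 1.52 (adjusted p = 0.00409). Without the third B6-ChrX MSM array, 18 X chromosomal transcripts were higher and 46 were lower. The 285 calls over the genome were 175 without that array and 155, 146 and 185 without B6 replicates 1, 2 and 3.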

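Autosomal transcripts called at 5 dpp numbered 10 higher and 198 lower among 16501 kept. *Crabp1* on chromosome 9, from 54612618 to 54620917, encodes a retinoic acid binding protein and read 1.82 ± 0.40 in B6-ChrX MSM testes and 4.03 ± 0.12 in B6 testes (SD, n = 3 each, adjusted p = 0.00167 from limma). *Tex12*, a synaptonemal complex gene on the same chromosome from 50364922 to 50369430, fell by 1.94 (standard error 0.22, adjusted p = 0.00658). *Sohlh1*, which encodes a transcription factor of spermatogonial differentiation, fell by 1.45 (adjusted p = 0.00105). The autosomal counts depended on single arrays. They were 10 higher and 101 lower without B6-ChrX MSM replicate 3, 7 and 89 without B6 replicate 1, 5 and 80 without B6 replicate 2, and 6 and 117 without B6 replicate 3. Across autosomes, the share of lower transcripts ran from 0.303% on chromosome 12 to 2.00% on chromosome 16.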

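Lower transcripts made up 72.7% of the X chromosomal calls in B6-ChrX MSM testes at 5 dpp. Among X-linked genes known from spermatogonia, such as *Nxf2*, *Taf7l*, *Tktl1* and *Tex11*, all 6 that passed the expression filter were lower, and 6 were lower when adjusted over the list alone. The median log2 fold change of this list was -1.77, against all other genes tested (camera with a preset correlation, two-sided, adjusted p = 7.84e-07; adjusted p = 0.342 with an estimated correlation). *Taf7l* was the least certain of them, at a log2 fold change of -1.53 (adjusted p = 0.0491 from limma). Its adjusted p ran from 0.0221 to 0.112 over the alternatives, and the call was lost without B6-ChrX MSM replicate 3 and without B6 replicate 1, 2 or 3, where it reached 0.142. The X chromosome kept its excess of lower transcripts without each of these arrays, with 17 higher and 42 lower at the fewest, when B6 replicate 1 was left out.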

Interestingly, the direction of differential expression in B6-ChrX^MSM^ testes was asymmetric as indicated by a disproportionately higher number of downregulated transcripts. This asymmetry was also detected for transcripts from the autosomes, although it was less obvious than that for transcripts from the X chromosome.

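On the autosomes, 95.2% of the called transcripts were lower at 5 dpp. Genes of meiotic prophase had a median log2 fold change of -1.51, with 10 of 14 lower, and 12 lower when adjusted over the list alone (camera, adjusted p = 3.47e-11; adjusted p = 0.342 with an estimated correlation). Germ cell and piRNA pathway genes, which protect the germline genome, had a median of -1.41, with 11 of 15 lower and 13 lower when adjusted over the list alone. For markers of undifferentiated spermatogonia the median was -0.68, with 5 of 12 lower (6 adjusted over the list alone), and for those of differentiating spermatogonia it was -0.78, with 5 of 9 lower (6 adjusted over the list alone). Markers of Sertoli cells, the somatic cells that surround the spermatogonia, had a median of 0.11 over 18 genes, without a called gene (adjusted p = 0.000765 from camera; adjusted p = 0.396 with an estimated correlation). The 8 adipose tissue genes had a median of -1.14, which did not pass the test against the other genes (camera, adjusted p = 0.0672). Among them, *Dgat2* was called lower, with a log2 fold change of -0.853 (adjusted p = 0.0121 from limma). B6 arrays of 5 dpp spanned mean signals of 4.37 to 7.25 for this list, so a difference is not excluded. Lower calls on autosomes ranged from 80 to 117 without B6-ChrX MSM replicate 3 or without B6 replicate 1, 2 or 3.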

**Figure 1:**
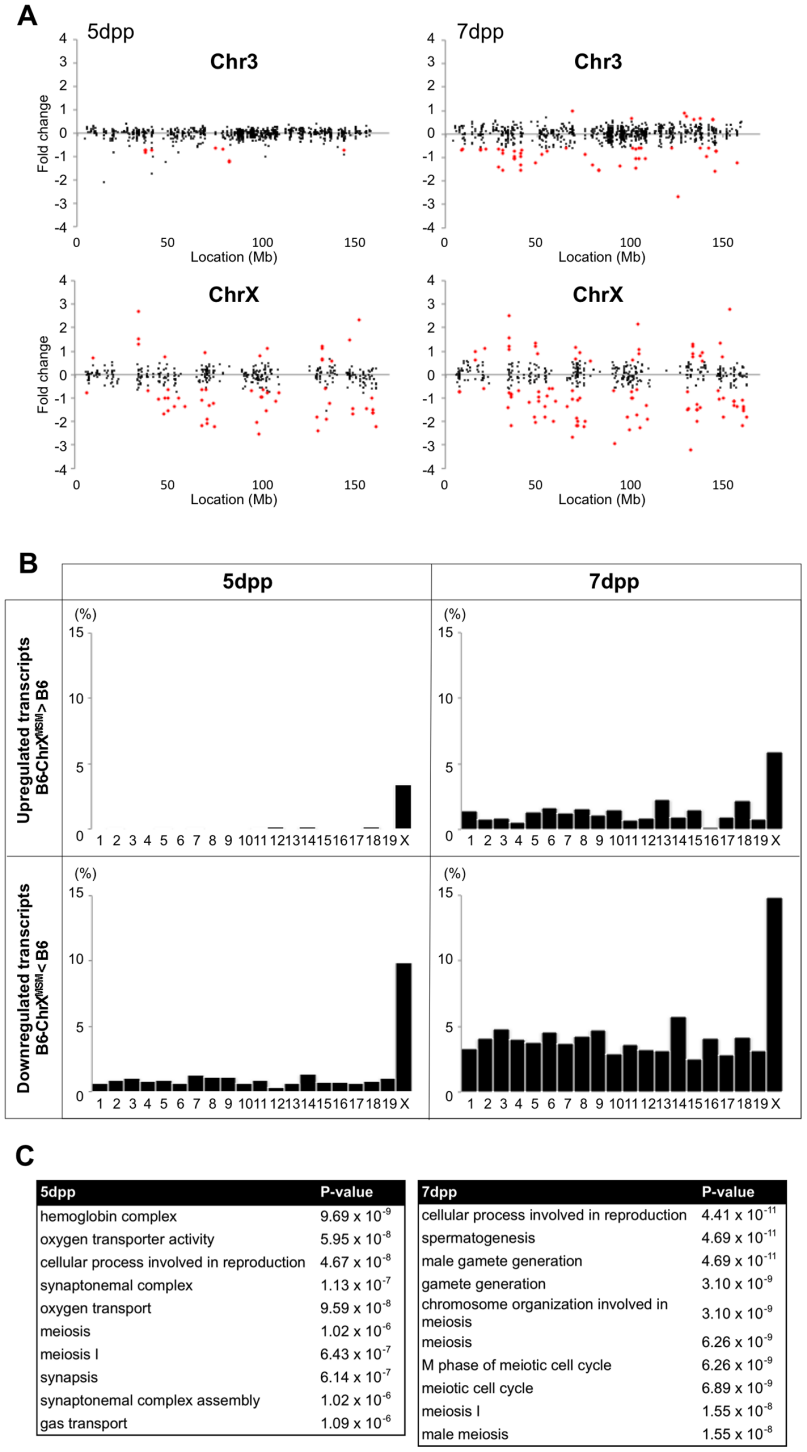
Differential expression of X-linked genes in B6-ChrX^MSM^ testes. (A) Gene expression on control chromosome 3 and the X chromosome in B6-ChrX^MSM^ testes. Each dot indicates the expression intensity of the transcript detected by a probe set on the microarray. The fold change (relative signal intensity of B6-ChrX^MSM^ to that of B6) is indicated by the log_2_ scale. Transcripts with a significantly different expression level are indicated in red (Benjamini-Hochberg FDR corrected moderate *t*-test, *P*<0.05; fold change ≥1.50). Left and right graphs show the results from 5 dpp and 7 dpp samples, respectively. Note that transcripts detected by X-linked probe sets showed a large variance of fold change compared with chromosome 3. The variance of fold change was larger at 7 dpp. (B) Frequency of upregulated and downregulated transcripts of each chromosome in B6-ChrX^MSM^ testes. The percentage of differentially expressed transcripts among all expressed transcripts is shown. Chromosomes are indicated below the graphs. A higher frequency of upregulated and downregulated transcripts was observed in the X chromosome than that in the autosomes. Downregulated genes were more common than upregulated genes. Differential expression relative to B6 was predominately genome-wide at 7 dpp. (C) GO categories and *P*-values of differentially expressed genes. Left and right tables show the results at 5 dpp and 7 dpp, respectively.

**Table 1:** Frequency of downregulated and upregulated transcripts for each chromosome in B6-ChrX^MSM^ testes.

Chr	All probe sets	5 dpp			7 dpp		
		expressed probe sets	upregulated (%)	downregulated (%)	expressed probe sets	upregulated (%)	downregulated (%)
1	2839	1141	0 (0.00)	7 (0.61)	1215	17 (1.40)	40 (3.29)
2	3540	1345	1 (0.07)	12 (0.89)	1475	12 (0.81)	60 (4.07)
3	2292	869	0 (0.00)	9 (1.04)	927	8 (0.86)	45 (4.85)
4	2648	1029	0 (0.00)	8 (0.78)	1113	6 (0.54)	45 (4.04)
5	2769	1033	1 (0.10)	9 (0.87)	1125	15 (1.33)	43 (3.82)
6	2472	811	0 (0.00)	5 (0.62)	895	15 (1.68)	41 (4.58)
7	2941	1016	1 (0.10)	13 (1.28)	1103	14 (1.27)	41 (3.72)
8	2145	819	0 (0.00)	9 (1.10)	889	14 (1.57)	38 (4.27)
9	2349	886	0 (0.00)	10 (1.13)	971	11 (1.13)	46 (4.74)
10	2088	789	0 (0.00)	5 (0.63)	850	13 (1.53)	25 (2.94)
11	3410	1363	1 (0.07)	12 (0.88)	1447	10 (0.69)	52 (3.59)
12	1709	661	1 (0.15)	2 (0.30)	716	6 (0.84)	23 (3.21)
13	1804	659	0 (0.00)	4 (0.61)	704	16 (2.27)	22 (3.13)
14	1624	600	1 (0.17)	8 (1.33)	641	6 (0.94)	37 (5.77)
15	1782	668	0 (0.00)	5 (0.75)	721	11 (1.53)	18 (2.50)
16	1543	585	0 (0.00)	4 (0.68)	634	1 (0.16)	26 (4.10)
17	1919	750	0 (0.00)	5 (0.67)	811	8 (0.99)	23 (2.84)
18	1287	513	1 (0.19)	4 (0.78)	547	12 (2.19)	23 (4.20)
19	1514	572	0 (0.00)	6 (1.05)	634	5 (0.79)	20 (3.15)
X	1003	437	15 (3.43)	43 (9.84)	472	28 (5.93)	70 (14.83)

We examined whether fold change variance was different between X chromosomal and autosomal transcripts by the Ansari-Bradley test for centralized data, which is a commonly used rank-based test [38]. The results showed that the fold change variance of the X chromosomal transcripts was significantly larger than that of the autosomes (Ansari-Bradley test, *P*≤1.00×10^−16^). 

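Log2 fold changes at 5 dpp had an SD of 0.61 on the X chromosome and of 0.20 on the autosomes, a ratio of 3.02. The two-sided Ansari-Bradley test on median-centred fold changes gave p = 1.37e-54 (n = 470 and n = 16501 transcripts), and 8.52e-54 when adjusted over the 31 tests of this kind. *Araf*, an X-linked gene of the RAF kinase family, stood at the lower end of the X chromosome at 2.27 ± 0.59 in B6-ChrX MSM testes against 5.28 ± 0.05 in B6 testes (SD, n = 3 each, adjusted p = 0.00184 from limma). The X chromosomal ratio was 3.06 against 13630 autosomal transcripts matched on mean signal. The test is across transcripts, which share arrays. In simulated data with no difference in spread added between the X chromosome and the autosomes, the same test gave p-values from 0.000412 to 0.715, 1 per comparison. So few values do not calibrate the test, and p-values near that lower value carry little weight.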

To test whether the different variances of the fold changes were independent of the expression level of the transcripts, we classified the probe sets into three groups by the raw signal intensity. The Ansari-Bradley test showed that the variance of the fold change for the X chromosome and autosomes was significantly different for both the low expression group (raw signal intensity between 10 and 100) and the intermediate expression group (raw signal intensity between 100 and 1000) (Table S2). 

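In the low expression group, X chromosomal fold changes were 3.20 times as widely spread as autosomal ones (SD ratio, Ansari-Bradley test, n = 337 and n = 12288 transcripts, p = 6.63e-43). In the intermediate group, the ratio was 1.87 (n = 129 and n = 4046 transcripts, p = 7.23e-15). *Nhsl2*, an X-linked gene of the Nance-Horan syndrome family from 99280468 to 99281567, belonged to the weaker signals, with 2.45 ± 0.26 in B6-ChrX MSM testes and 4.92 ± 0.08 in B6 testes (SD, n = 3 each, adjusted p = 0.000208 from limma). A second probe set of the gene went the other way at 7 dpp, with a log2 fold change of 0.66.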

We could not test for the high expression group (raw signal intensity of >1000), because such signal intensities were not observed for the X chromosome. 

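*Tpt1*, which encodes an abundant tumor protein under translational control, had the strongest autosomal signal at 5 dpp, 4759 on the linear scale. *Rps4x*, a ribosomal protein gene, had the strongest X chromosomal signal, 2731, and 4 X chromosomal probe sets exceeded 1000. Of 167 autosomal probe sets above 1000, 56 (33.5%) belonged to genes of cytosolic ribosomal proteins. As a list, 44 such genes had a median log2 fold change of 0.02 and a mean of -0.02 in B6-ChrX MSM testes (camera, two-sided, adjusted p = 0.135). The only called member was *Rpl39l*, a paralog of *Rpl39* with a log2 fold change of -1.50, whose call was lost without B6-ChrX MSM replicate 3 or B6 replicate 1, 2 or 3 (adjusted p up to 0.103) and, among the alternatives, in 2 of 10 (adjusted p = 0.0309, range 0.00746 to 0.0953). The spread of the 4 X chromosomal probe sets was not tested.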

For autosomes, we found 208 transcripts in the high expression group, among which more than half (125/208 transcripts) encode nuclear or mitochondrial ribosomal proteins. Because the haploinsufficiency of ribosomal protein genes immediately affects translational activity in many mutant mice, only a small number of ribosomal genes are located on the X chromosome, which is protected from X-inactivation in female somatic cells and male germ cells, such as MSCI and PMSR [39], [40].

We next performed transcriptional profiling of B6-ChrX^MSM^ testes at 7 dpp. Of the 43,678 autosomal and non-polymorphic X chromosomal probe sets, 17,890 remained after filtering by the expression signal intensity. Similar to 5 dpp, differential expression of X chromosomal genes relative to the B6 strain was observed in B6-ChrX^MSM^ testes at 7 dpp. Upregulated and downregulated transcripts were detected by 5.93% (28/472) and 14.83% (70/472) of the probe sets, respectively (Figure 1A, 1B and S4 and Table 1). In contrast, upregulated and downregulated transcripts from autosomes were detected by 1.19% and 3.83% of the probe sets, respectively. 

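Of 487 X chromosomal transcripts kept at 7 dpp, 31 were higher and 74 were lower in B6-ChrX MSM testes. *Lpar4*, a lysophosphatidic acid receptor gene from 104125764 to 104127103, read 4.76 ± 0.13 against 2.72 ± 0.13 in B6 testes by 1 probe set (SD, n = 3 each, adjusted p = 8.82e-06 from limma), whereas another was called lower at 5 dpp, with a log2 fold change of -0.92. *Hs6st2*, a heparan sulfate sulfotransferase gene, rose by 1.49 (standard error 0.10, adjusted p = 3.83e-05). *Rhox13*, a homeobox gene of differentiating germ cells from 35482916 to 35483143, dropped from 6.16 ± 0.13 to 3.73 ± 0.31 (SD, n = 3 each, adjusted p = 2.12e-05 from limma). *Mamld1*, a gene of testicular development, fell by 2.70 (standard error 0.16, adjusted p = 2.35e-05). Its signal in B6-ChrX MSM testes lay below the expression filter, so the size of this fall is set by a weak signal.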

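On the autosomes, 219 transcripts were higher and 715 were lower at 7 dpp among 16611 kept. *Meioc*, which germ cells need to stay in meiosis, lies on chromosome 11 from 102542787 to 102543559 and read 0.59 ± 0.33 in B6-ChrX MSM testes and 3.79 ± 0.26 in B6 testes (SD, n = 3 each, adjusted p = 1.42e-05 from limma). *Dmrtb1* on chromosome 4 from 107348896 to 107353451, a regulator of the switch from mitosis to meiosis, fell by 2.41 (standard error 0.11, adjusted p = 8.82e-06). Among the higher transcripts were *Krt8*, a keratin gene, with a log2 fold change of 2.15 (standard error 0.17, adjusted p = 6.6e-05) and *Cnmd*, the chondromodulin gene, with 2.61 (standard error 0.25, adjusted p = 0.000163). The share of lower transcripts ranged from 2.92% on chromosome 13 to 5.70% on chromosome 6.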

Differential expression detected by the X chromosomal probe sets was more significant than that detected by the autosomal probe sets, which was irrespective of the expression levels (Ansari-Bradley test, *P*≤1.00×10^−16^; Table S2). 

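X chromosomal fold changes at 7 dpp had an SD of 0.72, and autosomal ones an SD of 0.32 (ratio 2.20, two-sided Ansari-Bradley test, n = 487 and n = 16611 transcripts, p = 2.47e-28). *Fam90a1b*, an X-linked gene of uncharacterized function, was at the lower end with a log2 fold change of -3.05 (standard error 0.21, adjusted p = 4.14e-05 from limma). At signals from 10 to 100 the X chromosome was spread 2.35 times as widely as the autosomes (n = 348 and n = 12182, p = 4.2e-26), and at signals from 100 to 1000 it was spread 1.48 times as widely (n = 135 and n = 4257, p = 4.33e-05). Beyond a signal of 1000 the X chromosome held 4 transcripts and the autosomes 172, which were not compared.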

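Between the ages, the SD of fold changes in B6-ChrX MSM testes grew 1.18-fold on the X chromosome (two-sided Ansari-Bradley test, n = 487 and n = 470 transcripts, p = 0.000246) and 1.62-fold on the autosomes. Of the transcripts called at 5 dpp, 66 of 77 on the X chromosome and 181 of 208 on the autosomes were called in the same direction at 7 dpp. The difference between the ages itself was tested with a strain by age term in limma, which called 245 of 17461 transcripts, 124 with a more positive and 121 with a more negative fold change at 7 dpp. On the X chromosome these were 8 and 10 of 495. *Meioc* changed by -2.65 between the ages (adjusted p = 0.000449) and *Dmrtb1* by -1.96 (adjusted p = 0.000324). Both lay below the expression filter at 5 dpp in both strains, where a fall could not be seen, so these differences rest on weak signals. With 1 fit over all groups of both ages, 3 transcripts were called, and the calls of *Meioc* (adjusted p = 0.0662, range 7.36e-05 to 0.0662 over the alternatives) and *Dmrtb1* (0.0768, range 6.92e-05 to 0.0768) were lost. Leaving out B6 7 dpp replicate 3 brought the count to 148, B6 5 dpp replicate 1 to 146 and B6 5 dpp replicate 2 to 147. The larger side turned with single arrays, from 204 more positive and 123 more negative without B6 5 dpp replicate 3 to 89 and 125 without B6-ChrX MSM 5 dpp replicate 3, and was 174 and 106 with array medians subtracted. Genes of differentiating spermatogonia had a median difference of -0.44, with 4 of 10 lower and 5 lower when adjusted over the list alone (camera, adjusted p = 0.00195; adjusted p = 0.686 with an estimated correlation).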

The differential expression of both X chromosomal and autosomal transcripts became more obvious at 7 dpp compared with that at 5 dpp (Ansari-Bradley test, autosomes, *P*≤1.00×10^−16^; X chromosome, *P* = 2.98×10^−5^). Differentially expressed transcripts in 5- and 7-day-old B6-ChrX^MSM^ testes are listed in Tables S3 and S4. These data indicate that transcripts with highly differential expression are preferentially located on the X chromosome. 

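*Phex* on the X chromosome rose by 2.81 on the log2 scale in B6-ChrX MSM testes at 7 dpp (standard error 0.12, adjusted p = 8.82e-06 from limma), at signals of 4.50 ± 0.16 against 1.69 ± 0.22 (SD, n = 3 each). The B6 signal lay below the expression filter, so the size of this rise is set by a weak signal. X chromosomal transcripts were called higher with an odds ratio of 5.09 against the autosomes (two-sided Fisher's exact test, p = 5.71e-12) and lower with an odds ratio of 3.98 (p = 6.72e-20). From the wider spread of X chromosomal fold changes at both ages and at low and intermediate expression, and from the higher share of calls on this chromosome, the paper concludes that strongly misexpressed transcripts lie preferentially on the X chromosome.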

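Genes of meiotic prophase were lower in B6-ChrX MSM testes at 7 dpp, with 15 of 16 called (15 adjusted over the list alone) and a median log2 fold change of -1.57 (camera with a preset correlation, two-sided, adjusted p = 3.28e-11; adjusted p = 0.368 with an estimated correlation). Germ cell and piRNA pathway genes had 15 of 16 lower (15 adjusted over the list alone) and a median of -1.32; among them the RNA helicase gene *Tdrd9* fell by 2.04 (adjusted p = 2.05e-06 from limma). By the rotation test fry, both lists moved downward (adjusted p = 0.00183 for each). Differentiating spermatogonia markers had 8 of 10 lower and 1 higher (8 and 1 adjusted over the list alone), with a median of -1.53. In the list of undifferentiated spermatogonia, 6 of 13 were lower and 1 was higher (6 and 1 adjusted over the list alone) around a median of -0.22 (adjusted p = 0.0563), with the pluripotency factor gene *Lin28a* falling by 1.96. *Hsd17b1* of Sertoli cells rose by 1.07, while *Gata1* and *Cldn11* of the same cells had log2 fold changes of -0.87 and -0.80, and their list of 20 genes had a median of 0.19 (adjusted p = 0.0786). X-linked genes of spermatogonia had 7 of 7 lower (7 adjusted over the list alone) and a median of -1.76 (camera, adjusted p = 1.48e-06; adjusted p = 0.368 with an estimated correlation). Medians of the remaining lists ran from -0.31 for cholesterol synthesis, with *Srebf2* and *Lss* lower, to 0.15 for vascular endothelium, apart from adipose tissue at 0.51. *Srebf2* and *Lss* were each no longer called without B6-ChrX MSM replicate 2, and *Lss* also without B6 replicate 3. Their log2 fold changes of -0.69 and -0.62 lie near the threshold. Whether the fold change or the adjusted p then failed was not separated. The adipose genes had mean signals of 3.68 in B6 testes and 4.59 in B6-ChrX MSM testes at 7 dpp, where *Dgat2* had a log2 fold change of -1.16 (adjusted p = 0.000166 from limma). *Car3* (3.64, adjusted p = 0.0356, range 0.0203 to 0.152 over the alternatives) and *Fabp4* (2.51, adjusted p = 0.0318, range 0.0279 to 0.143) were higher. Both calls were lost without B6 replicate 1, 2 or 3, and that of *Car3* also without B6-ChrX MSM replicate 2 (adjusted p up to 0.101 and 0.0901).

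**Figure D1:**
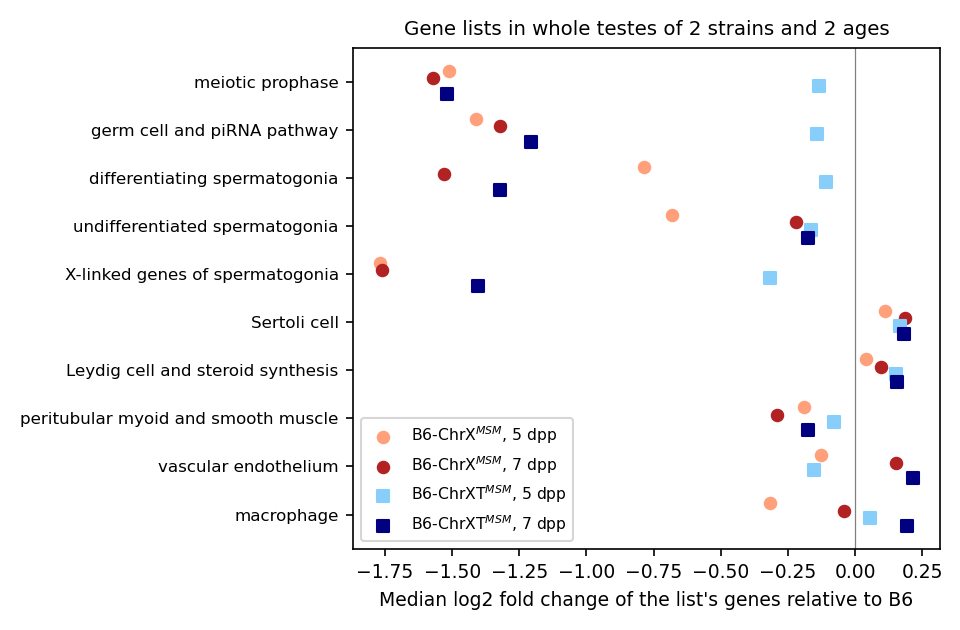
Median log2 fold change against B6 of 10 gene lists (x axis, log2) in B6-ChrX MSM and B6-ChrXT MSM testes at 5 and 7 dpp, 3 males per group. At 7 dpp in B6-ChrX MSM testes the meiotic prophase list is at -1.57 and the Sertoli cell list at 0.19.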

Gene ontology (GO) analysis revealed that differentially expressed transcripts on autosomes and the X chromosome were drastically biased toward those involved in meiotic processes such as synapsis, synaptonemal complex, M-phase of the meiotic cell cycle, and meiotic chromosome organization as well as general male gamete production (Figure 1C).

Next, to examine whether MSM-derived *cis*-regulatory elements are responsible for the differential expression in B6-ChrX^MSM^, we compared the expression signal intensities of all X-linked genes expressed in B6-ChrX^MSM^ testes with that in B6 or MSM testes. 

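X chromosomal signals at 7 dpp, averaged over 3 males per strain, were compared across transcripts, which are not independent replicates. Between B6-ChrX MSM and B6 testes, Pearson's r was 0.911 and Spearman's rho 0.919 over 487 transcripts. Between B6-ChrX MSM and MSM testes, r was 0.950 over 472 transcripts. *Hs6st2* had an MSM signal 1.50 above that of B6 on the log2 scale and lay -0.01 from MSM in B6-ChrX MSM testes, a difference that was not called (adjusted p = 0.933 from limma). *Tex11*, by contrast, lay -2.43 from MSM in B6-ChrX MSM testes (adjusted p = 4.1e-05).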

The Pearson correlation coefficient of B6-ChrX^MSM^ to B6 and B6-ChrX^MSM^ to MSM was 0.9031 and 0.9495, respectively (Figure 2A). We tested whether the correlation coefficient of B6-ChrX^MSM^ to MSM is significantly larger than that of B6-ChrX^MSM^ to B6 or not. We applied the logarithm transformation of the data to approximate the distribution of the data by the normal distribution and then obtained the approximate *P*-value by the test using the Fisher's z-transformation. 

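With Fisher's z-transformation, the closeness of B6-ChrX MSM X chromosomal signals to MSM exceeded their closeness to B6 (two-sided p = 5.81e-06, and 8.72e-06 when adjusted over the 3 strains compared with MSM). The test treats the 2 coefficients as independent although both contain the same B6-ChrX MSM males. Over the 422 transcripts expressed in all 3 strains, r was 0.936 with B6 and 0.954 with MSM (Fisher's z, p = 0.011). *Gpm6b*, a myelin proteolipid gene on the X chromosome from 162782623 to 162821932, is 1 example, as it lay -1.93 from B6 and -0.23 from MSM in B6-ChrX MSM testes (adjusted p = 0.0169 against MSM, from limma).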

The results showed that the correlation coefficient of B6-ChrX^MSM^ to MSM was significantly larger than that of B6-ChrX^MSM^ to B6 (*P* = 6.97×10^−8^). When the signal intensity of B6-ChrX^MSM^ was compared with that of MSM, 93.5% (29/31) of upregulated transcripts (indicated in purple dots in Figure 2A) and 45.7% (32/70) of downregulated transcripts (indicated in blue dots in Figure 2A) were converged in a less than 1.5-fold change. This result suggests that these transcripts might reflect transcriptional regulation by MSM-derived *cis*-regulatory elements on the X chromosome.

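In B6-ChrX MSM testes at 7 dpp, 28 of 31 higher X chromosomal transcripts (90.3%) and 38 of 74 lower ones (51.4%) lay within 1.5-fold of MSM (two-sided Fisher's exact test of higher against lower, p = 0.000126, and 0.000378 when adjusted over 3 strains). *Lpar4* was 0.19 above MSM on the log2 scale (adjusted p = 0.131 from limma), and *Mamld1* was 0.08 above it, which was not tested because both signals lay under the filter. Of the 36 lower transcripts beyond 1.5-fold, 33 were lower than in MSM, and 31 of the 36 passed limma's test against MSM. *Nxf2* was among these at -1.58 from MSM (adjusted p = 8.59e-05), and *Rnf128*, an E3 ubiquitin ligase gene from 136145158 to 136207908, at -2.06 (adjusted p = 0.000132). *Phex* was an exception among the higher transcripts, at -1.41 from MSM.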

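MSM itself differed from B6 in 97 of 488 X chromosomal transcripts at 7 dpp, 55 higher and 42 lower (limma, adjusted over X chromosomal transcripts). *Mmgt1*, a membrane magnesium transporter gene, was higher in MSM by a log2 fold change of 2.37 (adjusted p = 4.49e-07), and *Ints6l*, a gene of the Integrator complex family, was at -2.78 (adjusted p = 3.42e-07). From the convergence of many X chromosomal signals on the MSM level in B6-ChrX MSM testes, the paper proposes that these transcripts follow *cis*-regulatory elements of the MSM-derived X chromosome.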

**Figure 2:**
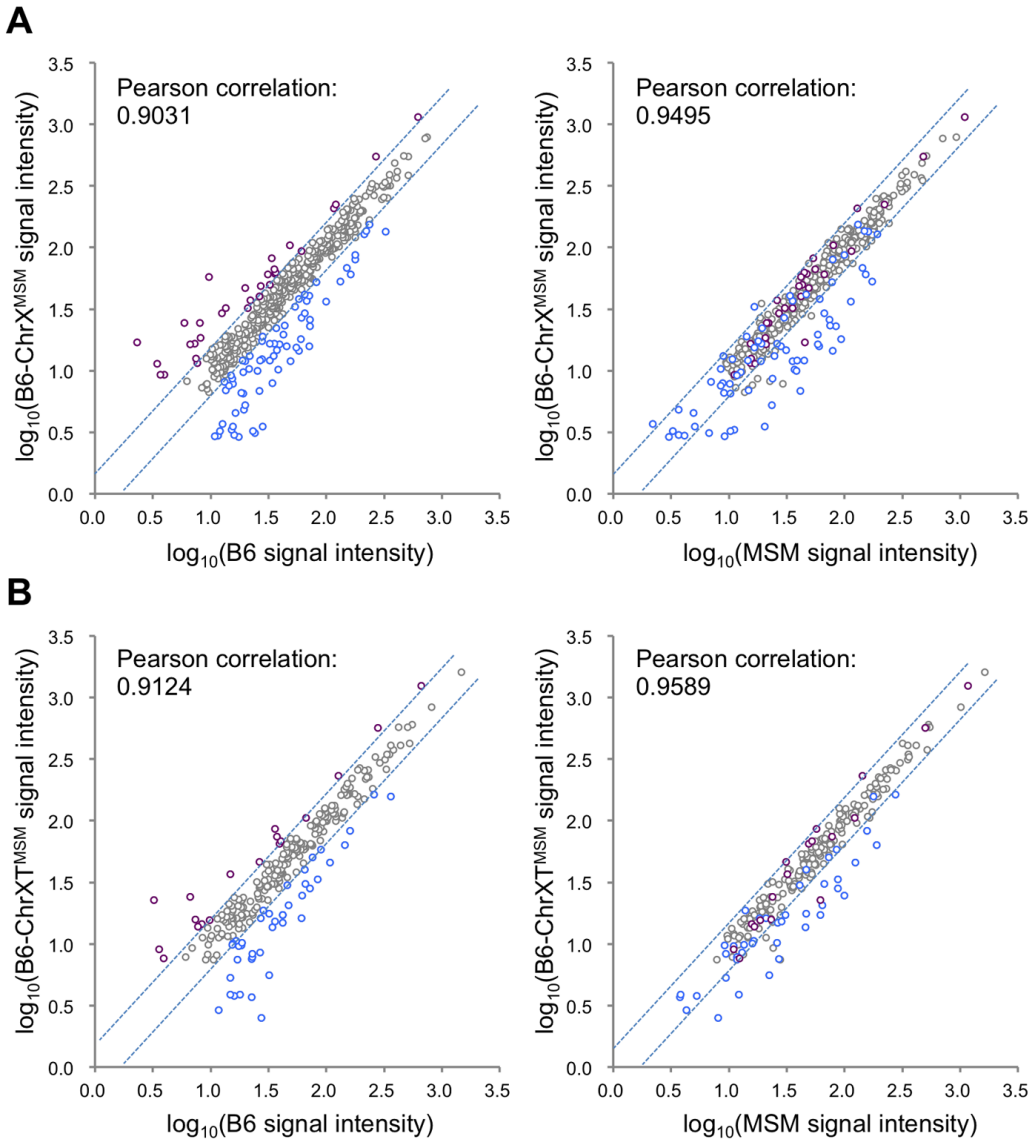
Comparison of signal intensities of MSM-derived X-linked transcripts in two X chromosome substitution strains with those in B6 or MSM. (A) Y-axis is the logarithm transformed signal intensity of B6-ChrX^MSM^, and X-axis is the logarithm transformed signal intensity of B6 (left) or MSM (right). Transcripts upregulated or downregulated in B6-ChrX^MSM^ testes relative to those in B6 are indicated by purple and blue circles, respectively. Dotted blue lines represent borders of a 1.5-fold change for upregulation or downregulation. Note that almost all upregulated transcripts were converged at a less than 1.5-fold change relative to the intensity of MSM. (B) Comparison of two strains for the logarithm transformed signal intensities of distal-X-linked transcripts in B6-ChrXT^MSM^ testes.

### Differential Expression of Genes on the Distal Half of the X Chromosome in B6-ChrXT^MSM^ Testes

The B6-ChrXT^MSM^ strain has a MSM-derived genome between 86,497,454 and 165,344,914 bp of the X chromosome. Consequently, we could investigate how the subspecies origin of the genomic region is attributable to the differential expression of the X chromosome. We performed transcriptional profiling of B6-ChrXT^MSM^ testes at 5 dpp. Of the 697 probe sets on the distal half of the X chromosome, 176 polymorphic probe sets were excluded from the analysis. Of the remaining 43,888 probe sets for autosomal and X chromosomal transcripts, 17,109 were used after filtering by the expression signal intensity. We plotted base-2 logarithms of the fold changes of transcript expression levels in B6-ChrXT^MSM^ testes relative to those in the B6 strain. 

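At 5 dpp, fold changes of 227 transcripts from the MSM-derived distal part of the X chromosome in B6-ChrXT MSM testes had an SD of 0.58. Those of the proximal part had an SD of 0.15 (ratio 3.96, two-sided Ansari-Bradley test, n = 227 and n = 234 transcripts, p = 2.76e-17), and against the autosomes the ratio was 3.61 (p = 1.56e-34). *Gpm6b* in the distal part dropped from 6.29 ± 0.03 in B6 testes to 3.91 ± 0.19 in B6-ChrXT MSM testes (SD, n = 3 each, adjusted p = 0.000161 from limma). *Phex*, also distal, rose by 2.17 (standard error 0.09, adjusted p = 0.000161).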

The variance of fold changes of the transcripts from genes located on the distal half of the X chromosome was significantly larger compared with that of other chromosomal regions including the proximal half of the X chromosome (Ansari-Bradley test, *P*≤1.00×10^−16^; Figures 3A and 5). 

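In the distal part of the X chromosome, 9 of 227 transcripts were higher and 25 were lower in B6-ChrXT MSM testes at 5 dpp. *Nhsl2* by the probe set that fell had a log2 fold change of -2.50 (standard error 0.08, adjusted p = 0.000132 from limma), and *Nxf3* one of -2.21 (standard error 0.11, adjusted p = 0.000451). *Kdm5c* rose by 1.49 (standard error 0.10, adjusted p = 0.00204), and *Pdzd11*, a PDZ domain gene, by 1.42 (standard error 0.09, adjusted p = 0.00115). In the proximal part, limma called 0 of 234 transcripts, with 55 at an unadjusted p under 0.05, and on the autosomes it called 4 higher and 13 lower of 16477. The 51 calls became 91 without B6-ChrXT MSM replicate 2, 16 without B6-ChrXT MSM replicate 3, 20 without B6 replicate 1, 29 without B6 replicate 2 and 79 without B6 replicate 3. The distal part held 3 higher and 9 lower without B6-ChrXT MSM replicate 3, and 5 and 9 without B6 replicate 1. On chromosome 6, the meiotic gatekeeper gene *Stra8* (log2 fold change -0.63, adjusted p = 0.0749) was not called, although it was with a trend and a robust prior (adjusted p = 0.0196, range 0.0196 to 0.665 over the alternatives). Meiotic prophase genes had a median of -0.14, with 2 lower when adjusted over the list alone (camera, adjusted p = 0.00717; adjusted p = 0.577 with an estimated correlation), and adipose genes one of -1.45 (adjusted p = 0.00717; 0.577). The direct comparison of the 2 substitution strains at this age was added after their values were seen and is given with the other observations.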

The upregulated and downregulated transcripts were detected by 2.51% (6/239) and 9.62% (23/239) of the probe sets, respectively, for the distal half of the X chromosome, whereas differentially expressed transcripts for autosomes and the proximal half of the X chromosome were detected at a apparently lower frequency (Figure 3B and Table 2).

**Figure 3:**
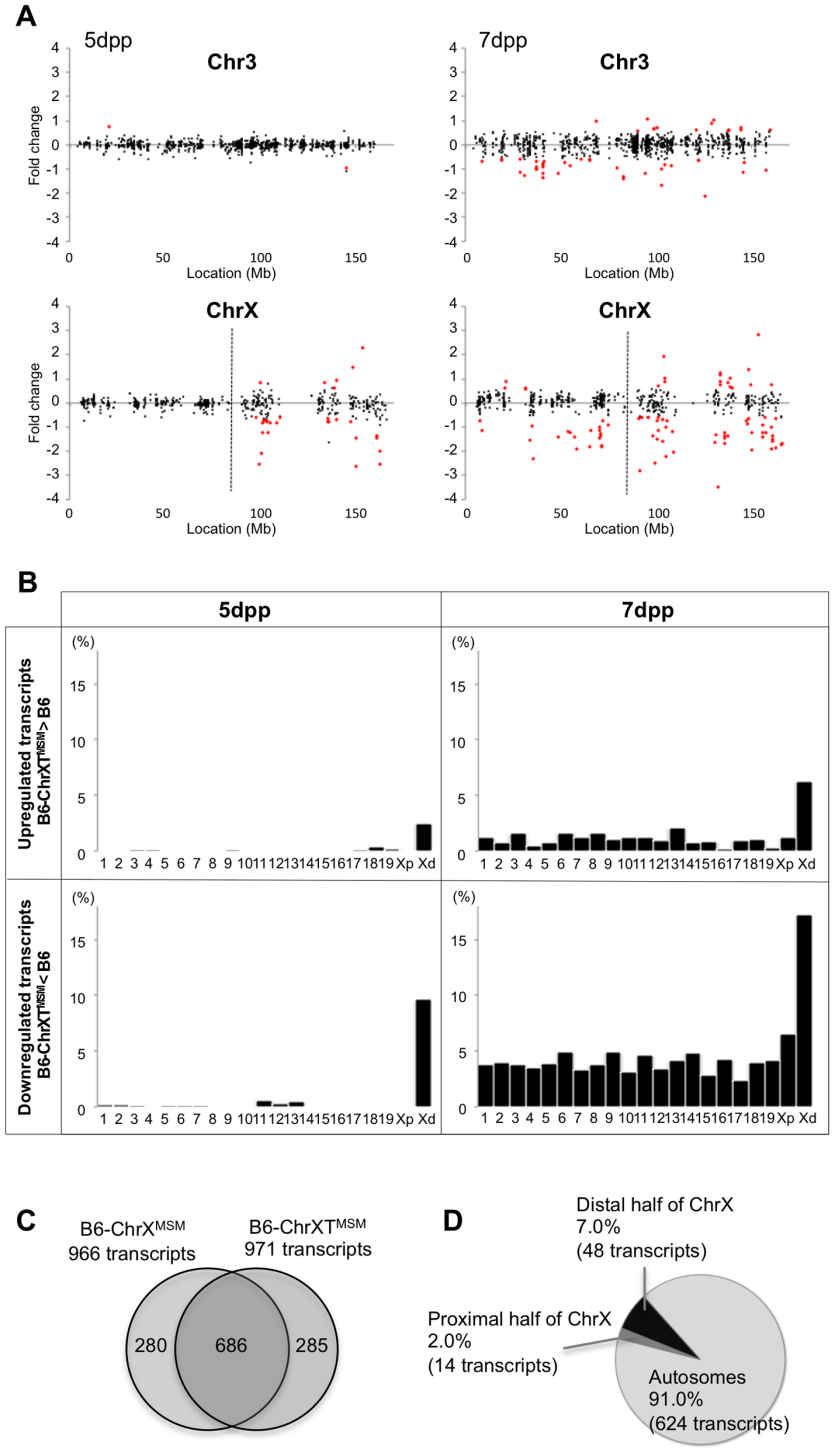
Differential expression of MSM-derived genes in B6-ChrXT^MSM^ testes. (A) Gene expression on control chromosome 3 and the X chromosome in B6-ChrXT^MSM^ testes. Vertical dotted line in the bottom panels indicates the boundary of recombination. The MSM-derived region is distal to the boundary. Note that the variance of fold change in the MSM-derived region was larger than that in the other chromosomal region. Transcripts in red showed a significantly different expression level by the Benjamini-Hochberg FDR corrected moderate *t*-test (*P*<0.05; fold change ≥1.50). (B) Frequency of upregulated and downregulated transcripts for each chromosome in B6-ChrXT^MSM^ testes. Chromosomes are indicated below the graphs. Xp and Xd represent B6-derived proximal and MSM-derived distal regions on the X chromosome, respectively. Significant enrichment of differentially expressed transcripts was observed in the distal X-chromosomal region. Differential expression was predominately genome wide at 7 dpp. (C) Venn diagram of differentially expressed transcripts in B6-ChrX^MSM^ and B6-ChrXT^MSM^ testes at 7 dpp. A large proportion of differentially expressed transcripts were common in B6-ChrX^MSM^ and B6-ChrXT^MSM^ samples. (D) Genome location of the common differentially expressed transcripts.

**Table 2:** Frequency of downregulated and upregulated transcripts for each chromosome in B6-ChrXT^MSM^ testes.

Chr	All probe sets	5 dpp			7 dpp		
		expressed probe sets	upregulated (%)	downregulated (%)	expressed probe sets	upregulated (%)	downregulated (%)
1	2839	1169	0 (0.00)	2 (0.17)	1250	15 (1.20)	47 (3.76)
2	3540	1383	0 (0.00)	2 (0.14)	1503	11 (0.73)	60 (3.99)
3	2292	890	1 (0.11)	1 (0.11)	944	15 (1.59)	36 (3.81)
4	2648	1058	1 (0.09)	0 (0.00)	1154	5 (0.43)	40 (3.47)
5	2769	1070	0 (0.00)	1 (0.09)	1155	9 (0.78)	45 (3.90)
6	2472	838	0 (0.00)	1 (0.12)	918	15 (1.63)	45 (4.90)
7	2941	1038	0 (0.00)	1 (0.10)	1135	14 (1.23)	38 (3.35)
8	2145	847	0 (0.00)	0 (0.00)	917	15 (1.64)	35 (3.82)
9	2349	918	1 (0.11)	0 (0.00)	996	10 (1.00)	49 (4.92)
10	2088	804	0 (0.00)	0 (0.00)	861	11 (1.28)	27 (3.14)
11	3410	1400	0 (0.00)	8 (0.57)	1493	19 (1.27)	70 (4.69)
12	1709	678	0 (0.00)	2 (0.29)	731	7 (0.96)	25 (3.42)
13	1804	679	0 (0.00)	3 (0.44)	718	15 (2.09)	30 (4.18)
14	1624	612	0 (0.00)	0 (0.00)	661	5 (0.76)	32 (4.84)
15	1782	686	0 (0.00)	0 (0.00)	740	6 (0.81)	21 (2.84)
16	1543	597	0 (0.00)	0 (0.00)	655	1 (0.15)	28 (4.27)
17	1919	775	1 (0.13)	0 (0.00)	836	8 (0.96)	20 (2.39)
18	1287	529	2 (0.38)	0 (0.00)	552	6 (1.09)	22 (3.99)
19	1514	602	1 (0.17)	0 (0.00)	652	2 (0.31)	27 (4.14)
proX*	687	297	0 (0.00)	0 (0.00)	323	4 (1.24)	21 (6.50)
disX*	521	239	6 (2.51)	23 (9.62)	255	16 (6.27)	44 (17.25)

*ProX and disX indicate the proximal and distal half of the X chromosome, respectively.

We next performed microarray analysis of testes from a congenic strain in which only a 37.8 Mb interval between 125,512,711 and 163,344,520 bp on a more distal region of the X chromosome was substituted by the MSM-derived genome in the B6 background. We observed similar differential expression only in the MSM-derived genome, as was observed in B6-ChrX^MSM^ and B6-ChrXT^MSM^ strains (Figure S6). This result indicated that the differential expression is strictly restricted to the genomic region derived from the MSM strain.

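In the MSM-derived interval of XS39-tel, the congenic strain, 7 of 131 transcripts were higher and 8 were lower at 5 dpp. *Phex* rose by 2.29 (standard error 0.19, adjusted p = 0.01 from limma), a call lost without XS39-tel replicate 2 or B6 replicate 1, 2 or 3 (adjusted p up to 0.12). *Nxf3* had a log2 fold change of -1.90 (standard error 0.14, adjusted p = 0.01), lost without B6 replicate 1 or 2 (adjusted p up to 0.12) and not kept by the expression filter without B6 replicate 3. *Gpm6b* dropped from 6.29 to 4.48 ± 0.41 (SD, n = 3 each, adjusted p = 0.0208 from limma), lost without XS39-tel replicate 1 or any B6 replicate (adjusted p up to 0.149). Fold changes in the interval had an SD of 0.61 and were 2.24 times as widely spread as those of the rest of the X chromosome (two-sided Ansari-Bradley test, n = 131 and n = 330 transcripts, p = 9.67e-10). Higher and lower calls in the interval were 3 and 2 without XS39-tel replicate 1, 1 and 3 without replicate 2, and 8 and 19 without replicate 3. Without B6 replicate 3, 1 transcript remained called in the interval.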

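Outside the MSM-derived interval, limma called 1 lower transcript of 330 on the rest of the X chromosome, and 11 higher and 84 lower of 16619 on the autosomes. *Jam2* on chromosome 16, a junctional adhesion gene, read 3.28 ± 0.11 in XS39-tel testes and 5.51 ± 0.16 in B6 testes (SD, n = 3 each, adjusted p = 0.0027 from limma, and up to 0.0422 with 1 array left out). The 111 calls of the strain were 21 without XS39-tel replicate 1, 20 without replicate 2 and 374 without replicate 3. They were 1 without B6 replicate 1, 1 without B6 replicate 2 and 2 without B6 replicate 3. Genes of meiotic prophase had a median log2 fold change of -0.83 in XS39-tel testes, with 1 of 14 lower and 9 lower when adjusted over the list alone (camera, two-sided, adjusted p = 3.66e-09; adjusted p = 0.418 with an estimated correlation). Adipose tissue genes had a median of -0.99 (adjusted p = 0.0261; adjusted p = 0.421 with an estimated correlation). From fold changes plotted along the chromosomes of this strain (Figure S6), the paper concludes that differential expression is restricted to the MSM-derived region.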

When we performed transcriptional profiling of B6-ChrXT^MSM^ testes at 7 dpp, 18,449 probe sets remained after filtering by the expression signal intensity. 

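At 7 dpp, B6-ChrXT MSM testes had 12 higher and 37 lower transcripts among 232 from the distal part of the X chromosome, 2 higher and 14 lower among 241 from the proximal part, and 194 higher and 717 lower among 16628 from the autosomes. *Tbx22*, a T-box gene of the distal part, fell by 2.23 (standard error 0.21, adjusted p = 0.000307 from limma), and *Itm2a*, a membrane protein gene there, read 10.3 ± 0.06 against 9.39 ± 0.16 in B6 testes (SD, n = 3 each). *Rhox13*, which lies in the B6-derived proximal part, fell by 2.49 (standard error 0.13, adjusted p = 4.89e-05). On autosomes, *Cbln1*, a cerebellin precursor gene, rose by 2.39 (standard error 0.19, adjusted p = 0.000227), and *Rbp4*, which encodes a retinol carrier, had a log2 fold change of -1.78 (adjusted p = 0.000147).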

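In B6-ChrXT MSM testes, the SD of fold changes at 7 dpp was 1.22 times that at 5 dpp for the distal part of the X chromosome (two-sided Ansari-Bradley test, n = 232 and n = 227 transcripts, p = 0.0424) and 1.96 times for the rest of the genome. A strain by age term in limma called 902 of 17408 transcripts, with a more positive fold change at 7 dpp in 374 and a more negative one in 528. The distal part held 12 and 21 of 237 of these, and the proximal part 8 and 17 of 245. *Meioc*, below the expression filter in both strains at 5 dpp, where a fall could not be seen, moved by -2.78 between the ages (adjusted p = 0.000109), *Rhox13* by -2.08 (adjusted p = 0.000442) and *Stra8* by -1.63 (adjusted p = 0.00507). *Taf7l* moved by -1.33 (adjusted p = 0.0044, with a range up to 0.0983 over the alternatives, where the fit over all groups lost the call). That fit called 381 transcripts. Meiotic prophase genes had a median difference of -1.26, with 14 of 16 lower, 14 also when adjusted over the list alone (camera, adjusted p = 4.1e-10; adjusted p = 0.371 with an estimated correlation). Of 34 distal transcripts called at 5 dpp, 21 were called in the same direction at 7 dpp, as were 5 of 17 autosomal ones.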

Consistent with B6-ChrX^MSM^ testes, we found genome-wide differential expression in B6-ChrXT^MSM^ testes at 7 dpp was more obvious compared with that at 5 dpp (Ansari-Bradley test, autosomes and the proximal half of the X chromosome, *P*≤1.00×10^−16^, the distal half of the X chromosome, *P* = 2.61×10^−4^; Figures 3A and S7). The frequency of the differentially expressed transcripts detected by the probe sets for each chromosome is shown in Figure 3B and Table 2. Such transcripts in 5- and 7-day-old B6-ChrXT^MSM^ testes are listed in Tables S5 and S6, respectively. At 7 dpp, differentially expressed transcripts in B6-ChrXT^MSM^ testes largely overlapped with those in B6-ChrX^MSM^ testes (70.6%, 686/971) (Figure 3C). They consisted of not only transcripts from the distal half of the X chromosome (7.0%), but also those from autosomal regions (91.0%) (Figure 3D and Table S7). This finding implies that differential expression in the distal half of the X chromosome subsequently affects genome-wide transcription at 7 dpp.

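Of 973 transcripts called in B6-ChrXT MSM testes at 7 dpp and tested in both strains, 764 (78.5%) were called in the same direction in B6-ChrX MSM testes. By direction, 157 higher and 607 lower calls were shared, where independent calls would share 2.80 and 35.7. These expectations leave out the B6 arrays used in both comparisons. *Meioc* was one of the shared autosomal transcripts, with a log2 fold change of -3.17 in B6-ChrXT MSM testes (standard error 0.15, adjusted p = 3.8e-05 from limma), and *Dmrtb1* another, with -2.20 (adjusted p = 3.5e-06). Across 16520 autosomal transcripts the fold changes of the 2 strains had r = 0.924, whereas the shared B6 arrays alone gave 0.498 in the simulation. Genes are not independent replicates in this correlation.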

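Shared calls at 7 dpp lay on autosomes in 704 cases (92.2%), in the distal part of the X chromosome in 45 (5.89%) and in its proximal part in 15 (1.96%). Compared directly, B6-ChrXT MSM and B6-ChrX MSM testes differed in 52 of 16834 transcripts at 7 dpp by limma. Of these, 21 higher and 10 lower in B6-ChrXT MSM belonged to the 244 transcripts of the proximal part, which is MSM-derived only in B6-ChrX MSM. *Araf* there was higher in B6-ChrXT MSM by 2.80 (adjusted p = 0.000309), *Firre*, a long noncoding RNA gene, by 1.99 (adjusted p = 0.000309), and *Hs6st2* had a log2 difference of -1.15 (adjusted p = 0.00144). Signals of *Araf* and *Firre* in B6-ChrX MSM testes lay below the expression filter, so the sizes of their differences are set by weak signals. Autosomal differences were 1 higher and 19 lower of 16374, among them *Cdkn1b*, a cell cycle inhibitor gene on chromosome 6, at -1.07 (adjusted p = 0.00198, range up to 0.592 over the alternatives, where 1 fit over all groups lost the call). Of the 19, 4 were probe sets of *4833420G17Rik* on chromosome 13, at -1.115 to -0.925. Against B6 at 5 dpp, this gene was also called lower in B6-ChrXT MSM and XS39-tel testes. *Malat1*, *Jam2*, *Ibtk* and *Setd5*, lower here too, were called lower in XS39-tel testes as well. Why these genes recur was not tested. The 19 lower ones were 6, 6 and 8 without B6-ChrXT MSM replicate 2 and B6-ChrX MSM replicates 1 and 2, and 39 without B6-ChrX MSM replicate 3.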

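In B6-ChrXT MSM testes at 7 dpp, 15 of 16 meiotic prophase genes were lower (15 adjusted over the list alone), with a median log2 fold change of -1.52 (camera, two-sided, adjusted p = 2.06e-09; adjusted p = 0.467 with an estimated correlation). Germ cell and piRNA pathway genes had 15 of 16 lower (15 adjusted over the list alone) and a median of -1.21, and X-linked genes of spermatogonia had 7 of 7 lower (7 adjusted over the list alone) and a median of -1.41. Of 9 Leydig cell and steroid synthesis genes, 3 were higher (3 adjusted over the list alone), among them *Hsd17b3* by 0.78 (adjusted p = 0.000324 from limma) and *Cyp11a1* by 0.72 (adjusted p = 0.00171). The median of that list was 0.16, and it did not pass the test (camera, adjusted p = 0.0581; adjusted p = 0.514 with an estimated correlation). Of adipose tissue genes, *Car3* (log2 fold change 4.31, adjusted p = 0.00286) and *Fabp4* (2.71, adjusted p = 0.00363) were higher, but neither was called in 1 fit over all groups of 7 dpp (adjusted p = 0.0635 and 0.104, the highest of the alternatives). *Dgat2* of the same list was lower (log2 fold change -1.15, adjusted p = 0.00146). At 5 dpp, when the autosomes of B6-ChrXT MSM testes held 17 called transcripts, the autosomal fold changes of the 2 strains had r = 0.45 across genes, and shared B6 arrays alone gave 0.491. Their covariance was 0.0144, against 0.00561 in that simulation. From few autosomal calls at 5 dpp, many at 7 dpp and their overlap between the strains, the paper proposes that misexpression in the distal part of the X chromosome goes on to alter transcription across the genome.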

We also compared the signal intensity of all transcripts from the distal-half of the X chromosome in B6-ChrXT^MSM^ testes with that in B6 or MSM strains. 

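Over 232 distal X chromosomal transcripts at 7 dpp, Pearson's r between B6-ChrXT MSM and B6 testes was 0.921, with a Spearman's rho of 0.925. With MSM testes, r was 0.961 over 227 transcripts. Values are group means of 3 males and the correlation is across transcripts. *Itm2a* lay 0.06 above MSM in B6-ChrXT MSM testes (adjusted p = 0.378 from limma), whereas *Rnf128* lay -1.95 from MSM (adjusted p = 0.000255).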

The Pearson correlation coefficient of B6-ChrXT^MSM^ to B6 was 0.9124, whereas that of B6-ChrXT^MSM^ to MSM was 0.9589 (Figure 2B). The correlation coefficient of B6-ChrXT^MSM^ to MSM was significantly larger than that of B6-ChrXT^MSM^ to B6 by the test using the Fisher's z-transformation (*P* = 4.02×10^−6^). 

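For the distal part in B6-ChrXT MSM testes, Fisher's z-transformation gave a two-sided p of 0.000129 for the coefficient with MSM against that with B6, and 0.000129 when adjusted over the 3 strains. With the 203 transcripts expressed in all 3 strains, r was 0.953 with B6 and 0.966 with MSM, and the difference did not pass the test (Fisher's z, p = 0.113). By the same probe set, the distal gene *Lpar4* lay 1.88 from B6 and 0.03 from MSM in B6-ChrXT MSM testes.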

When the expression in B6-ChrXT^MSM^ was compared with that in MSM, 77.8% (14/18) and 40.5% (17/42) of upregulated (purple dots in Figure 2B) and downregulated transcripts (blue dots in Figure 2B), respectively, were converged in a less than 1.5-fold change.

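In B6-ChrXT MSM testes, 11 of 12 higher distal transcripts (91.7%) and 18 of 37 lower ones (48.6%) were within 1.5-fold of MSM at 7 dpp (two-sided Fisher's exact test, p = 0.0156, and 0.0234 when adjusted over 3 strains). All 19 lower transcripts beyond that limit were below MSM, and 17 of them passed limma's test against MSM. *Trap1a*, a tumor rejection antigen gene from 135868221 to 135872707, lay -0.99 from MSM (adjusted p = 0.00138), and *Tex11* lay -2.07 from it (adjusted p = 0.000157). *Pwwp3b* (*Mum1l1* in the paper), a PWWP domain gene from 135772121 to 135772874, was near MSM, at -0.20 on the log2 scale.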

### Restoration of the Differential Expression in B6-ChrXT^MSM^ Testes by Introduction of Chromosome 1 from the MSM Strain

To assign a chromosome that interacts with X chromosomal genes and is responsible for the genetic incompatibility in B6-ChrXT^MSM^ males, we produced F1 male progeny generated from crosses of B6-ChrXT^MSM^ females with males of other chromosomal substitution strains, and investigated their reproductive phenotypes. We generated crosses with a total of 22 chromosome substitution strains of which 13 crosses showed significant restoration of testis weight (Bonferroni-corrected *P*<0.05 by the two-tailed Student's *t*-test; Figure S8). Among F1 male progeny from crosses with chromosomal substitution strains, (B6-ChrXT^MSM^×B6-Chr1^MSM^)F1 males (hereafter abbreviated as B6-Chr1^MSM/B6^XT^MSM^) exhibited the most effective restoration of testis weight (Figure S8). To determine whether the restoration of testis weight is caused by proper spermatogenesis or other reasons including hyperplasia of Leydig cells, we investigated the phenotype of B6-Chr1^MSM/B6^XT^MSM^ testes. The testicular histology showed that meiotic spermatocytes observed in B6-Chr1^MSM/B6^XT^MSM^ testes were not abundant as observed in B6-ChrXT^MSM^ testes at 14 dpp, but spermatocytes were increased in B6-Chr1^MSM/B6^XT^MSM^ testes at 18 dpp (Figure 4A). This result indicated that the progression of spermatogenesis in B6-Chr1^MSM/B6^XT^MSM^ males is delayed at the early stage, but becomes similar to that of the B6 strain at a later stage. Immunostaining analysis showed that the frequency of spermatocytes was restored significantly in B6-Chr1^MSM/B6^XT^MSM^ testes at 18 dpp (Figure 4B).

**Figure 4:**
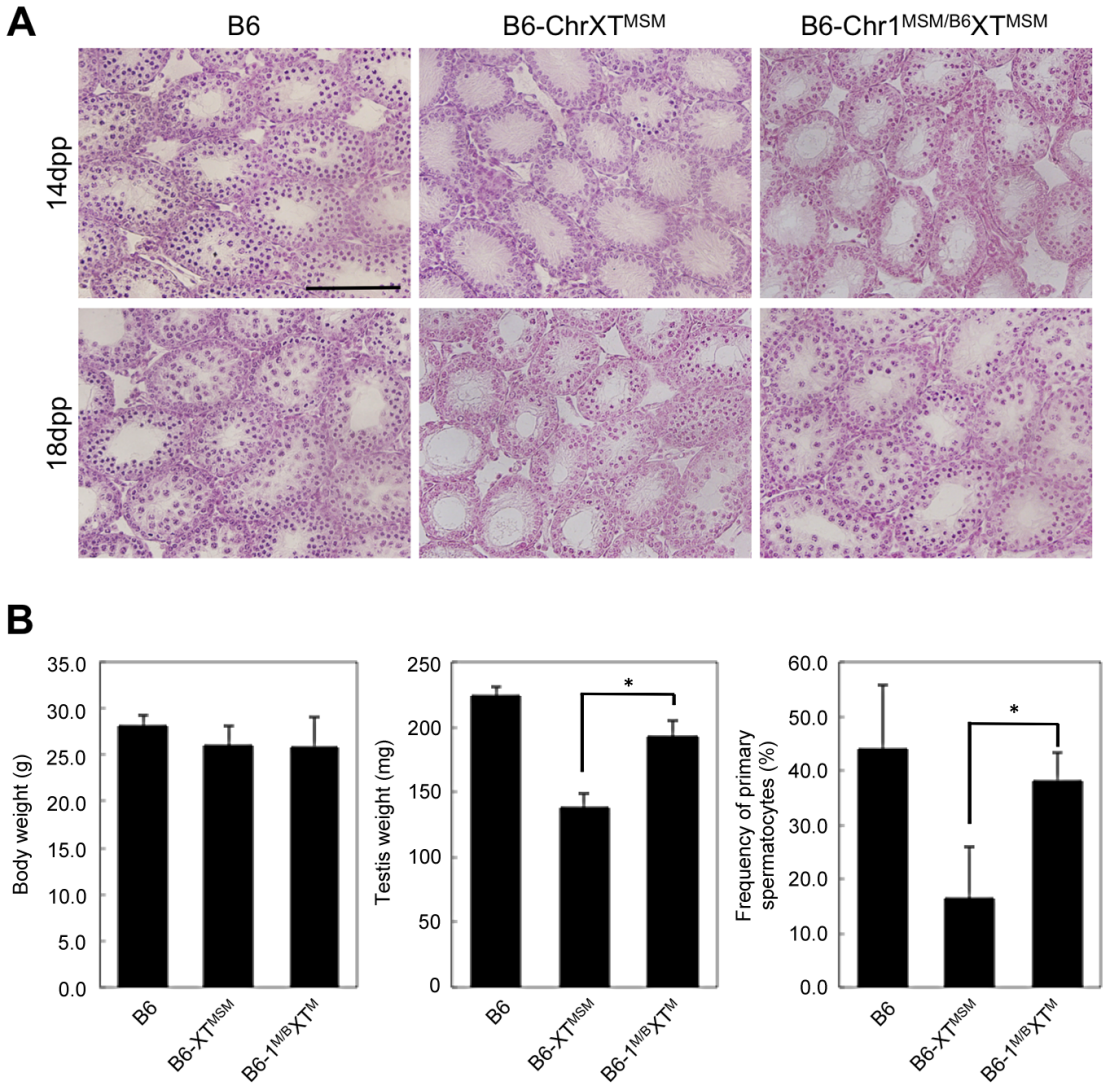
Restoration of reproductive phenotypes in B6-Chr1^MSM/B6^XT^MSM^ testes. (A) Histology of the testis of each strain. Meiotic spermatocytes were rarely observed in B6-Chr1^MSM/B6^XT^MSM^ testes similar to that in B6-ChrXT^MSM^ testes at 14 dpp. Note that abundant meiotic spermatocytes were located in the seminiferous tubules of B6-Chr1^MSM/B6^XT^MSM^ testes, as observed in the control B6 testes at 18 dpp. Scale bar: 250 µm (B) Restoration of testis weight and the frequency of primary spermatocytes in B6-Chr1^MSM/B6^XT^MSM^ males. Body and paired testis weights of adult males and the frequency of spermatocytes in the testes of 18 dpp males are indicated. *P<0.01, two-tailed Student's *t*-test.

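Testes of B6-Chr1 MSM/B6XT MSM males, the sons of B6-ChrXT MSM females and B6-Chr1 MSM males, were measured in 3 males at 5 dpp and in 8 males at 7 dpp, with 1 array per male. These males carry the MSM-derived distal part of the X chromosome as their only X chromosome and are heterozygous for MSM and B6 alleles on chromosome 1. Their log2 RMA signals were compared with those of 3 B6 and 3 B6-ChrXT MSM males of the same age by the same filters and thresholds. Polymorphic probe sets of chromosome 1 listed in Table S1 were left out as well, and chromosome 1 was counted apart from the other autosomes. The labels do not say which of the 8 males at 7 dpp the paper calls individuals a to h, so all 8 were kept as 1 group, while the paper's own comparison at this age takes 3 males. Values of single males are therefore given as ranges.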

To examine the timing of spermatogenesis restoration in B6-Chr1^MSM/B6^XT^MSM^ testes, we performed transcriptional profiling by microarray analysis of testes from B6-Chr1^MSM/B6^XT^MSM^ males at 5 and 7 dpp. Because the B6-Chr1^MSM/B6^XT^MSM^ strain was heterozygous for B6 and MSM alleles on chromosome 1, polymorphic probe sets on chromosome 1 were excluded from this microarray analysis. Of the remaining 42,781 probe sets, 15,377 probe sets were used after filtering by the expression signal intensity using 5 dpp samples. Fold changes of expression signals in B6-Chr1^MSM/B6^XT^MSM^ testes relative to that in the B6 strain revealed that the genes on the distal half of the X chromosome were expressed differentially as was observed in B6-ChrXT^MSM^ testes (Figures 5A and 5B, Table 3, and Figure S9). 

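In B6-Chr1 MSM/B6XT MSM testes at 5 dpp, 6 of 227 distal X chromosomal transcripts were higher and 22 were lower than in B6 testes. *Nhsl2*, by the same probe set, read 2.47 ± 0.10 against 4.92 ± 0.08 in B6 testes (SD, n = 3 each, adjusted p = 0.000167 from limma). *Pdzd11* rose by 1.63 (standard error 0.10, adjusted p = 0.00449), and *Kctd12b*, a potassium channel domain gene of the distal part, had a log2 fold change of -2.39 (standard error 0.14, adjusted p = 0.00306). Signals of *Nhsl2* and *Kctd12b* in B6-Chr1 MSM/B6XT MSM testes and of *Pdzd11* in B6 testes lay below the expression filter. The sizes of these changes are thus set by weak signals. Of the 34 distal transcripts called in B6-ChrXT MSM testes at this age, 22 were called in the same direction here, and the spread of distal fold changes did not differ between the strains (SD ratio 1.01, two-sided Ansari-Bradley test, n = 227 transcripts each, p = 0.942). Over the whole genome 90 transcripts were called, but 22 without B6-Chr1 MSM/B6XT MSM replicate 2, 15 without B6 replicate 1, 18 without B6 replicate 2 and 29 without B6 replicate 3. Germ cell and piRNA pathway genes had a median of -0.63, with 4 of 15 lower and 10 lower when adjusted over the list alone (camera, adjusted p = 8.05e-17; adjusted p = 0.223 with an estimated correlation). Adipose tissue genes had a median of -1.49 (adjusted p = 4.83e-05; adjusted p = 0.325 with an estimated correlation).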

The differentially expressed transcripts in 5 dpp B6-Chr1^MSM/B6^XT^MSM^ testes are listed in Table S8.

**Figure 5:**
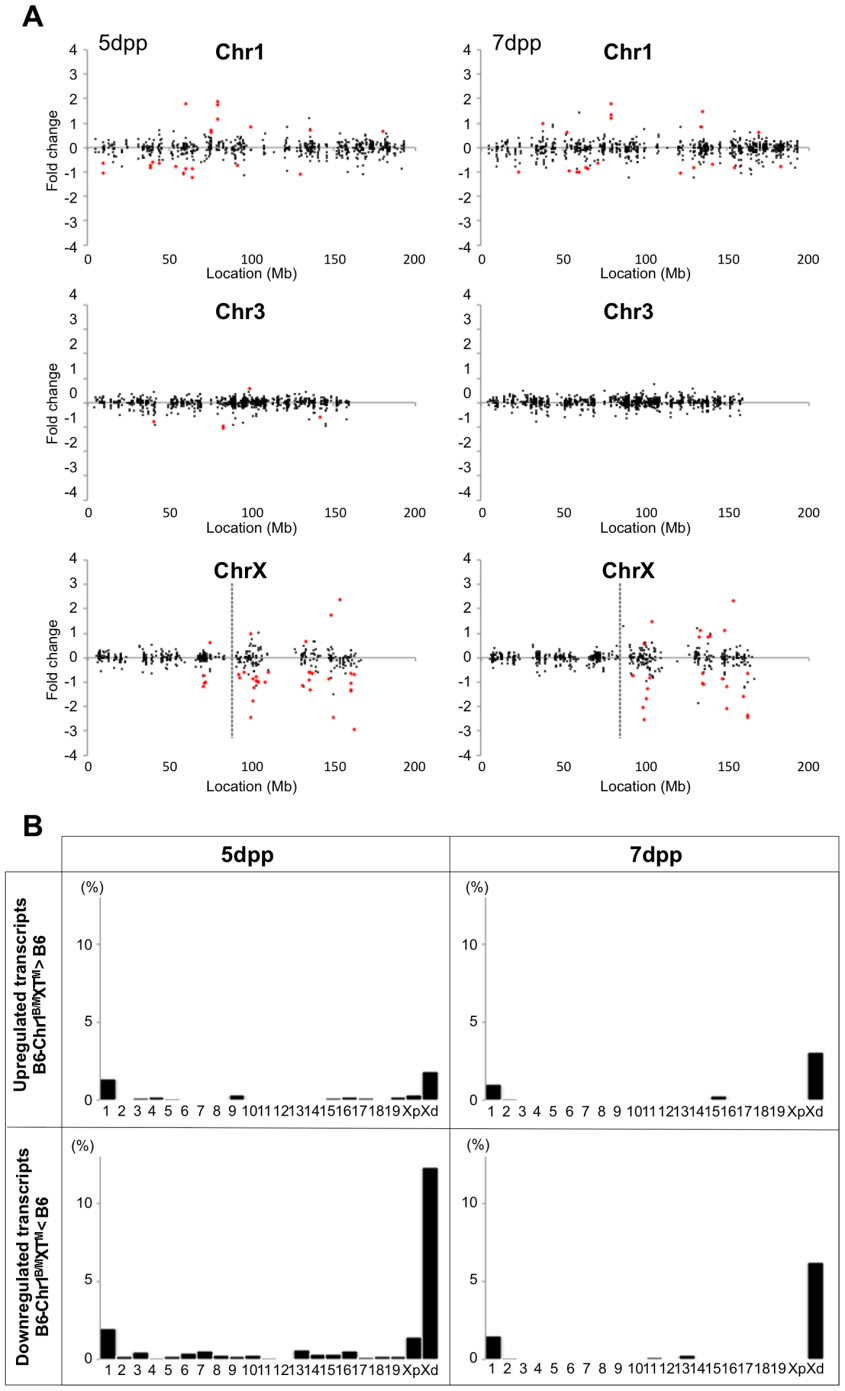
Restoration of genome-wide differential gene expression in B6-Chr1^MSM/B6^XT^MSM^. (A) Gene expression on chromosome 1, 3, and the X chromosome in B6-Chr1^MSM/B6^X^MSM^ testes. Vertical dotted line in the bottom panels indicates the boundary between B6- and MSM-derived genomic regions. Note that the variance of fold changes was extremely large on chromosome 1 and the distal half of the X chromosome. Transcripts in red showed significantly different expression by the Benjamini-Hochberg FDR corrected moderate *t*-test (*P*<0.05; fold change ≥1.50). (B) Frequency of upregulated and downregulated transcripts for each chromosome in B6-Chr1^MSM/B6^XT^MSM^ testes. Chromosomes are indicated below the graphs. Xp and Xd represent B6-derived proximal and MSM-derived distal regions on the X chromosome, respectively. Genome-wide differential expression was not observed in B6-Chr1^MSM/B6^XT^MSM^ testes at 7 dpp.

**Table 3:** Frequency of downregulated and upregulated transcripts for each chromosome in B6-Chr1^MSM/B6^X^MSM^ testes.

Chr	All probe sets	5 dpp			7 dpp		
		expressed probe sets	upregulated (%)	downregulated (%)	expressed probe sets	upregulated (%)	downregulated (%)
1	1768	646	9 (1.39)	13 (2.01)	795	8 (1.01)	12 (1.51)
2	3540	1276	0 (0.00)	3 (0.24)	1578	1 (0.06)	1 (0.06)
3	2292	831	1 (0.12)	4 (0.48)	977	0 (0.00)	0 (0.00)
4	2645	981	2 (0.20)	1 (0.10)	1204	0 (0.00)	0 (0.00)
5	2767	977	1 (0.10)	2 (0.20)	1184	0 (0.00)	0 (0.00)
6	2472	769	0 (0.00)	3 (0.39)	959	0 (0.00)	0 (0.00)
7	2941	965	0 (0.00)	5 (0.52)	1175	0 (0.00)	0 (0.00)
8	2145	781	0 (0.00)	2 (0.26)	951	0 (0.00)	0 (0.00)
9	2342	844	3 (0.36)	2 (0.24)	1038	0 (0.00)	0 (0.00)
10	2088	744	0 (0.00)	2 (0.27)	911	0 (0.00)	0 (0.00)
11	3410	1299	0 (0.00)	1 (0.08)	1556	0 (0.00)	2 (0.13)
12	1709	635	0 (0.00)	0 (0.00)	763	0 (0.00)	0 (0.00)
13	1789	633	0 (0.00)	4 (0.63)	742	0 (0.00)	2 (0.27)
14	1624	578	0 (0.00)	2 (0.35)	685	0 (0.00)	0 (0.00)
15	1782	625	1 (0.16)	2 (0.32)	769	2 (0.26)	0 (0.00)
16	1543	555	1 (0.18)	3 (0.54)	671	0 (0.00)	0 (0.00)
17	1915	714	1 (0.14)	1 (0.14)	872	0 (0.00)	0 (0.00)
18	1287	481	0 (0.00)	1 (0.21)	573	0 (0.00)	0 (0.00)
19	1514	543	1 (0.18)	1 (0.18)	676	0 (0.00)	0 (0.00)
proX*	687	281	1 (0.36)	4 (1.42)	332	0 (0.00)	0 (0.00)
disX*	521	219	4 (1.83)	27 (12.33)	258	8 (3.10)	16 (6.20)

*ProX and disX indicate the proximal and distal half of the X chromosome, respectively.

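Over meiotic prophase genes, single B6-Chr1 MSM/B6XT MSM males at 7 dpp lay between -1.24 and 0.15 from the B6 mean on the log2 scale (mean -0.53, SD 0.44, n = 8), and the 3 B6-ChrXT MSM males between -1.84 and -1.06. *Stra8*, on chromosome 6 from 34870162 to 34889342, ranged from 5.64 to 7.33 among the 8 males, and *Sycp3*, which encodes an axial element protein of meiotic chromosomes, from 5.50 to 7.39. In contrast, the distal X gene *Pwwp3b* stayed between 7.27 and 7.73. Adipose tissue genes also varied, from -0.11 to 2.34 around a mean of 1.11 (SD 0.87, n = 8), and B6-ChrXT MSM males spanned 0.57 to 1.67. With all 8 males against 3 B6 males, limma called 61 higher and 227 lower of 16724 transcripts. That count of 288 was 546 without B6-Chr1 MSM/B6XT MSM replicate 1 and 469 without replicate 2. It was 178, 170 and 176 without replicates 6, 7 and 8, and 77, 67 and 55 without B6 replicates 1, 2 and 3. The SD of fold changes was 0.879 times that of B6-ChrXT MSM for the distal part (two-sided Ansari-Bradley test, n = 233 and n = 232 transcripts, p = 0.531) and 0.760 times for the rest outside chromosome 1. Means of 8 males carry less noise than means of 3, which lowers such ratios.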

When we performed the transcriptional profiling with 7 dpp B6-Chr1^MSM/B6^XT^MSM^ testes, we found that the expression patterns were noticeably variable among the individuals. We conducted principal component analysis (PCA), as implemented in GeneSpring GX software, using expression data for all genes of three individuals each of B6 and B6-ChrXT^MSM^, and eight individuals of B6-Chr1^MSM/B6^XT^MSM^. The results showed that the coordinate values were clustered for B6 and B6-ChrXT^MSM^ individuals (Figure 6A). In contrast, the coordinate values of the eight B6-Chr1^MSM/B6^XT^MSM^ individuals were largely scattered between the clusters of B6 and B6-ChrXT^MSM^. 

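Along the first principal component, which held 27.2% of the variance over all probe sets, B6 males lay between -36.8 and -29.9, B6-ChrXT MSM males between 6.08 and 13.2, and B6-Chr1 MSM/B6XT MSM males between -19.9 and 26.3. Along the second, with 22.8%, they lay between -7.39 and -3.90, 17.8 and 31.2, and -38.4 and 15.7. Each male was also placed on the line from B6 (0) to B6-ChrXT MSM (1) by the slope of its deviations on the B6-ChrXT MSM fold changes. For the 49 called distal X chromosomal transcripts, which include *Phex*, *Nxf3* and *Gpm6b*, B6-Chr1 MSM/B6XT MSM males had slopes from 0.57 to 0.925 (mean 0.76, SD 0.118, n = 8), and B6-ChrXT MSM males from 0.877 to 1.08. Each B6-ChrXT MSM male was left out of the line and of the choice of transcripts for its own slope. The difference in means was -0.226 (two-sided exact permutation test over 165 splits, p = 0.0182, where 0.00606 is the smallest p possible). For the 913 other called transcripts, such as *Meioc* and *Dmrtb1*, the B6-Chr1 MSM/B6XT MSM slopes ran from 0.16 to 0.877 (SD 0.263, n = 8), and the difference was -0.437 (exact permutation test, p = 0.0303). From the scatter of the 8 individuals between the clusters of B6 and B6-ChrXT MSM, the paper sorts them by their position.

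**Figure D2:**
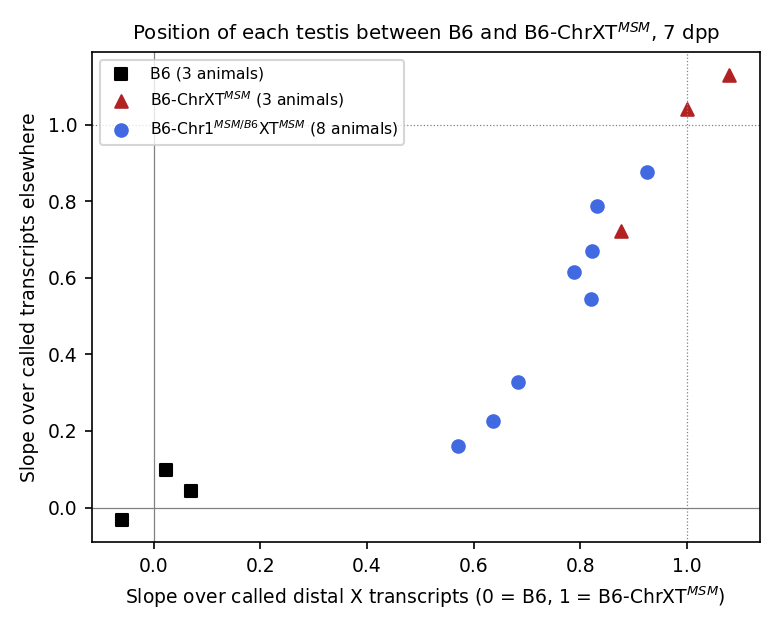
Slope of each male at 7 dpp over the called distal X chromosomal transcripts (x axis, no unit) and over the called transcripts elsewhere (y axis, no unit) for 3 B6, 3 B6-ChrXT MSM and 8 B6-Chr1 MSM/B6XT MSM males, with B6 at 0 and B6-ChrXT MSM at 1. The B6-Chr1 MSM/B6XT MSM males lie between 0.57 and 0.925 on the x axis and between 0.16 and 0.877 on the y axis.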

Two B6-Chr1^MSM/B6^XT^MSM^ individuals (a and b in Figure 6A) were classified into the same cluster of B6, suggesting that genome-wide transcriptional regulation was restored in these individuals. The other two B6-Chr1^MSM/B6^XT^MSM^ individuals (c and d in Figure 6A) were rather close to the cluster of B6-ChrXT^MSM^, indicating that they remained in the original state. Another four B6-Chr1^MSM/B6^XT^MSM^ individuals belonged to neither B6 nor B6-ChrXT^MSM^ clusters.

**Figure 6:**
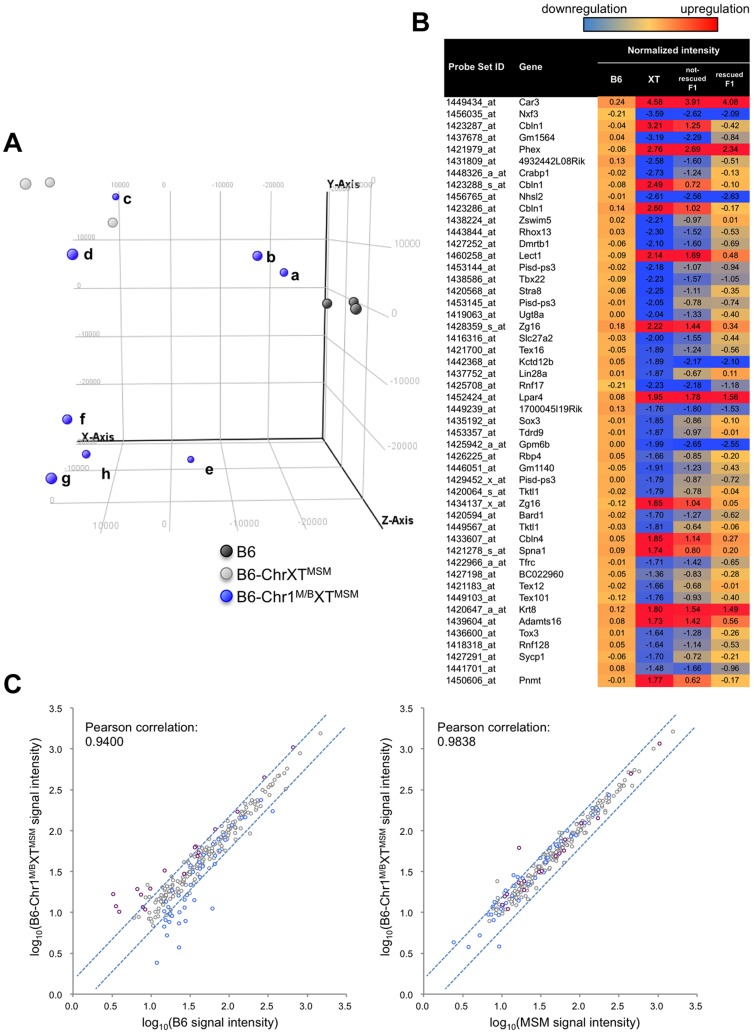
Transcriptional profiling of B6-Chr1^MSM/B6^XT^MSM^ testes. (A) PCA score plots using global gene expression profiles of B6, B6-ChrXT^MSM^ and B6-Chr1^MSM/B6^XT^MSM^ individuals. Coordinate values of B6-Chr1^MSM/B6^XT^MSM^ individuals (a∼h) were dispersed between two clustered values of the B6 and B6-ChrXT^MSM^ individuals. Note that two B6-Chr1^MSM/B6^XT^MSM^ individuals (a and b) were located near the B6 individuals. X-axis = PC1: PCA Component 1 (19.6% variance); Y-axis = PC2: PCA Component 2 (17.9% variance); Z-axis = PC3: PCA Component 3 (11.1% variance). (B) Top 50 ranking of transcripts in B6-ChrXT^MSM^ testes with expression levels that were different from those in B6 testes. Heatmap shows the transcripts that were downregulated (blue) or upregulated (red) relative to those in B6. Each number indicates the fold change of expression relative to B6 controls. Two types of B6-Chr1^MSM/B6^XT^MSM^, restored and not-restored types, showed different levels of restoration. (C) Comparison of the logarithm transformed signal intensities of distal-X-linked transcripts in B6-Chr1^MSM/B6^XT^MSM^ testes with those in B6 or MSM. Y-axis is signal intensity of B6-Chr1^MSM/B6^XT^MSM^, and X-axis is signal intensity of B6 (left) or MSM (right). Upregulated or downregulated transcripts in B6-ChrXT^MSM^ testes relative to B6 are indicated by purple and blue circles, respectively. Dotted blue lines represent the borders of a 1.5 fold change for upregulation or downregulation.

To characterize the restoration of B6-Chr1^MSM/B6^XT^MSM^ testes in more detail, the B6-Chr1^MSM/B6^XT^MSM^ individuals were classified as “restored” or “non-restored” types. Individuals a, b, and e belonged to the restored type and were relatively close to the B6 cluster on the x-axis of principal component 1. The remaining individuals belonged to the non-restored type. Of the 42,781 probe sets, 18,669 remained for analysis after filtering by the expression signal intensity. Notably, the high degree of genome-wide differential expression that occurred in B6-ChrX^MSM^ and B6-ChrXT^MSM^ testes at 7 dpp was not observed in the restored type of B6-Chr1^MSM/B6^XT^MSM^ individuals (Figure 5A and 5B, Table 3, and Figure S10). The Ansari-Bradley test showed that the variance of the fold changes in restored B6-Chr1^MSM/B6^XT^MSM^ individuals was significantly smaller than that in B6-ChrXT^MSM^ individuals, which was irrespective of the chromosomal regions (autosomes and the proximal half of the X chromosome, *P*≤1.00×10^−16^; the distal half of the X chromosome, *P* = 5.25×10^−5^). This result suggested that the gene expression pattern of the restored B6-Chr1^MSM/B6^XT^MSM^ individuals was recovered to some extent from the differential expression toward the B6 type. When we examined the expression pattern of the top 50 differentially expressed genes in B6-ChrXT^MSM^ testes at 7 dpp, we found that the expression levels of these genes were considerably restored in B6-Chr1^MSM/B6^XT^MSM^ testes (Figure 6B). In contrast, when the fold changes of expression for transcripts in non-restored B6-Chr1^MSM/B6^XT^MSM^ males relative to B6 males were plotted, the variance of the transcripts remained to be similar to B6-ChrXT^MSM^ males (Figure S11). Although B6-Chr1^MSM/B6^XT^MSM^ individuals showed variable expression profiles, all tested adult B6-Chr1^MSM/B6^XT^MSM^ individuals (N = 14) indicated the restoration of testis weight (Figure S8). Thus, theses observations suggested that the developmental stage at 7 dpp might be a transient period of change from the differential expression profile of B6-Chr1^MSM/B6^XT^MSM^ testes to the B6 type.

Although the general expression profile was re-established in the restored type of B6-Chr1^MSM/B6^XT^MSM^ individuals, transcripts from the distal half of the X chromosome appeared to remain in a differentially expressed state (Figure 5A and 5B, and Table S9). Next, we compared the signal intensity of transcripts of B6-Chr1^MSM/B6^XT^MSM^ on the distal half of the X chromosome with that of B6 or MSM. The Pearson correlation coefficient of B6-Chr1^MSM/B6^XT^MSM^ to B6 was 0.9400, and that of B6-Chr1^MSM/B6^XT^MSM^ to MSM was 0.9838 (Figure 6C). The correlation coefficient of B6-Chr1^MSM/B6^XT^MSM^ to MSM was significantly larger than that of B6-Chr1^MSM/B6^XT^MSM^ to B6 by the test using the Fisher's z-transformation (*P* = 1.27×10^−14^). This result suggests that genetic incompatibilities in the transcriptional regulation of differentially expressed X-linked genes are resolved to some extent by MSM alleles of upstream regulatory genes on chromosome 1.

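On chromosome 1, 10 of 758 transcripts were higher and 7 were lower in B6-Chr1 MSM/B6XT MSM testes at 5 dpp, and at 7 dpp, with all 8 males, 15 were higher and 37 were lower of 742. On the other autosomes the counts were 9 and 35 of 15497 at 5 dpp, and 30 and 162 of 15507 at 7 dpp. *Wdfy1*, a phosphoinositide-binding gene on chromosome 1 from 79700580 to 79701888, read 5.35 ± 0.12 (SD, n = 8) against 4.01 ± 0.04 in B6 testes (SD, n = 3) at 7 dpp (adjusted p = 1.58e-06 from limma). *Bmpr2*, a bone morphogenetic protein receptor gene from 59821122 to 59927715, rose by 1.43 (standard error 0.15, adjusted p = 0.000199). *Tcf24*, a transcription factor gene from 9950242 to 9950960, had a log2 fold change of -1.08 at 5 dpp (standard error 0.08, adjusted p = 0.00637). Over the genome, the 90 calls at 5 dpp were 22 without B6-Chr1 MSM/B6XT MSM replicate 2 and 15, 18 and 29 without B6 replicates 1, 2 and 3, and the 288 calls at 7 dpp were between 55 and 546 when 1 array was left out.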

Interestingly, we noticed a high frequency of differentially expressed genes on chromosome 1 as compared to those on other autosomes in B6-Chr1^MSM/B6^XT^MSM^ individuals at both 5 and 7 dpp, although they carried MSM alleles heterozygously throughout chromosome 1 (Figures 5A and 5B). 

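Fold changes of chromosome 1 transcripts were 1.66 times as widely spread as those of the other autosomes at 5 dpp (SD ratio, two-sided Ansari-Bradley test, n = 758 and n = 15497 transcripts, p = 5e-29) and 1.45 times at 7 dpp (p = 7.38e-16). For the distal part of the X chromosome the ratios were 3.16 and 2.60 (n = 227 and n = 233 transcripts, p = 7.92e-27 and 8.12e-23). *Dgkd*, a diacylglycerol kinase gene on chromosome 1, had a log2 fold change of -1.39 at 7 dpp (adjusted p = 0.000159 from limma), and *Mfsd4a*, a transporter gene there, one of 1.05 (adjusted p = 0.00057).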

The Ansari-Bradley test showed that the variance of fold changes of transcripts from chromosome 1 was significantly larger than that of other chromosomal regions except the distal X chromosome (5 dpp, *P*≤1.00×10^−16^; 7 dpp, *P*≤1.00×10^−16^). This finding suggests that genes in the MSM-derived genome on chromosome 1 are also differentially expressed in B6-Chr1^MSM/B6^XT^MSM^ testes.

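The chromosome 1 transcripts also set B6-Chr1 MSM/B6XT MSM testes apart from B6-ChrXT MSM testes, which carry B6 alleles on this chromosome. Directly compared at 7 dpp, 12 of 741 chromosome 1 transcripts were higher and 21 were lower in the 8 B6-Chr1 MSM/B6XT MSM males, and 13 and 8 of 15456 on the other autosomes. *Wdfy1* was higher by 1.63 (adjusted p = 6.29e-07 from limma), *Bmpr2* by 1.85 (adjusted p = 2.75e-05) and *Cracdl*, a capping protein inhibitor-like gene, by 1.55 (adjusted p = 0.00142). *Dennd1b*, a gene of a Rab guanine nucleotide exchange factor, was at -0.91 (adjusted p = 2.75e-05). *Rai14*, a retinoic acid induced gene on chromosome 15 from 10619043 to 10619772, was higher by 1.52 by 1 probe set although it lies outside chromosome 1 (adjusted p = 2.47e-06). The 54 calls were 174 without B6-Chr1 MSM/B6XT MSM replicate 3, 321 without replicate 4, and 20, 32 and 17 without B6-ChrXT MSM replicates 1, 2 and 3. From the frequency of calls and the spread on chromosome 1, the paper proposes that genes of its MSM-derived copy are misexpressed too.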

To re-examine the expression pattern of X-linked genes in B6-ChrXT^MSM^ and B6-Chr1^MSM/B6^XT^MSM^ testes, the expression levels of selected genes were measured by real-time quantitative RT-PCR. The expression levels of eight genes that locate near by the QTL responsible for reduced testis weight were significantly low in the B6-ChrXT^MSM^ testes than in the B6 testes, which was consistent with the microarray data (Figure S12). The expression levels of these genes were restored in B6-Chr1^MSM/B6^XT^MSM^ testes, and their expression levels tended to shift toward those of MSM testes rather than B6 testes. The eight genes included three candidate genes responsible for genetic incompatibility: TAF7-like RNA polymerase II, TATA box binding protein (TBP)-associated factor (*Taf7l*), and two nuclear mRNA export factors (*Nxf2* and *Nxf3*).

To identify the genes responsible for the restoration of differential expression in B6-Chr1^MSM/B6^XT^MSM^ testes, we performed QTL analysis. We produced F1 male progeny from crosses between B6-Chr1^MSM^ females and wild-type B6 males. Then, the (B6-Chr1^MSM^×B6)F1 males were crossed with B6-ChrXT^MSM^ females to obtain 314 male progeny for the QTL analysis (Figure S13A). Because the male progeny had recombination at various sites in chromosome 1 between B6 and MSM, we could map the QTLs affecting testis weight. As a result, we found continuously high LOD scores over the large region of chromosome 1 by single marker analysis and interval mapping (Figure S13B and S13C). The highest peak was observed at 64.5 Mb by the interval mapping (LOD score = 21.8). This indicates that at least one QTL responsible for the genetic incompatibility are located possibly at the region of 40–80 Mb on chromosome 1.

## Discussion

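At 7 dpp, 21.6% of X chromosomal transcripts were called in B6-ChrX MSM testes and 21.1% of distal ones in B6-ChrXT MSM testes, for 83 and 42 genes. At 5 dpp these shares were 16.4% (63 genes) and 15.0% (29 genes). In the congenic strain XS39-tel, 11.5% of the transcripts of the MSM-derived interval were called (13 genes). The counts behind the 5 dpp shares of B6-ChrXT MSM and XS39-tel moved by more than 1.5 times when 1 array was left out. For B6-ChrXT MSM, the distal part then held 3 higher and 9 lower transcripts without B6-ChrXT MSM replicate 3, and 5 and 9 without B6 replicate 1. For XS39-tel, it was 0 without B6 replicate 1 or 2, 1 without B6 replicate 3, 5 without XS39-tel replicate 1 (3 higher, 2 lower), 4 without replicate 2 and 27 without replicate 3 (8 higher, 19 lower). *Phex* and *Nxf3* were called in all 3 strains at 5 dpp, with the limits on their calls in XS39-tel given above.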

We clearly show that approximately 20% of genes located in MSM-derived X chromosomal regions are differentially expressed in the genetic background of the B6 strain. The most important finding in this study is that such differential expression in prepubertal testes occurs prior to the reproductive phenotype of the X chromosome substitution strains. Furthermore, perturbation of genome-wide gene expression possibly caused by the differential X-linked gene expression might enhance the reproductive phenotype. Thus, the ultimate phenotype of the reproductive isolation is the sum of deleterious effects by the differential expression of many genes.

Previous studies showed extensive overexpression of X-chromosomal genes in testes of sterile F1 males generated from cross of *M. m. musculus* females and *M. m. domesticus* males due to a disruption of MSCI [41], [42]. By contrast, our study showed that the differential expression of MSM-derived genes in the X chromosome substitution strains occurs at premeiotic stage of spermatogenesis, and the differential expression is bidirectional, upregulation and downregulation. Moreover, it was observed not only for the X chromosomal genes but also for genes on chromosome 1. Thus, mechanisms underlying the overexpression of X-chromosomal genes in the F1 males might be different from that in the X chromosome substitution strains.

The cell population in seminiferous tubules of the prepubertal testis consists of undifferentiated spermatogonia called spermatogonial stem cells (SSCs), differentiated spermatogonia, and their supporting Sertoli cells. To identify which cell type showed differential expression in the B6-ChrX^MSM^ (or B6-ChrXT^MSM^) testis, we referred to a previous study by Yang *et al.* [35]. In their study, microarray analyses were carried out using OCT4-positive SSCs and OCT4-negative cells, including differentiated spermatogonia and somatic cells, which were isolated from 7 dpp testes. OCT4 is an important transcription factor involved in maintenance of stem cell pluripotency. We found that the differentially expressed transcripts in the X chromosome substitution strains were present in the gene lists enriched in both OCT4-positive and OCT4-negative cells (Figure S14), suggesting that the differential gene expression occurs in both SSCs and non-SSC cells. Interestingly, all differentially expressed transcripts that were enriched in SSCs were downregulated, whereas those enriched in non-SSC cells showed preferential upregulation (Figure S14). The implication of the observed skew in differential expression is unknown at present. We could not exclude the possibility of delayed spermatogonial development, though the testes appeared to be similar histology in B6 and the X chromosome substitution strains, which might influence the transcription profiles. To refer to the generality of misregulation in each type of testicular cells, further analysis using isolated cell population will be required.

For transcripts from X-linked genes in B6-ChrX^MSM^ and B6-ChrXT^MSM^, approximately 77–79% transcripts were not differentially expressed relative to the B6 strain, implying that the transcriptional regulation of these genes is conserved between MSM and B6 strains (Figure 7A and 7B). 

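Transcripts that were not called relative to B6 made up 78.4% of the 487 X chromosomal transcripts in B6-ChrX MSM testes and 78.9% of the 232 distal ones in B6-ChrXT MSM testes at 7 dpp. With the same number of arrays, limma recovered 50.7% of 1.5-fold and 95.5% of 2-fold changes placed in simulated data on the B6-ChrX MSM comparison. The first share is largely set by the threshold of 1.5, since estimates of such changes fall on both sides of it. Estimates under 1.5-fold are never called, so smaller changes can remain among the uncalled transcripts. At an unadjusted p under 0.05, 321 X chromosomal transcripts in B6-ChrX MSM testes and 156 distal ones in B6-ChrXT MSM testes differed from B6. *Rps4x*, for example, the X chromosomal gene with the strongest signal, was measured at 2475 on the linear scale at 7 dpp.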

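Of X chromosomal transcripts at 7 dpp, 15.2% were lower in B6-ChrX MSM testes and 6.37% were higher, and of the distal ones in B6-ChrXT MSM testes 15.9% were lower and 5.17% were higher. *Rhox13*, *Nxf2*, *Tex11* and *Taf7l*, expressed in germ cells, were lower in B6-ChrX MSM testes. So was *Nxf3*, which the paper places in Sertoli cells. *Phex* and, by 1 probe set, *Lpar4* were higher.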

Approximately 15–16% of the transcripts were downregulated, while the remaining 6–7% showed upregulation. By comparing the expression signal intensities of differentially expressed genes in X chromosome substitution strains with those of the same genes in the MSM strain, we found that these genes could be classified into two types. The first type showed expression levels comparable to those in the MSM strain, whereas the second type showed expression levels that were different from those in the MSM strain (Figure 7A and 7B and Table S10 and S11). The first type likely reflects transcriptional regulation by MSM-derived *cis*-regulatory elements on the X chromosome. The second type might reflect the transcriptional misregulation possibly caused by the incompatibility between B6-derived *trans*-acting regulators and MSM-derived *cis*-regulatory elements for X-linked target genes. Notably, the proportions of these two types were significantly different between upregulated and downregulated transcripts. In B6-ChrX^MSM^ (or B6-ChrXT^MSM^), 80–90% of upregulated transcripts belonged to the first type (Figure 7A and 7B). In contrast, more than 50% of downregulated transcripts belonged to the second type. It is plausible that the genetic incompatibility of the transcriptional regulation readily causes a decrease of gene expression rather than an increase.

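*Fam90a1b* and *Rhox13*, both lower than in B6, lay -2.42 and -2.13 from MSM in B6-ChrX MSM testes (adjusted p = 0.000124 and 7.01e-05 from limma). *Araf*, in contrast, lay 0.02 from MSM, which was not tested because of weak signals, and -2.78 from B6. The median log2 difference to MSM was -0.005 over the 31 higher and -0.52 over the 74 lower transcripts of B6-ChrX MSM testes, and -0.09 and -0.59 in B6-ChrXT MSM testes. In B6-Chr1 MSM/B6XT MSM testes, with all 8 males, 14 of 15 higher and 18 of 26 lower distal transcripts were within 1.5-fold of MSM, and this difference did not pass Fisher's exact test (two-sided p = 0.119).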

**Figure 7:**
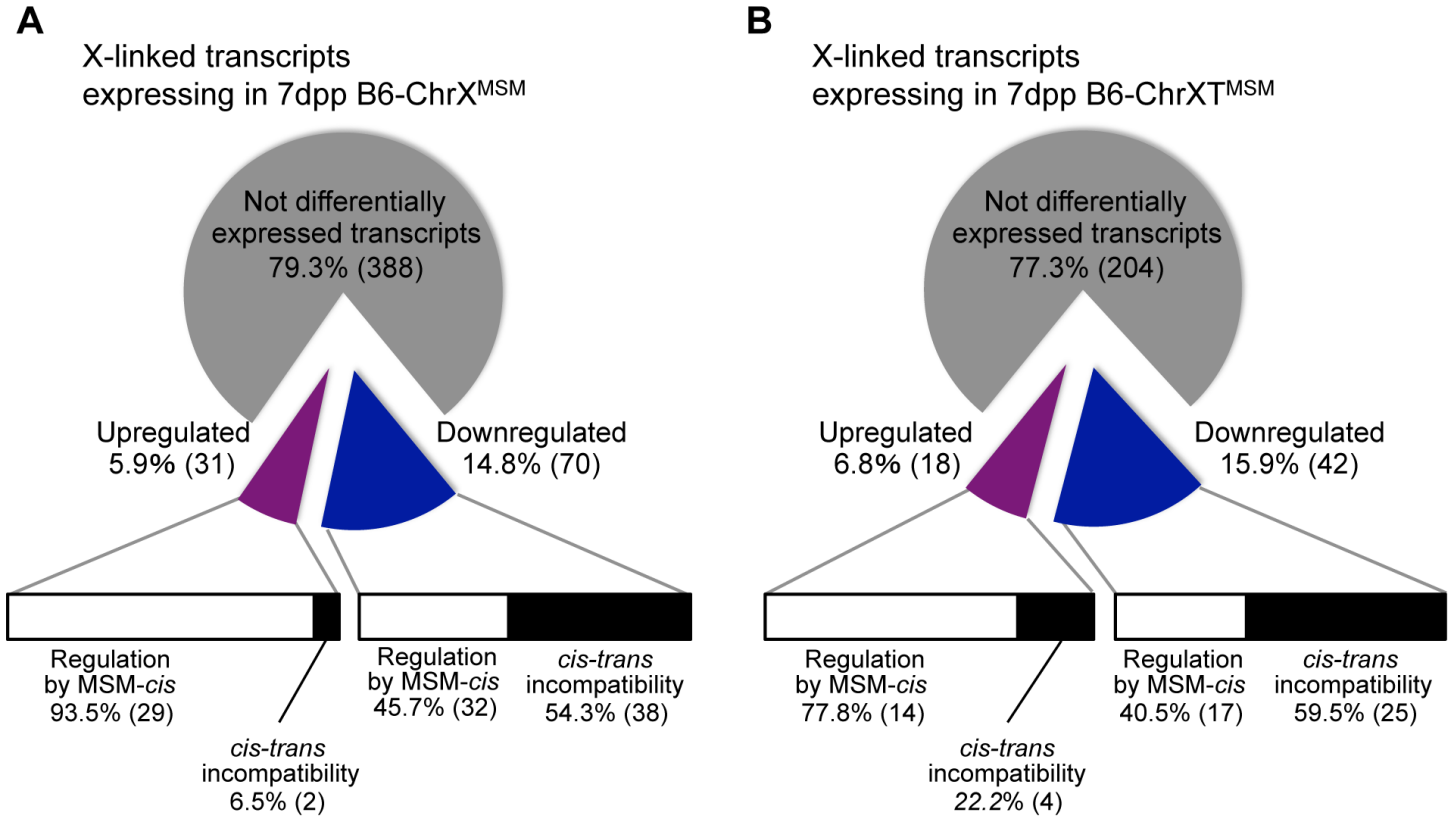
Classification of MSM-derived X-linked transcripts in B6-ChrX^MSM^ and B6-ChrXT^MSM^. Pie charts depict the frequency of upregulated (purple) and downregulated (blue) transcripts in B6-ChrX^MSM^ (A) and B6-ChrXT^MSM^ (B) testes relative to B6 expression at 7 dpp. Horizontal bars depict the proportion for each type of transcriptional regulation; differential expression by MSM-derived *cis*-regulatory elements (white bar) and misregulation caused by the genetic incompatibility between *cis*-regulatory elements and *trans*-acting factors (black bar).

In this study, we found that a number of genes on the MSM-derived X chromosome and chromosome 1 were differentially expressed in the genetic background of the B6 strain. This observation suggests that genome-wide transcriptional (or post-transcriptional) regulation has evolutionarily diverged during mouse subspeciation, and that the diverged expression is not specific to the X chromosome, but rather a general phenomenon observed for genes in substituted chromosomes. Despite the diverged expression of genes on chromosome 1, the parental B6-Chr1^MSM^ strain does not exhibit any reproductive phenotypes [43], and GO analysis showed that differentially expressed genes were not preferentially categorized into reproductive GO classes (data not shown). Male reproductive genes preferentially accumulate on the X chromosome, because beneficial X-linked genes are readily selected because of the hemizygosity in males [8], [44], [45]. Moreover, genes expressed during premeiotic stages are not subjected to sex chromosome inactivation. All these conditions accelerate accumulation of male reproduction-related genes on the X chromosome, which are expressed at the early stage of spermatogenesis. Consequently, substitution of an X chromosome from different subspecies might have disproportionally more significant effects on premeiotic spermatogenesis than that of autosomes.

Although a set of differentially expressed genes on the X chromosome and autosomes is responsible for the reproductive phenotype of X chromosome substitution strains, some genes may exert predominant effects on spermatogenic and cellular processes. Our QTL analysis of the reduced testis weight detected high LOD score on the distal one-third of the X chromosome. This region contains multiple differentially expressed genes that are known to be involved in spermatogenesis and housekeeping functions. We then explored X-linked genes that are differentially expressed in the testes of X chromosome substitution strains relative to that in B6 testes, and are thought to predominantly affect the testis weight. Based on the functional gene annotations, we focused on three genes in the relevant region. 

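*Taf7l* encodes a TFIID subunit of germ cells and lies on the X chromosome of mm9 from 130994650 to 131011029. At 7 dpp its log2 signal was 6.38 ± 0.02 in B6, 4.94 ± 0.22 in B6-ChrX MSM and 5.01 ± 0.40 in B6-ChrXT MSM testes (SD, n = 3 each). This is 2.71-fold lower in B6-ChrX MSM (log2 fold change -1.44, adjusted p = 4.35e-05 from limma) and 2.59-fold lower in B6-ChrXT MSM (-1.37, adjusted p = 0.00084). At 5 dpp the log2 fold change was -0.05 in B6-ChrXT MSM testes, which was not called (adjusted p = 0.874).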

First, *Taf7l* is reduced in abundance of the mRNA in the B6-ChrX^MSM^ and B6-ChrXT^MSM^ testes to approximately one-third of that in B6 testes. *Taf7l* encodes a male germ cell-specific paralogue of the transcription factor IID (TFIID) subunit TAF7. TFIID is a highly conserved general transcription factor that is required for transcription of protein-coding genes by RNA polymerase II. *Taf7l* knockout male mice exhibit age-dependent spermatogenic defects, a decreased testis weight, and significantly low production of sperm [46]. Biochemical studies have demonstrated that TAF7L is closely associated with the TFIID subunit TBP in meiotic and postmeiotic male germ cells [47]. Thus, a reduction of *Taf7l* mRNA may affect the transcriptional activity of genes related to meiotic and postmeiotic processes in germ cells. Two other genes were nuclear mRNA export factors, *Nxf2* and *Nxf3*, which are specifically expressed in germ cells and Sertoli cells in the testis, respectively [48], [49]. 

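At 7 dpp, *Nxf2* read 6.80 ± 0.08 in B6, 5.40 ± 0.26 in B6-ChrX MSM and 5.56 ± 0.38 in B6-ChrXT MSM testes (SD, n = 3 each), which is 2.65-fold lower in B6-ChrX MSM (adjusted p = 9.53e-05 from limma) and 2.37-fold lower in B6-ChrXT MSM (adjusted p = 0.00109). *Nxf3* read 4.80 ± 0.56 in B6, 1.60 ± 0.04 in B6-ChrX MSM and 1.38 ± 0.26 in B6-ChrXT MSM testes (SD, n = 3 each), 9.18-fold lower in B6-ChrX MSM (adjusted p = 4.43e-05) and 10.7-fold lower in B6-ChrXT MSM (adjusted p = 0.00017). Signals of *Nxf3* in both substitution strains lay below the expression filter, so its fold is set by weak signals.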

Our data showed that the gene expression level of *Nxf2* and *Nxf3* in B6-ChrX^MSM^ and B6-ChrXT^MSM^ testes was decreased to one-third and one-tenth of that in B6 testes, respectively. *Nxf2*-deficient male mice exhibit meiotic arrest and are sterile [48]. NXF family members are known to play roles in not only nuclear mRNA export but also various aspects of post-transcriptional mRNA metabolism [50]. It is notable that the above three genes, which were significantly downregulated in B6-ChrX^MSM^ and B6-ChrXT^MSM^ testes and restored the expression in B6-Chr1^MSM/B6^XT^MSM^ testes, were categorized as the second type in terms of expression levels relative to the MSM strain. 

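In MSM testes at 7 dpp, *Taf7l* read 6.38 ± 0.16 and *Nxf2* 6.97 ± 0.07 (SD, n = 3 each), neither of them called against B6 (adjusted p = 0.988 and 0.0621 from limma), and *Nxf3* read 2.92 ± 0.27, a log2 fold change of -1.88 (adjusted p = 0.000286). Relative to MSM, *Taf7l* lay -1.44 away in B6-ChrX MSM testes (adjusted p = 0.000125) and -1.37 in B6-ChrXT MSM testes (adjusted p = 0.000547), and *Nxf3* -1.32 and -1.54, which was not tested because of weak signals. In the 8 B6-Chr1 MSM/B6XT MSM males, *Nxf2* was 6.58 ± 0.36 and *Taf7l* 5.97 ± 0.51 (SD), not called against B6 (adjusted p = 0.468 and 0.326). Against B6-ChrXT MSM testes, *Nxf2* was higher by 1.02 without passing the test (adjusted p = 0.0505, range 0.0045 to 0.0686 over the alternatives, called in 6 of 10), and so was *Taf7l* by 0.96 (adjusted p = 0.0942, range 0.0181 to 0.122, called in 1 of 10). Both passed it without B6-Chr1 MSM/B6XT MSM replicate 3 or 4, where their adjusted p fell to 0.0155 and 0.0347 at the lowest. *Nxf3* at 2.37 ± 0.50 remained lower than in B6 (log2 fold change -2.42, adjusted p = 0.000889), with 8 of 8 males below every B6 male. All 8 also lay above every B6-ChrXT MSM male. Both of these group means lay below the expression filter, so this order rests on weak signals.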

Coevolution between *cis*-regulatory elements and *trans*-acting factors is more frequently observed in sex-specific genes than in other genes [51], which might accelerate the transcriptional divergence of these genes.

The differential gene expression was observed genome-widely at 7 dpp in the testes of B6-ChrX^MSM^ and B6-ChrXT^MSM^ strains. At this stage, 70% of the differentially expressed genes were common to B6-ChrX^MSM^ and B6-ChrXT^MSM^ testes, and 90% of the common genes were located on autosomes. These data suggest that the significantly reduced expression of these predominant genes located on the distal half of the X chromosome affect global gene expression at the later stages (7 dpp onward) in B6-ChrX^MSM^ and B6-ChrXT^MSM^ testes. GO analysis revealed that many of the genome-wide differentially expressed genes are involved in meiosis, including stimulated by retinoic acid gene 8 (*Stra8*) on chromosome 6 and cellular retinoic acid binding protein I (*Crabp1*) on chromosome 9. 

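*Stra8*, which germ cells need for meiotic entry, read 5.09 ± 0.29 in B6-ChrX MSM, 5.07 ± 0.56 in B6-ChrXT MSM and 7.33 ± 0.16 in B6 testes at 7 dpp (SD, n = 3 each). Its log2 fold change was -2.24 in B6-ChrX MSM (standard error 0.14, adjusted p = 2.69e-05 from limma) and -2.25 in B6-ChrXT MSM (standard error 0.24, adjusted p = 0.000535). *Crabp1*, the gene of a cellular retinoic acid binding protein, read 3.14 ± 0.32, 3.59 ± 0.71 and 6.31 ± 0.20 (SD, n = 3 each), 9.03-fold lower in B6-ChrX MSM (adjusted p = 1.17e-05), where its signal lay below the expression filter, so the fold is set by a weak signal. In B6-ChrXT MSM its log2 fold change was -2.73 (standard error 0.30, adjusted p = 0.000587). The list of 12 genes of the retinoic acid pathway, *Crabp1* included, had a median of -0.22 in B6-ChrX MSM (camera, two-sided, adjusted p = 0.0786). In B6-ChrXT MSM its median was -0.09 (adjusted p = 0.214). *Crabp1* and *Rbp4* were the called members.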

The abundance of these transcripts was significantly reduced in B6-ChrX^MSM^ and B6-ChrXT^MSM^ testes. Retinoic acid (RA) is known to be essential for germ cells to enter meiosis in both the ovary and testis. RA stimulates *Stra8* expression to induce expression of downstream genes required for transition into meiosis [52], [53]. CRABP1 is a cellular RA-binding protein that is expressed in spermatogonia [54]. The reduced expression of these master regulatory genes required for meiotic entry is a likely cause of the significant reduction of meiotic spermatocytes in prepubertal B6-ChrX^MSM^ and B6-ChrXT^MSM^ testes. We also found other genes downregulated in the X chromosomal substitution strains, which are known to be involved in meiosis. These genes included three synaptonemal complex proteins genes (*Sycp1*, *Sycp2*, and *Sycp3*), DMC1 dosage suppressor of mck1 homolog (*Dmc1*) that functions in meiosis-specific homologous recombination, testis-expressed genes (*Tex11* and *Tex15*), maelstrom homolog (*Mael*), and structural maintenance of chromosomes 1B (*Smc1b*). 

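The synaptonemal complex gene *Sycp1* on chromosome 3 from 102622421 to 102740023 read 5.21 ± 0.24 in B6-ChrX MSM, 4.99 ± 0.43 in B6-ChrXT MSM and 6.67 ± 0.15 in B6 testes at 7 dpp (SD, n = 3 each; adjusted p = 9.1e-05 and 0.000635 from limma). *Sycp2* on chromosome 2 had log2 fold changes of -1.58 in B6-ChrX MSM (adjusted p = 9.8e-05) and -1.52 in B6-ChrXT MSM (adjusted p = 0.00266), and *Sycp3* on chromosome 10 from 87922331 to 87935981 had -1.75 (adjusted p = 5.17e-05) and -1.60 (adjusted p = 0.00167). *Dmc1*, the meiotic recombinase gene on chromosome 15 from 79391927 to 79435518, was at -1.45 and -1.31 by 1 probe set (adjusted p = 0.000159 and 0.000545), whereas its other probe set was not called in either strain (-0.26 and -0.11). The 4 other genes were lower in both strains as well: *Tex11* by log2 fold changes of -1.76 and -1.41, *Tex15*, a gene of double-strand break repair on chromosome 8, by -1.50 and -1.42, the piRNA gene *Mael* on chromosome 1 by -1.38 and -1.22, and the cohesin gene *Smc1b* on chromosome 15 by -1.56 and -1.60. Their adjusted p ran from 1.32e-05 to 0.00202. From the lower expression of *Stra8* and *Crabp1*, regulators of meiotic entry, the paper proposes a cause for the loss of meiotic spermatocytes, and from the genes given here one for the defect of synapsis.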

The reduced expression of these genes might explain the defect of synapsis observed in early spermatocytes of B6-ChrX^MSM^ and B6-ChrXT^MSM^ testes [13]. Thus, the misregulated gene expression in premeiotic spermatogonia may influence the cellular processes in germ cells at meiotic and possibly postmeiotic stages.

In B6-Chr1^MSM/B6^XT^MSM^ testes, the introduction of MSM-derived chromosome 1 restored the reproductive phenotypes and transcriptional misregulation. 

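At 5 dpp, B6-Chr1 MSM/B6XT MSM and B6-ChrXT MSM testes differed in 8 of 16614 transcripts, 5 of them on chromosome 1, where *Wdfy1* was higher in B6-Chr1 MSM/B6XT MSM by 1.16 (adjusted p = 0.00305 from limma) and by 1.65 in another probe set (adjusted p = 0.000335). The count was 23 without B6-Chr1 MSM/B6XT MSM replicate 1, 1 without B6-Chr1 MSM/B6XT MSM replicate 2, 2 without B6-ChrXT MSM replicate 2 and 4 without B6-ChrXT MSM replicate 3, and the call of the first *Wdfy1* probe set was lost without B6-Chr1 MSM/B6XT MSM replicate 2 (adjusted p = 0.0571). Meiotic prophase genes were at a median of -0.42 in B6-Chr1 MSM/B6XT MSM relative to B6-ChrXT MSM, with 4 of 13 lower when adjusted over the list alone (camera, two-sided, adjusted p = 4.71e-11; adjusted p = 0.267 with an estimated correlation). At 7 dpp the same list was at 0.91 in the 8 B6-Chr1 MSM/B6XT MSM males (camera, adjusted p = 8.64e-11; adjusted p = 0.317 with an estimated correlation). In the fit with 1 probe set per gene, 3 of 15 were higher, and 13 when adjusted over the list alone. Adjusted over all probe sets kept, the called members were *Stag3* (adjusted p = 0.0454 from limma) and *Stra8*. *Stra8* was higher by 1.47 at 7 dpp (adjusted p = 0.0498, range 0.00431 to 0.0648 over the alternatives), a call lost without any of B6-Chr1 MSM/B6XT MSM replicates 1, 2, 5, 6, 7 and 8 or B6-ChrXT MSM replicates 1 to 3 (adjusted p up to 0.31). *Crabp1* was higher by 1.92 without passing the test (adjusted p = 0.0538, range 0.0045 to 0.0648), although it was called without B6-Chr1 MSM/B6XT MSM replicate 3, 4 or 5 (adjusted p down to 0.0188), and it was above every B6-ChrXT MSM male in 8 of 8 males. The 54 calls at 7 dpp were 17 to 321 when 1 array was left out, as given by array for chromosome 1. The change between the ages was not itself tested for B6-Chr1 MSM/B6XT MSM.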

At 5 dpp, the misregulation was not restored in B6-Chr1^MSM/B6^XT^MSM^ testes, and the delayed restoration began at 7 dpp, which is reminiscent of the fact that emergence of meiotic spermatocytes was delayed in B6-Chr1^MSM/B6^XT^MSM^ testes. However not all X-linked transcripts were restored in B6-Chr1^MSM/B6^XT^MSM^ testes. These findings imply that genetic factor(s) on chromosome 1 are not sufficient for complete restoration of B6-ChrXT^MSM^ phenotypes. 

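*Pwwp3b* (*Mum1l1* in the paper) read 7.39 ± 0.15 (SD, n = 8) in B6-Chr1 MSM/B6XT MSM and 8.50 ± 0.20 (SD, n = 3) in B6 testes at 7 dpp (log2 fold change -1.10, adjusted p = 0.000103 from limma), and it differed from B6-ChrXT MSM by 0.12, which was not called (adjusted p = 0.485). *Rnf128* was at -0.97 from B6 (adjusted p = 0.0235, lost without any B6 replicate, up to 0.142) and *Trap1a* at -0.94 (adjusted p = 0.0337, lost without B6-Chr1 MSM/B6XT MSM replicate 3, 6, 7 or 8 or any B6 replicate, up to 0.169). Against B6-ChrXT MSM, *Rnf128* was higher by 0.76 (adjusted p = 0.111) and *Trap1a* by 0.60 (adjusted p = 0.156), neither of them called except without B6-Chr1 MSM/B6XT MSM replicate 4 (adjusted p = 0.0381 and 0.0321). By RT-PCR the paper reports restored expression of 8 X-linked genes in these testes, among them *Pwwp3b*, *Rnf128* and *Trap1a*. On the arrays of all 8 males, *Rnf128* and *Trap1a* moved toward B6 without a call, and *Pwwp3b* hardly moved. Of the 233 distal transcripts, 15 were higher and 26 were lower in B6-Chr1 MSM/B6XT MSM than in B6 testes. Compared directly with B6-ChrXT MSM testes, limma called 0 of 219 distal transcripts, with 59 at an unadjusted p under 0.05. Of 49 distal transcripts called in B6-ChrXT MSM testes, 33 had a smaller change in B6-Chr1 MSM/B6XT MSM testes, where the median size fell from 1.22 to 0.84; choosing them in B6-ChrXT MSM testes favours such a fall. Of the transcripts called in B6-ChrXT MSM testes at 7 dpp, 34 of 49 in the distal part and 124 of 837 on autosomes other than chromosome 1 were called in the same direction in B6-Chr1 MSM/B6XT MSM. The 288 calls of B6-Chr1 MSM/B6XT MSM against B6 lay between 55, without B6 replicate 3, and 546, without B6-Chr1 MSM/B6XT MSM replicate 1.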

Consistent with this notion, the reduced testis weight in B6-ChrXT^MSM^ strain was restored to some extent by the introduction of other MSM-derived autosomes. Thus, an intricate genetic mechanism is involved in the reproductive isolation between mouse subspecies.

In summary, our study provides comprehensive characterization of the transcriptional profile in X chromosome substitution strains, demonstrating that transcriptional regulation divergence between the two mouse subspecies contributes to the improper gene expression in the genetic background of different subspecies. Evolutionary divergence in transcriptional regulation explains the phenotypic differences between subspecies and occasionally causes incompatibilities attributed to diseases and reproductive disorders that contributes to reproductive isolation. Our study has revealed an insight into gene expression divergence in mammals and the occurrence of speciation.

## Materials and Methods

### Mouse Strains

The MSM strain was established and maintained at the National Institute of Genetics (NIG), Mishima, Japan. B6 mice were purchased from CLEA Japan (Tokyo, Japan), and maintained at NIG. The full set of chromosome substitution strains was established using MSM as the chromosome donor and B6 as the host (background) strain [43], and were maintained at NIG. Almost the entire length (5.3–166.3 Mb) and distal region (86.5–163.3 Mb) of the X chromosome were substituted by the counterparts of the MSM strain in B6-ChrX^MSM^ and B6-XT^MSM^ strains, respectively (Figure S15) [27], [43]. In the B6-Chr1^MSM^ strain, almost the entire length (3.2–193.4 Mb) of chromosome 1 was substituted by the counterpart of the MSM strain (Figure S15) [43]. All animal experiments were approved by the Animal Care and Use Committee of NIG.

### RNA Preparation and Microarray Experiments

After euthanasia of prepubertal males, their testes were dissected, immersed in RNAlater (Ambion, Austin, TX), and stored at −20°C. Total RNA from the whole testis was extracted using QIAzol Lysis Reagent and an RNeasy Mini kit (Qiagen. Valencia, CA). DNase digestion of the purified RNA with RNase-free DNase (Qiagen) was performed according to the manufacturer's protocol. RNA quality was checked with an Agilent Bioanalyzer 2100 (Agilent Technologies, Santa Clara, CA), and only RNA samples with >9 RNA integrity number were used in experiments. Biotinylated amplified RNA was generated from 100 ng total RNA using an Affymetrix GeneChip 3′IVT Express Kit, and then hybridized to an Affymetrix Mouse Genome 430 2.0 array (Affymetrix, Santa Clara, CA) following the manufacturer's instructions. For each strain or genotype, three distinct mice were tested separately. For the B6-Chr1^MSM/B6^XT^MSM^ strain, a total of eight mice were tested, because they showed variable expression profiles.

### Microarray Analysis

Microarray data were analyzed with GeneSpring GX software (Agilent Technologies). The expression data were normalized using the RMA method. Because genotypes at boundary regions of each chromosome substitution strain are not defined precisely, probe sets in these regions were excluded from the expression analysis (Figure S15). We also excluded probe sets with an unknown chromosome location. Chromosomal locations for the mouse reference genome (mm9) were obtained from the Ensembl genome browser (http://asia.ensembl.org/index.html). Y-linked probe sets were omitted because their number was extremely small. As mentioned in the Results, polymorphic probe sets were filtered out. Only probe sets with a raw signal intensity of >10 in at least one of the paired strains were used for the analysis. GO analysis and calculation of *P*-value were performed by GeneSpring GX software. The Ansari-Bradley test and the Fisher's z-transformation were conducted by the R package. The expression data was deposited in the NCBI Gene Expression Omnibus (GSE50687).

### Evaluation of Male Reproductive Phenotypes

The testes of 3- to 4-month-old euthanized males were dissected and weighed. For histological analysis, the testes were placed in fresh Bouin's fixative at room temperature. Excess fixative was removed with 70% ethanol. The tissues were then dehydrated and embedded in paraffin for microtome sectioning. The sections (6 µm) were stained with hematoxylin and eosin. To count meiotic spermatocytes, we used 18-day-old males. Immunocytochemistry was performed as described previously [13] using an antibody against SYCP3 (Novus Biologicals, Littleton, CO). After immunocytochemistry, the slides were counterstained with Hoechst 33258. The proportion of meiotic spermatocytes was measured by the frequency of SYCP3-positive spermatocytes among all testicular cells.

### QTL Analysis

A total of 314 male progeny from crosses between B6-ChrXT^MSM^ females and (B6-Chr1^MSM^×B6) F1 males were used to map quantitative trait loci for testis weight and relative testis weight per body weight (RTW). All males were genotyped at 80 single nucleotide polymorphism (SNP) markers on chromosome 1 by using the Sequenom MassARRAY iPLEX Gold Assay (Sequenom) as previously described [36]. Genotype and trait data from all male progeny were indicated in Table S12. Single marker analysis and interval mapping (walk speed: 1 Mb) were performed by using QTL Cartographer (http://statgen.ncsu.edu/qtlcart/).

## Supporting Information

Figure S1 Reproductive phenotypes of B6-ChrX^MSM^ and B6-ChrXT^MSM^ testes. (A) Histology of the testes at developmental stages during the first cycle of spermatogenesis. Meiotic spermatocytes emerged in the seminiferous tubules of the B6 testis at 10 dpp, whereas they were rarely observed in B6-ChrX^MSM^ and B6-ChrXT^MSM^ testes. A decrease in the number of spermatocytes became obvious in B6-ChrX^MSM^ and B6-ChrXT^MSM^ testes at subsequent stages after 14 dpp. Scale bar: 250 µm (B) Frequency of primary spermatocytes among all testicular cells in each strain at 18 dpp. Both B6-ChrX^MSM^ and B6-ChrXT^MSM^ testes showed a significant decrease in the frequency of meiotic spermatocytes. *P<0.01, two-tailed Student's *t*-test. (C) Comparison of body and paired testis weights. B6-ChrX^MSM^ and B6-ChrXT^MSM^ testes showed a significant decrease in testis weight. (D) Result from interval mapping for testis weight at adulthood. The significant threshold level is shown as a dotted line.
(PDF) Click here for additional data file.

Figure S2 Criteria for polymorphic probe sets used in the microarray analysis. Polymorphism scores of the Affymetrix Mouse 430 2.0 probe sets are indicated in upper table. Polymorphism scores were defined by the number of probes identified in the MSM genome and the number of polymorphic probes per probe set. In this study, probe sets with polymorphism scores of ≤10 were used in the analysis as conserved probe sets (black square). The numbers of probe sets for each polymorphism score are indicated in lower table.
(PDF) Click here for additional data file.

Figure S3 Gene expression in B6-ChrX^MSM^ testes at 5 dpp. Fold changes of gene expression in B6-ChrX^MSM^ relative to that in B6 is indicated in a log_2_ scale. Transcripts in red show significantly different expression by the Benjamini-Hochberg FDR corrected moderate *t*-test (*P*<0.05; fold change ≥1.50).
(PDF) Click here for additional data file.

Figure S4 Gene expression in B6-ChrX^MSM^ testes at 7 dpp. Fold changes of gene expression in B6-ChrX^MSM^ relative to that in B6 is indicated in a log_2_ scale. Transcripts in red show significantly different expression by the Benjamini-Hochberg FDR corrected moderate *t*-test (*P*<0.05; fold change ≥1.50).
(PDF) Click here for additional data file.

Figure S5 Gene expression in B6-ChrXT^MSM^ testes at 5 dpp. Fold changes of gene expression in B6-ChrXT^MSM^ relative to that in B6 is indicated in a log_2_ scale. Transcripts in red show significantly different expression by the Benjamini-Hochberg FDR corrected moderate *t*-test (*P*<0.05; fold change ≥1.50).
(PDF) Click here for additional data file.

Figure S6 Gene expression in the testes of X chromosome congenic mouse at 5 dpp. Vertical dotted line indicates the boundary of recombination. The distal region from the boundary was derived from MSM. Fold changes of gene expression in the X-chromosomal congenic strain relative to that in B6 is indicated in a log_2_ scale. Transcripts in red show significantly different expression by the Benjamini-Hochberg FDR corrected moderate *t*-test (*P*<0.05; fold change ≥1.50).
(PDF) Click here for additional data file.

Figure S7 Gene expression in B6-ChrXT^MSM^ testes at 7 dpp. Fold changes of gene expression in B6-ChrXT^MSM^ relative to that in B6 is indicated in a log_2_ scale. Transcripts in red show significantly different expression by the Benjamini-Hochberg FDR corrected moderate *t*-test (*P*<0.05; fold change ≥1.50).
(PDF) Click here for additional data file.

Figure S8 Testis weight of F1 hybrid males from crosses between B6-ChrXT^MSM^ females and males of a cohort of chromosome substitution strains. Weights of paired testes (upper) and relative testis weight normalized to body weight (lower) are indicated. Parental strains are represented by the black bar and F1 male progeny are represented by the gray bar. Numbers in parenthesis are the number of tested samples. *Bonferroni-corrected *P*<0.05, two-tailed Student's *t*-test.
(PDF) Click here for additional data file.

Figure S9 Gene expression in B6-Chr1^MSM/B6^XT^MSM^ testes at 5 dpp. Fold changes of gene expression in B6-Chr1^MSM/B6^XT^MSM^ relative to that in B6 is indicated in a log_2_ scale. Transcripts in red show significantly different expression by the Benjamini-Hochberg FDR corrected moderate *t*-test (*P*<0.05; fold change ≥1.50).
(PDF) Click here for additional data file.

Figure S10 Gene expression in restored B6-Chr1^MSM/B6^XT^MSM^ testes at 7 dpp. Fold changes of gene expression in B6-Chr1^MSM/B6^XT^MSM^ relative to that in B6 is indicated in a log_2_ scale. Transcripts in red show significantly different expression by the Benjamini-Hochberg FDR corrected moderate *t*-test (*P*<0.05; fold change ≥1.50).
(PDF) Click here for additional data file.

Figure S11 Gene expression in non-restored B6-Chr1^MSM/B6^XT^MSM^ testes at 7 dpp. Fold changes of gene expression in B6-Chr1^MSM/B6^XT^MSM^ relative to that in B6 is indicated in a log_2_ scale. Transcripts in red show significantly different expression by the Benjamini-Hochberg FDR corrected moderate *t*-test (*P*<0.05; fold change ≥1.50).
(PDF) Click here for additional data file.

Figure S12 Validation by RT-PCR of eight downregulated X-linked genes. Expression values of B6-ChrXT^MSM^, B6-Chr1^MSM/B6^XT^MSM^, and MSM testes relative to those in B6 controls are shown. Left graphs (black) and right graphs (gray) are results from RT-PCR and microarray experiments, respectively. Values of gene expression in RT-PCR analysis were normalized to *β-actin* gene expression. XT and F1 indicate B6-ChrXT^MSM^ and B6-Chr1^MSM/B6^XT^MSM^, respectively. Significant restoration of values in B6-Chr1^MSM/B6^XT^MSM^ testes relative to those in B6-ChrXT^MSM^ testes is indicated by single and double asterisks (two-tailed Student's *t*-test, *P<0.05; **P<0.01). Primers for RT-PCR are indicated above graphs for each gene. Primer for *β*-actin; F, 5′-ATG ACG ATA TCG CTG CGC TGG T-3′; R, 5′-ATA GGA GTC CTT CTG ACC CAT TCC-3′; Cano DA *et al*, Development 2004;131(14):3457-67.
(PDF) Click here for additional data file.

Figure S13 Genetic analysis to detect responsible QTLs on chromosome 1 for the restoration of testis weight. (A) Mating scheme used in the QTL analysis. (B, C) Results of the QTL analysis of chromosome 1. Single marker analysis (B) and interval mapping (C) were performed using 80 SNP markers on chromosome 1 and 314 male progeny. Two traits, testis weight and ratio of testis weight to body weight (RTW), were used.
(PDF) Click here for additional data file.

Figure S14 Venn diagram of misregulated SSC-enriched and non-SSC-enriched gene transcripts in B6-ChrX^MSM^ (upper) and B6-ChrXT^MSM^ (lower). SSC-enriched genes show the expression levels higher than 3-fold in non-SSC cells, and non-SSC enriched genes show the expression levels higher than 3-fold in SSCs in a report by Yang *et al*. Note that all SSC-enriched misregulated genes were downregulated in B6-ChrX^MSM^ and B6-ChrXT^MSM^.
(PDF) Click here for additional data file.

Figure S15 X chromosomal subregion substituted by the MSM-derived counterpart for each strain. The subregions of B6 and MSM genomes are indicated in gray and orange, respectively. Numbers indicate the positions of genetic markers for genotyping at the boundaries. Because the genotypes in stripe subregions are undefined, probe sets in these regions were excluded from the analysis.
(PDF) Click here for additional data file.

Table S1 Polymorphic probe sets on chromosome 1 and X.
(XLSX) Click here for additional data file.

Table S2 Ansari-Bradley test for grouped B6-ChrX^MSM^ samples by signal intensity.
(XLSX) Click here for additional data file.

Table S3 Differentially expressed transcripts in B6-ChrX^MSM^ testes as compared to B6 testes at 5 dpp.
(XLSX) Click here for additional data file.

Table S4 Differentially expressed transcripts in B6-ChrX^MSM^ testes as compared to B6 testes at 7 dpp.
(XLSX) Click here for additional data file.

Table S5 Differentially expressed transcripts in B6-ChrXT^MSM^ testes as compared to B6 testes at 5 dpp.
(XLSX) Click here for additional data file.

Table S6 Differentially expressed transcripts in B6-ChrXT^MSM^ testes as compared to B6 testes at 7 dpp.
(XLSX) Click here for additional data file.

Table S7 Differentially expressed probe sets shared by B6-ChrX^MSM^ and B6-ChrXT^MSM^ samples by Venn diagram.
(XLSX) Click here for additional data file.

Table S8 Differentially expressed probes in B6-Chr1^MSM/B6^XT^MSM^ testes as compared to B6 testes at 5 dpp.
(XLSX) Click here for additional data file.

Table S9 Differentially expressed probes in restored B6-Chr1^MSM/B6^XT^MSM^ testes as compared to B6 testes at 7 dpp.
(XLSX) Click here for additional data file.

Table S10 List of X-linked transcripts expressing in 7 dpp B6-ChrX^MSM^ and transcriptional regulation relative to B6 or MSM.
(XLSX) Click here for additional data file.

Table S11 List of distal-X-linked transcripts expressing in 7 dpp B6-ChrXT^MSM^ and transcriptional regulation relative to B6 or MSM.
(XLSX) Click here for additional data file.

Table S12 Trait and genotype data of male progeny used in QTL analysis.
(XLSX) Click here for additional data file.

# Supplementary material for: Evolutionarily Diverged Regulation of X-chromosomal Genes as a Primal Event in Mouse Reproductive Isolation
**Source:** PLoS Genet. 2014 Apr 17;10(4):e1004301. doi: 10.1371/journal.pgen.1004301
**Supplement:** Figure S2 — Criteria for polymorphic probe sets used in the microarray analysis. Polymorphism scores of the Affymetrix Mouse 430 2.0 probe sets are indicated in upper table. Polymorphism scores were defined by the number of probes identified in the MSM genome and the number of polymorphic probes per probe set. In this study, probe sets with polymorphism scores of ≤10 were used in the analysis as conserved probe sets (black square). The numbers of probe sets for each polymorphism score are indicated in lower table.

Figure S2

## Polymorphism scores of the Affymetrix Mouse 430 2.0 probe sets

[illegible]

### The numbers of probe sets for each polymorphism score

[illegible]

# Supplementary material for: Evolutionarily Diverged Regulation of X-chromosomal Genes as a Primal Event in Mouse Reproductive Isolation
**Source:** PLoS Genet. 2014 Apr 17;10(4):e1004301. doi: 10.1371/journal.pgen.1004301

Figure S9

5 dpp B6-Chr1<sup>MSM/B6</sup>X<sup>TMSM</sup>

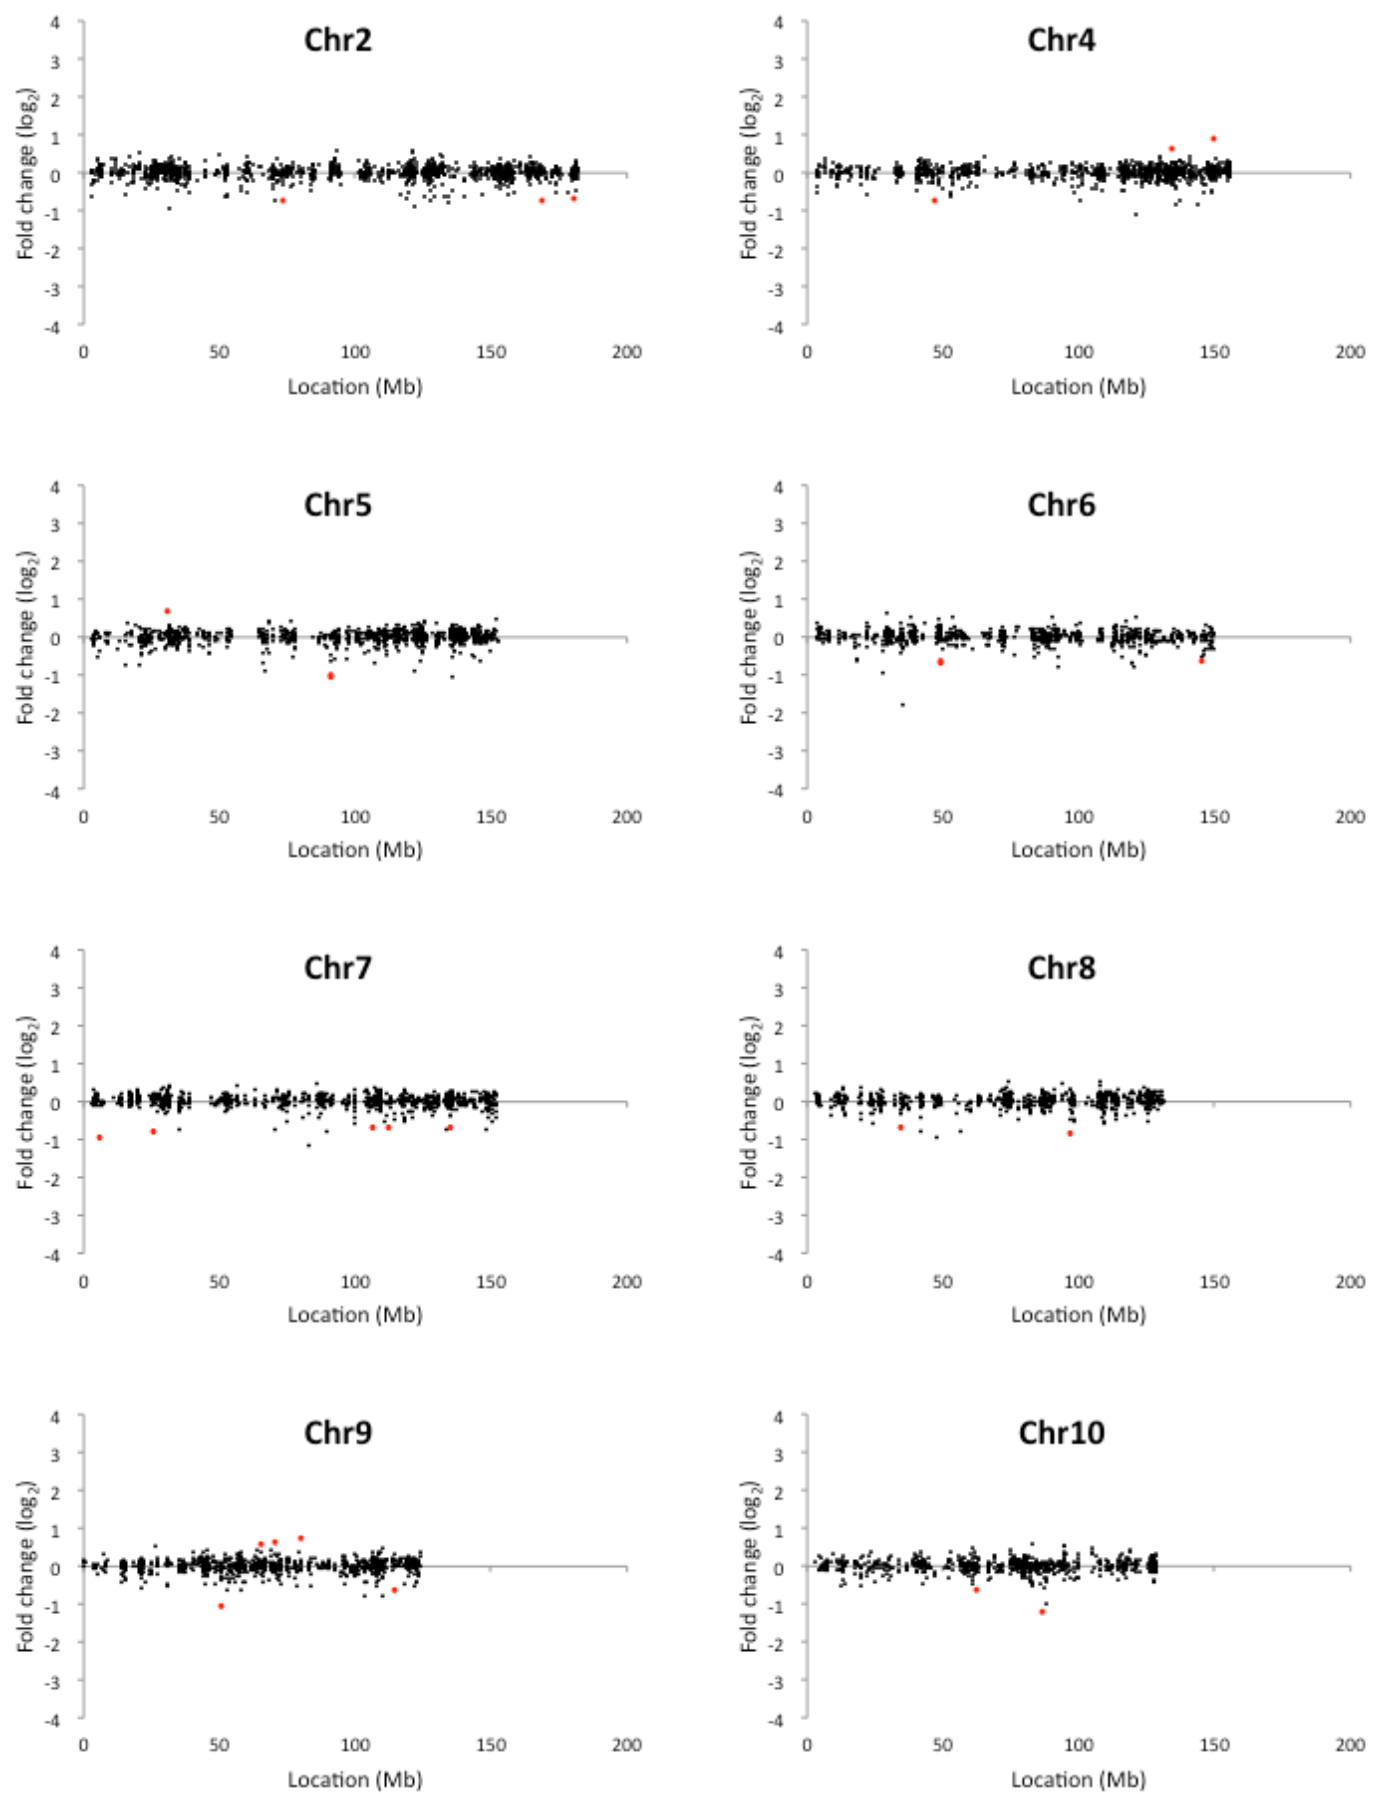

5 dpp B6-Chr1<sup>MSM/B6</sup>X<sup>TMSM</sup>

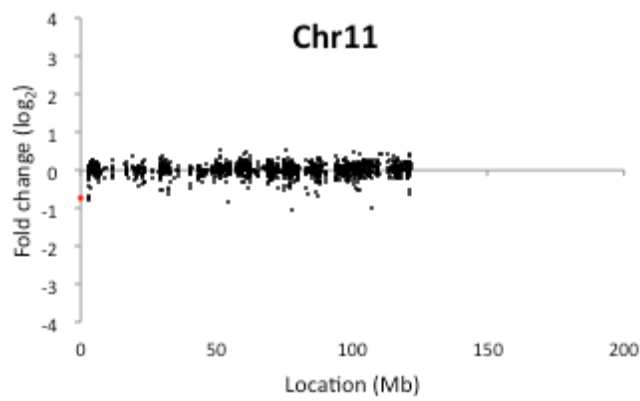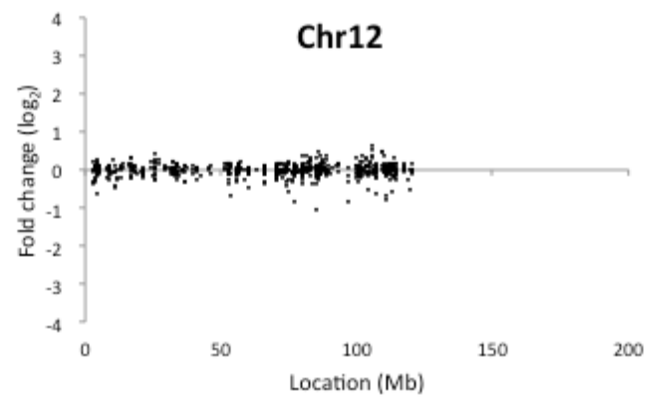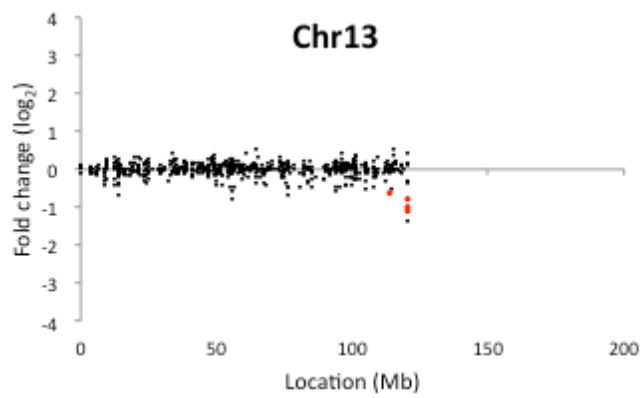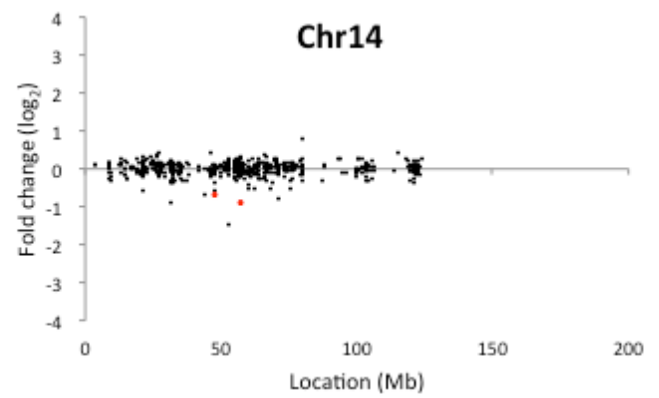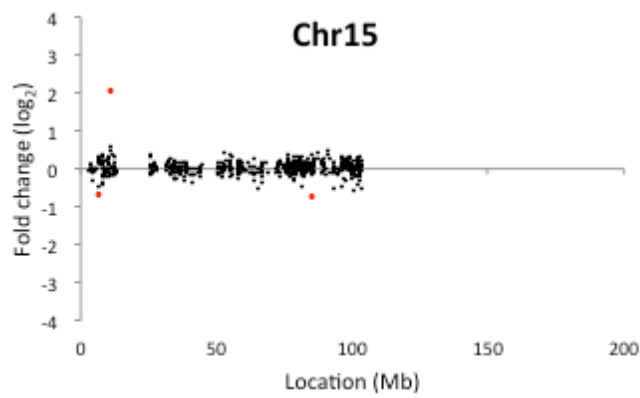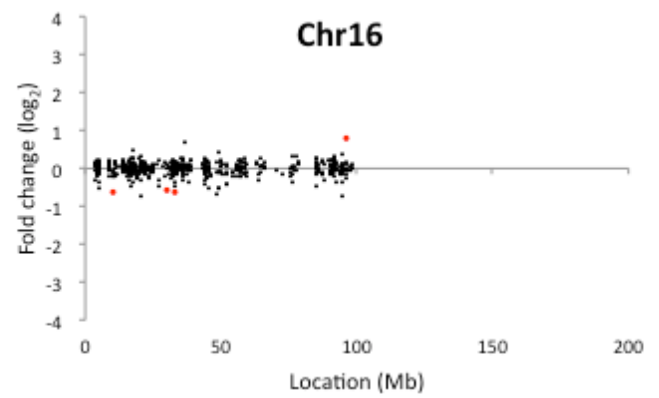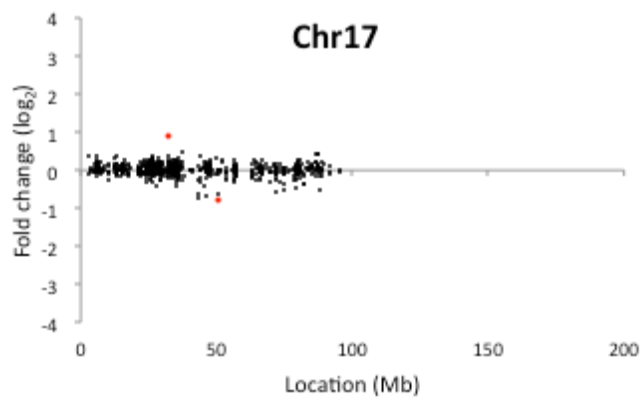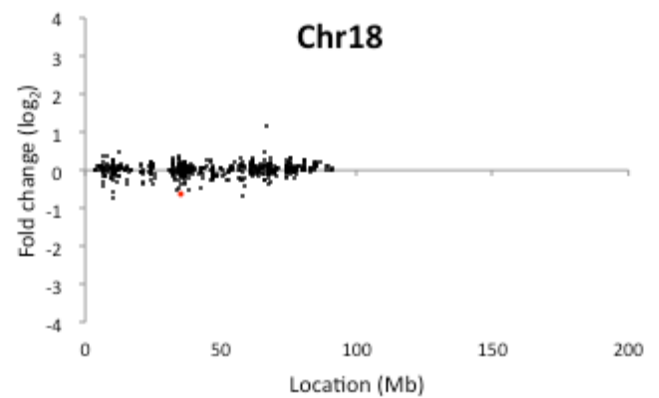

5 dpp B6-Chr1<sup>MSM/B6</sup>X<sup>T</sup><sup>MSM</sup>

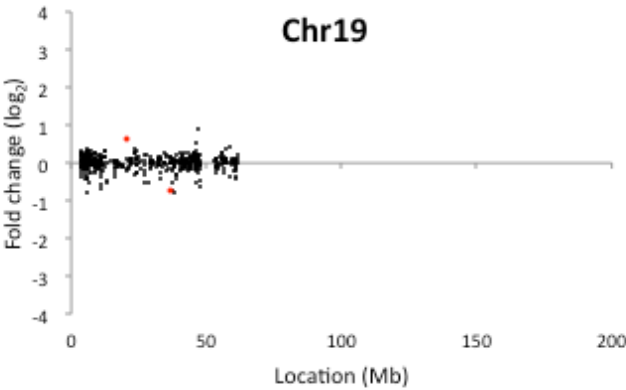

**Supplement:** Figure S9 — Gene expression in B6-Chr1MSM/B6XTMSM testes at 5 dpp. Fold changes of gene expression in B6-Chr1MSM/B6XTMSM relative to that in B6 is indicated in a log2 scale. Transcripts in red show significantly different expression by the Benjamini-Hochberg FDR corrected moderate t-test (P<0.05; fold change ≥1.50).

# Supplementary material for: Evolutionarily Diverged Regulation of X-chromosomal Genes as a Primal Event in Mouse Reproductive Isolation
**Source:** PLoS Genet. 2014 Apr 17;10(4):e1004301. doi: 10.1371/journal.pgen.1004301

Figure S10

7 dpp restored B6-Chr1<sup>MSM/B6</sup>X<sup>TMSM</sup>

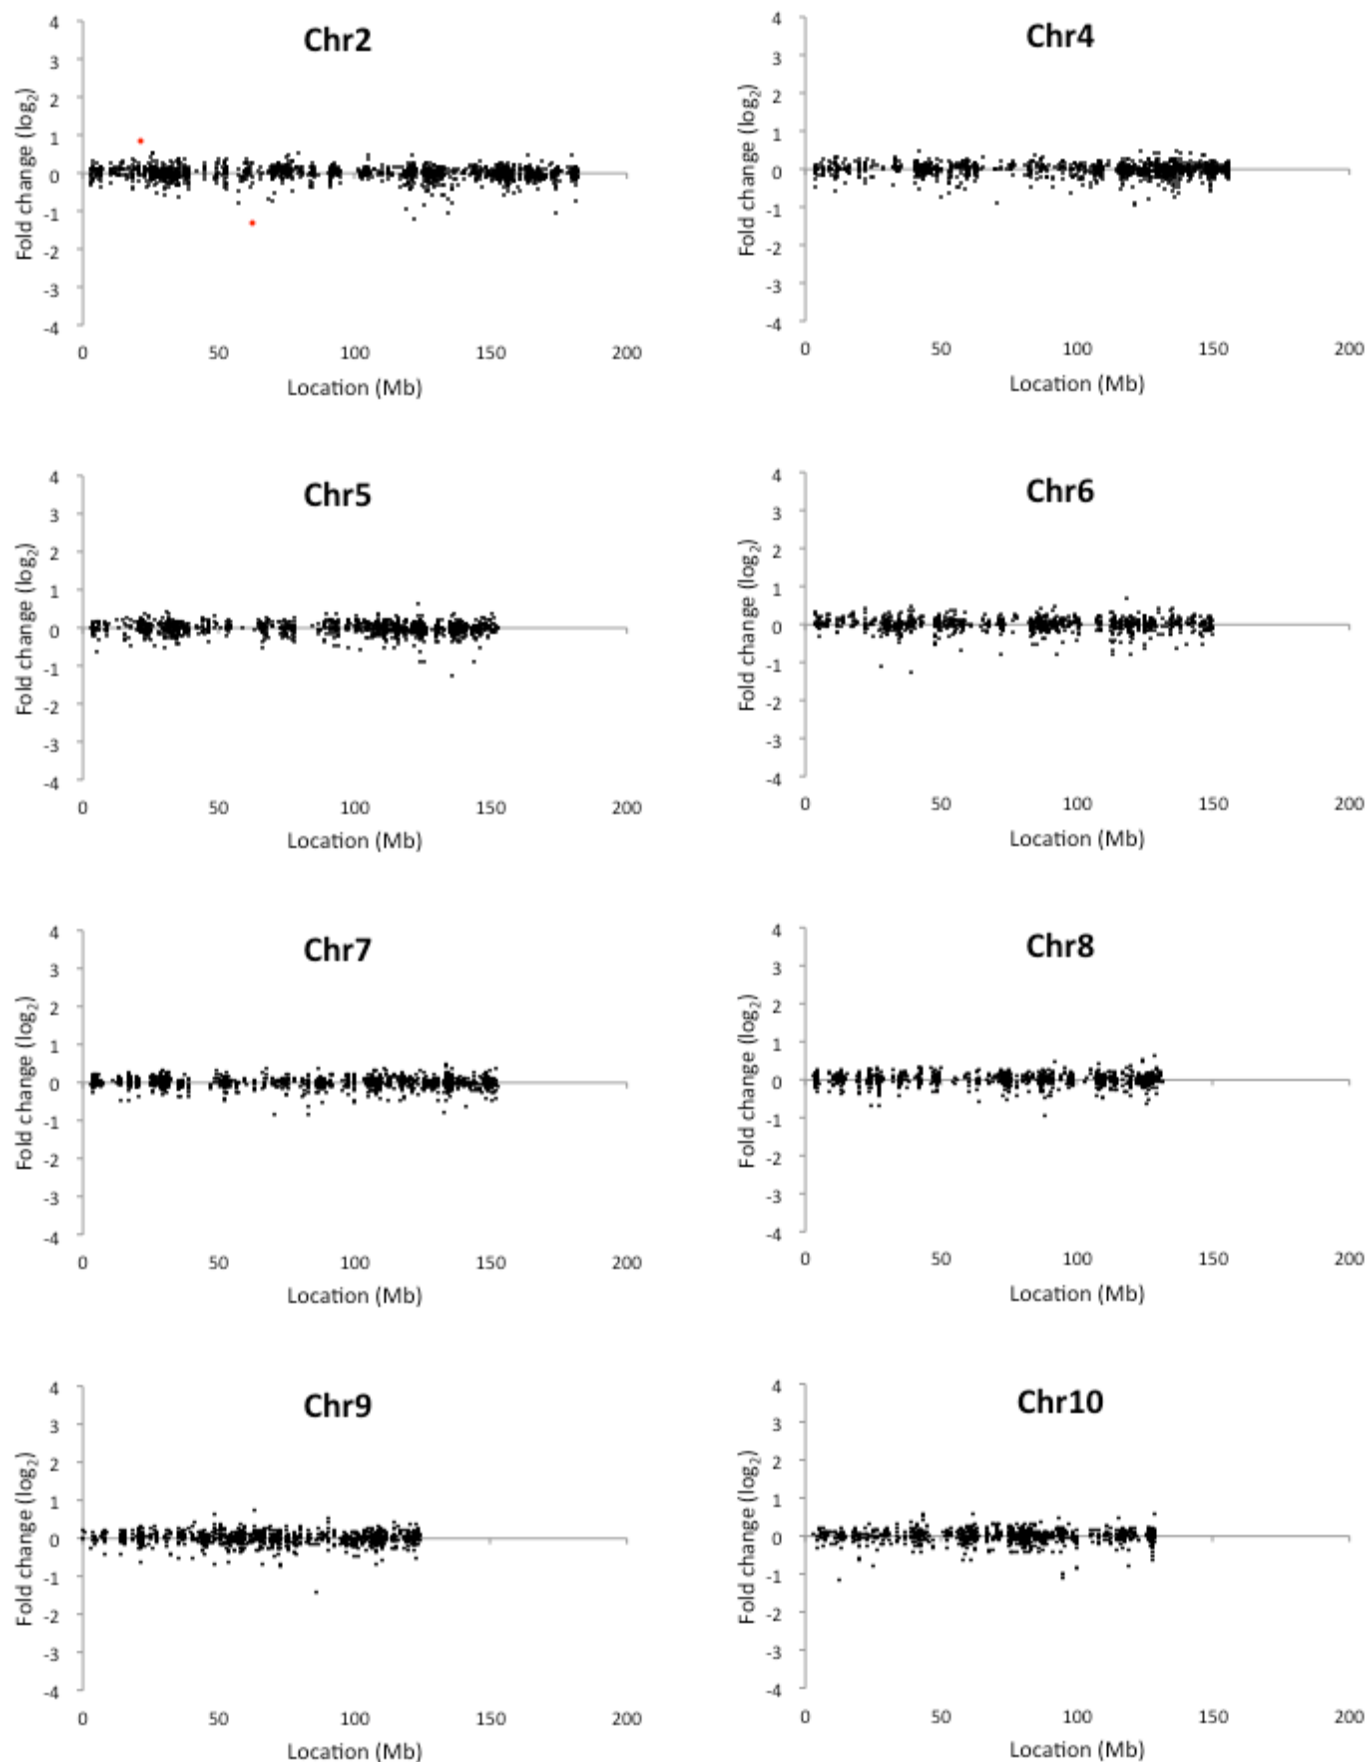

7 dpp restored B6-Chr1<sup>MSM/B6</sup>X<sup>TMSM</sup>

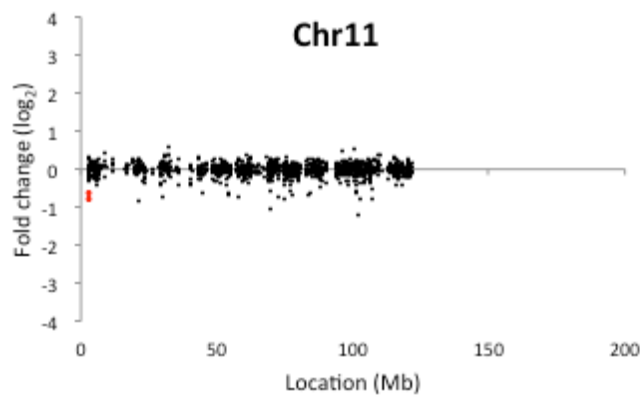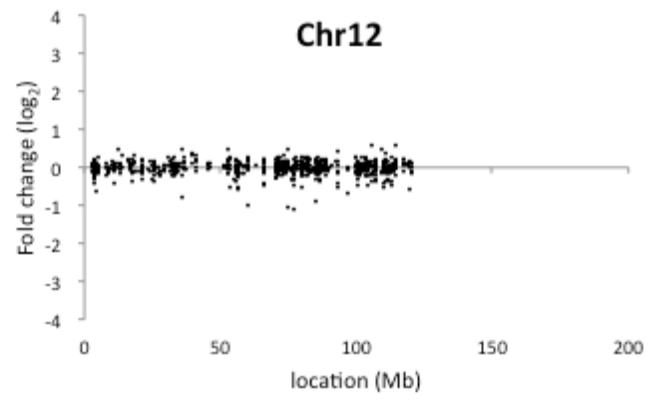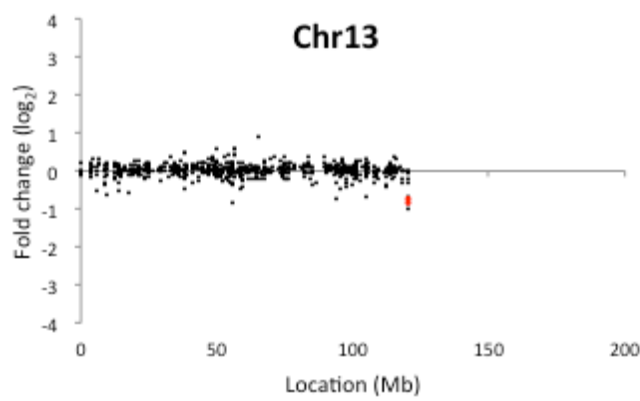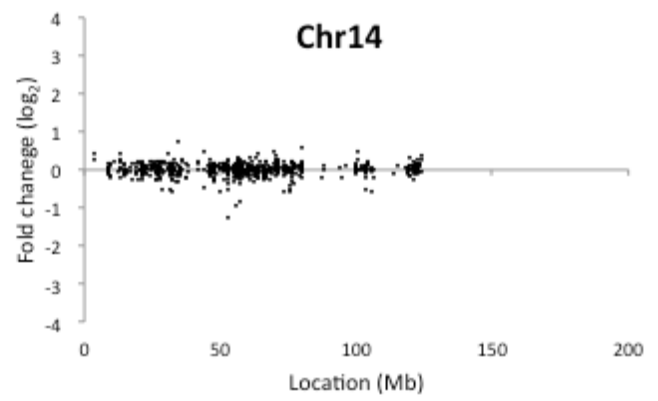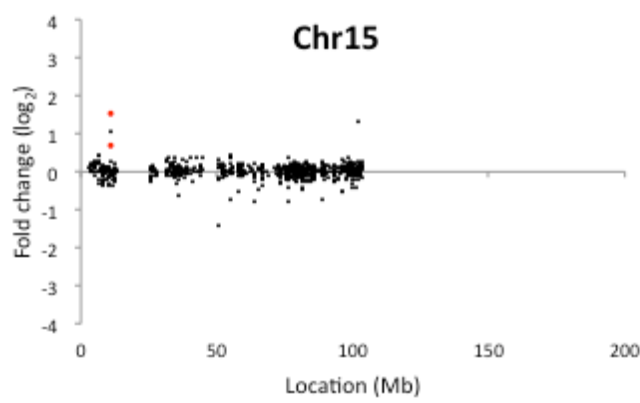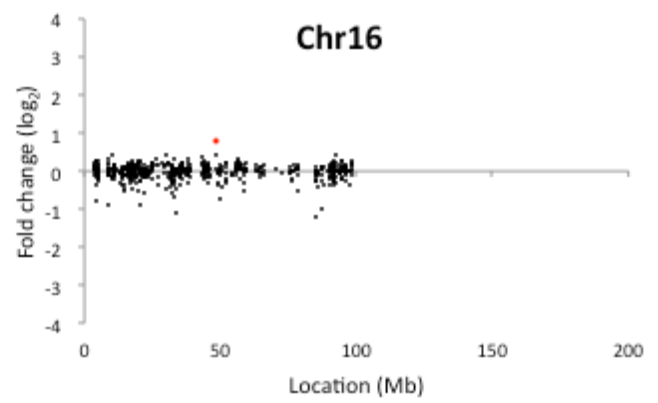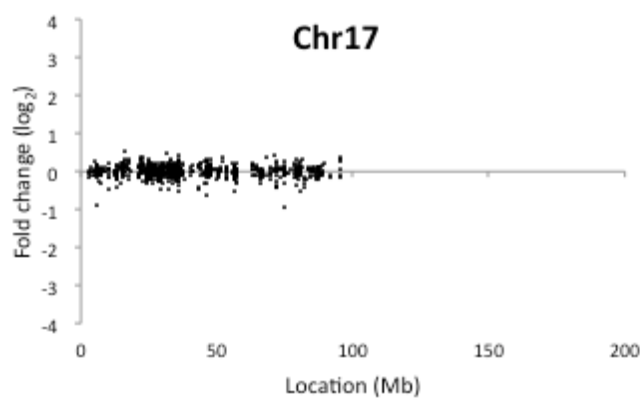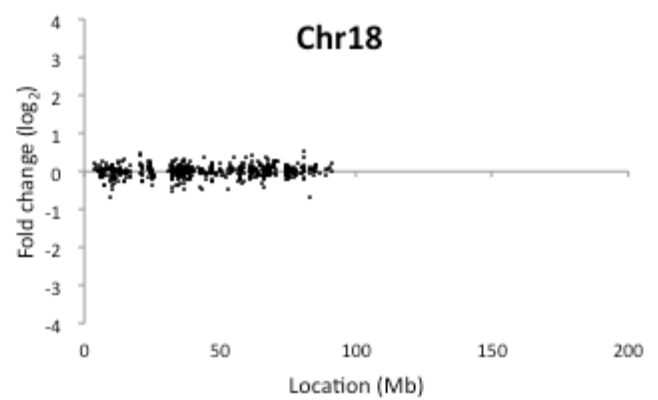

7 dpp restored B6-Chr1<sup>MSM/B6</sup>X<sup>T</sup><sup>MSM</sup>

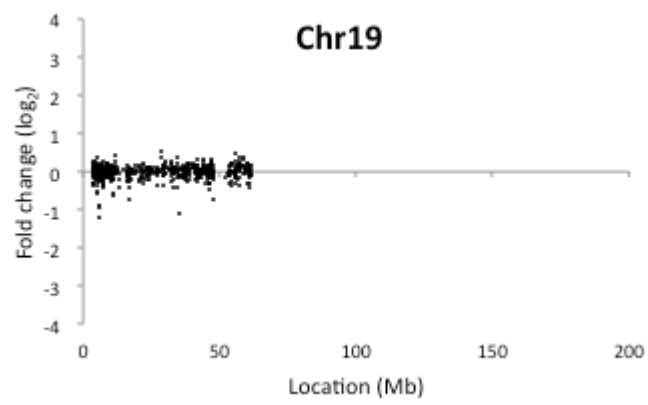

**Supplement:** Figure S10 — Gene expression in restored B6-Chr1MSM/B6XTMSM testes at 7 dpp. Fold changes of gene expression in B6-Chr1MSM/B6XTMSM relative to that in B6 is indicated in a log2 scale. Transcripts in red show significantly different expression by the Benjamini-Hochberg FDR corrected moderate t-test (P<0.05; fold change ≥1.50).

# Supplementary material for: Evolutionarily Diverged Regulation of X-chromosomal Genes as a Primal Event in Mouse Reproductive Isolation
**Source:** PLoS Genet. 2014 Apr 17;10(4):e1004301. doi: 10.1371/journal.pgen.1004301

Figure S11

7 dpp non-restored B6-Chr1<sup>MSM</sup>/B6X<sup>TMSM</sup>

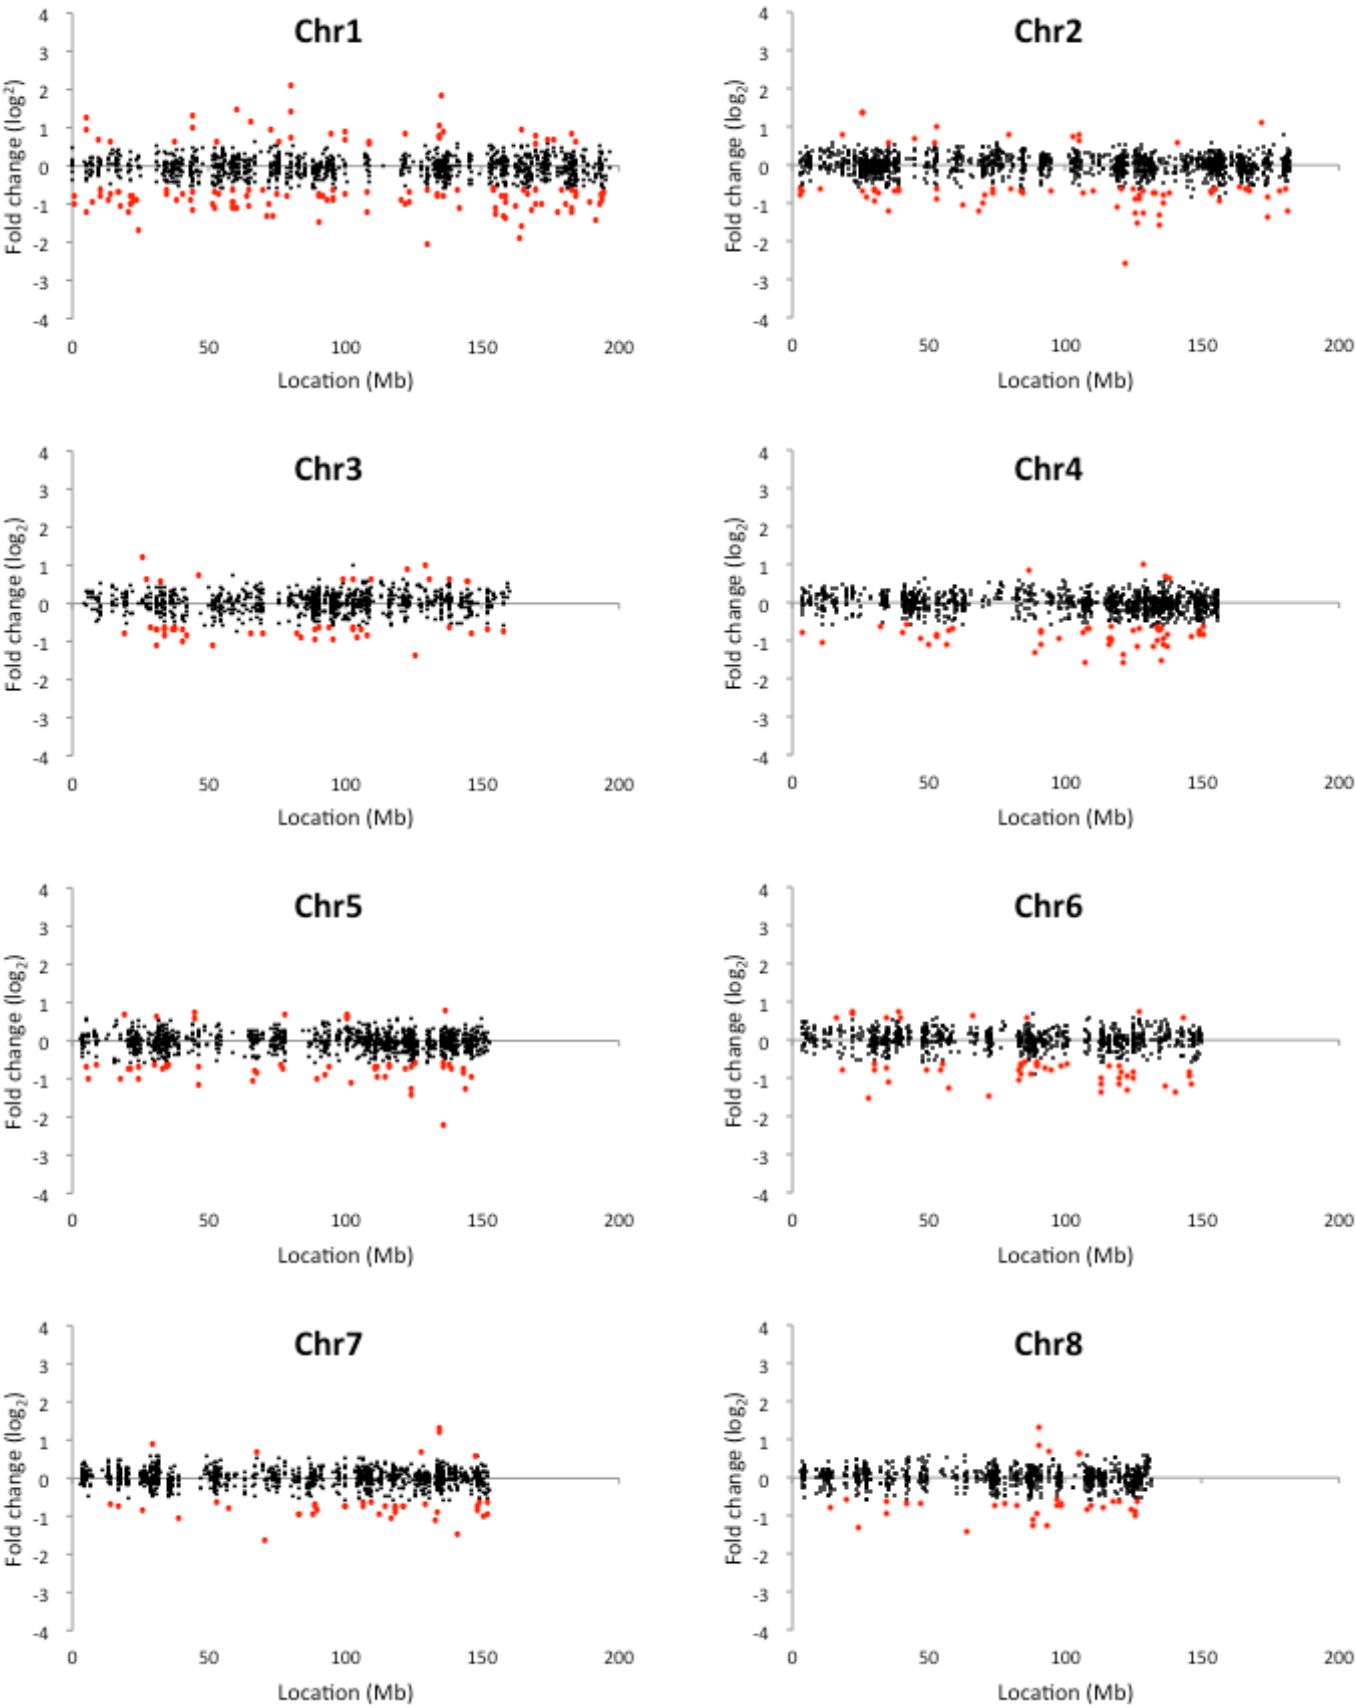

7 dpp non-restored B6-Chr1<sup>MSM/B6</sup>X<sup>TMSM</sup>

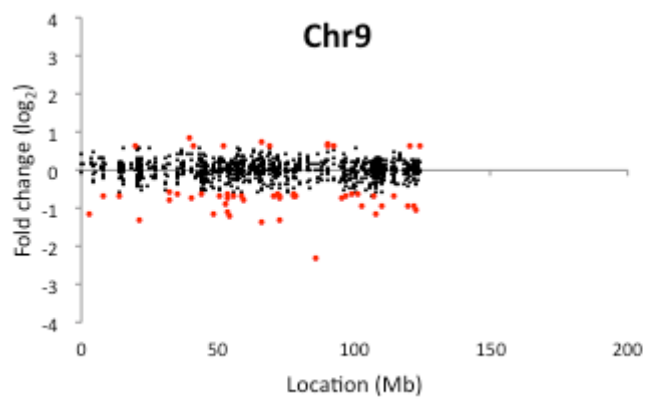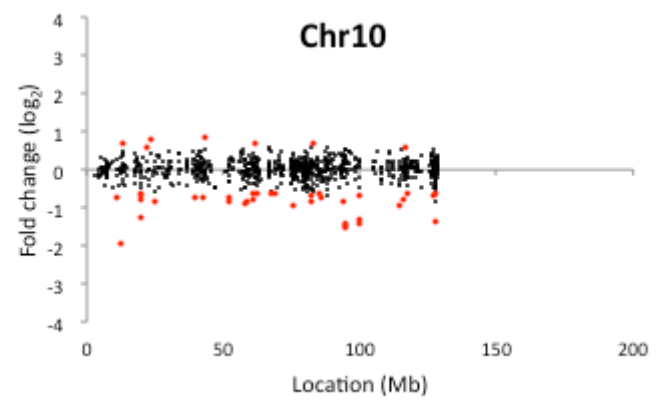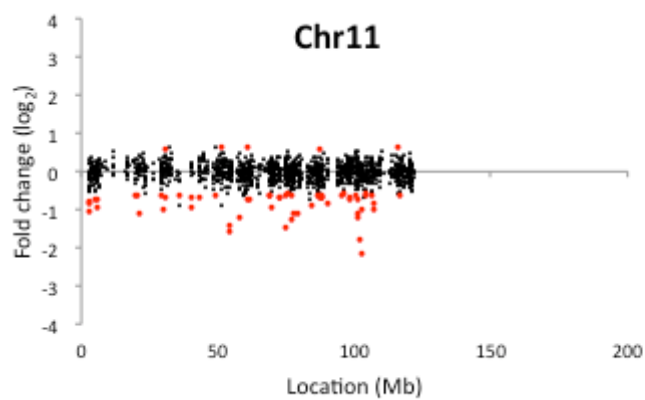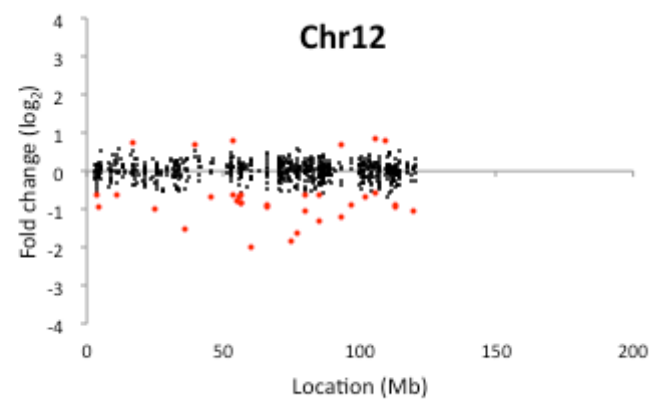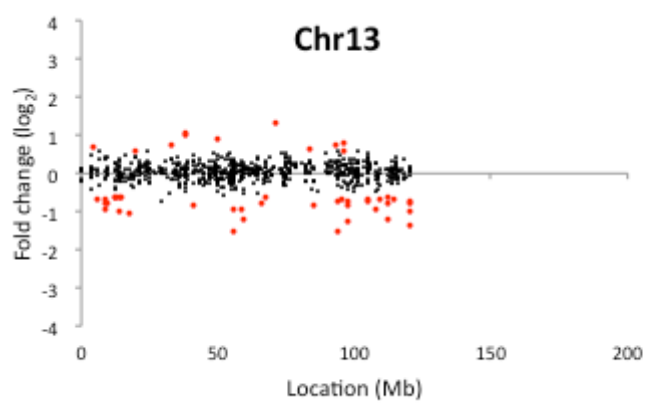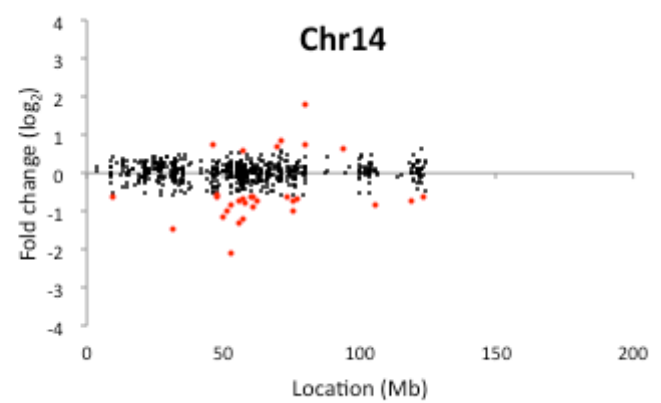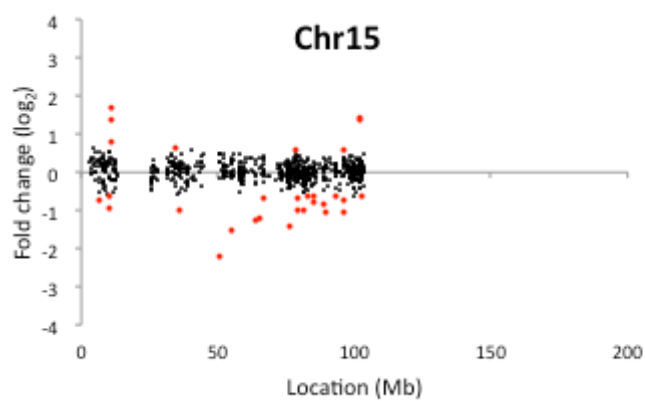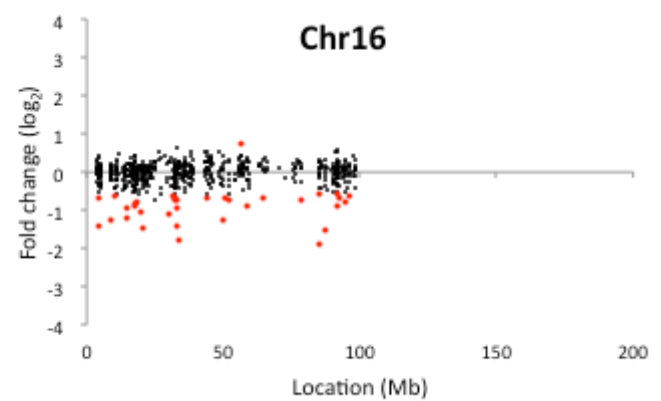

7 dpp non-restored B6-Chr1<sup>MSM/B6</sup>X<sup>TMSM</sup>

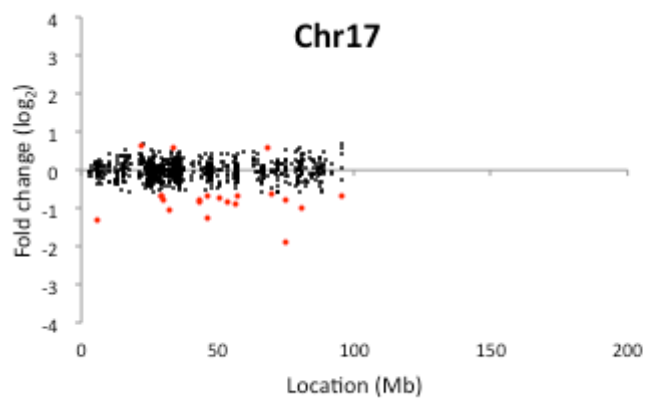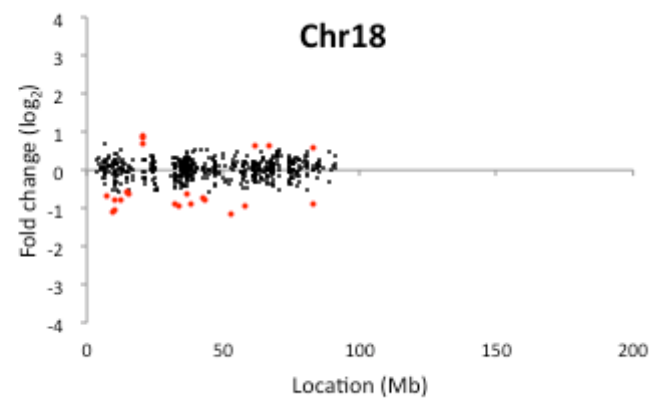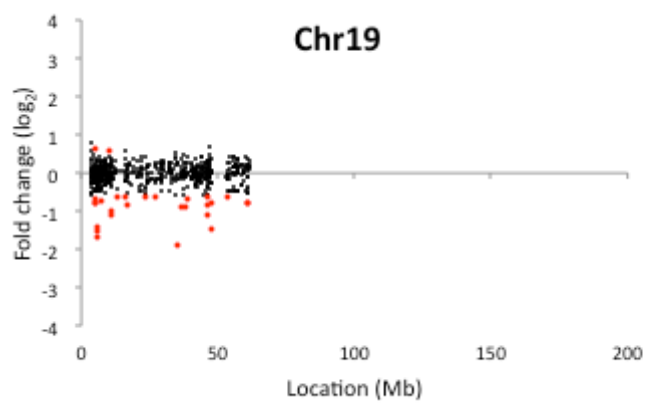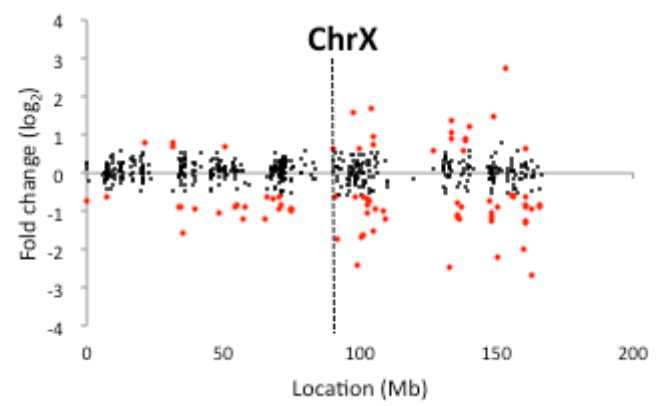

**Supplement:** Figure S11 — Gene expression in non-restored B6-Chr1MSM/B6XTMSM testes at 7 dpp. Fold changes of gene expression in B6-Chr1MSM/B6XTMSM relative to that in B6 is indicated in a log2 scale. Transcripts in red show significantly different expression by the Benjamini-Hochberg FDR corrected moderate t-test (P<0.05; fold change ≥1.50).

# Supplementary material for: Evolutionarily Diverged Regulation of X-chromosomal Genes as a Primal Event in Mouse Reproductive Isolation
**Source:** PLoS Genet. 2014 Apr 17;10(4):e1004301. doi: 10.1371/journal.pgen.1004301

Figure S12

***Nxf2***

F: 5'-GCCTCTGCATTGAAGGATGT-3'  
R: 5'-TTTGCACAGAATAGGGCACA-3'  
Product size : 100 bp

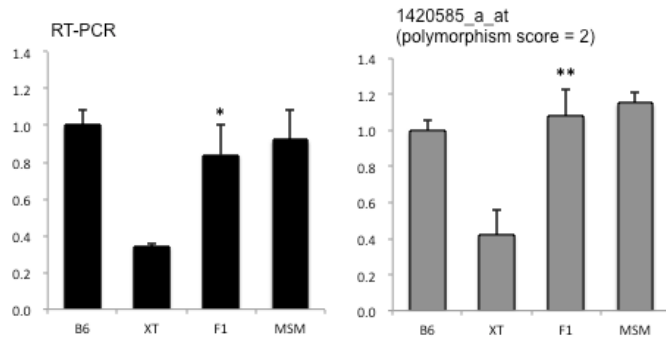

***SrpX2***

F: 5'-ATGGAATGCTGCTTGACTCC-3'  
R: 5'-TCACGAGAGTGAGGACAACG-3'  
Product size : 163 bp

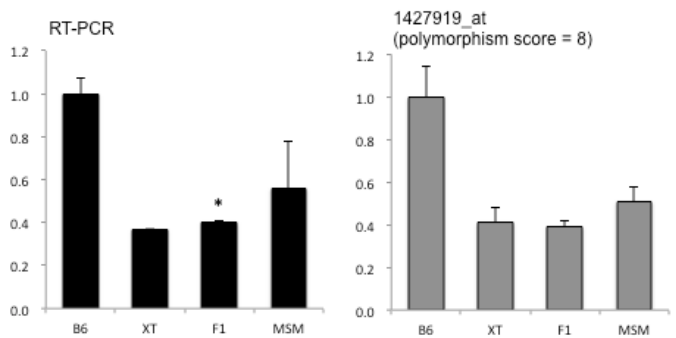

***Taf7l***

F: 5'-GAAATGCTGCTTGAAGGAT-3'  
R: 5'-TTCCGATAACACAAGGCAGA-3'  
product size : 123 bp

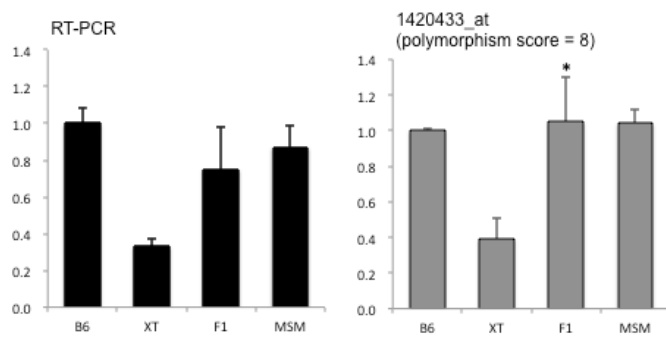

***Nxf3***

F: 5'-GAAATGGAACCAACGGATG-3'  
R: 5'-ATGCCAAAGGGAATTGTGAC-3'  
Product size : 123 bp

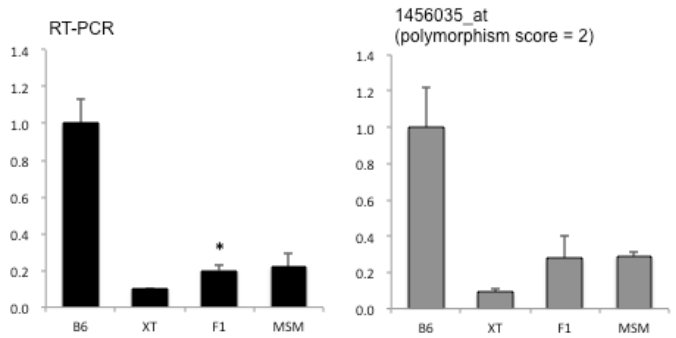

***Mum1l1***

F: 5'-CCAACAGTCCACCTGACAGA-3'  
R: 5'-TTTGATTGGCACCACAAGA-3'  
Product size : 131 bp

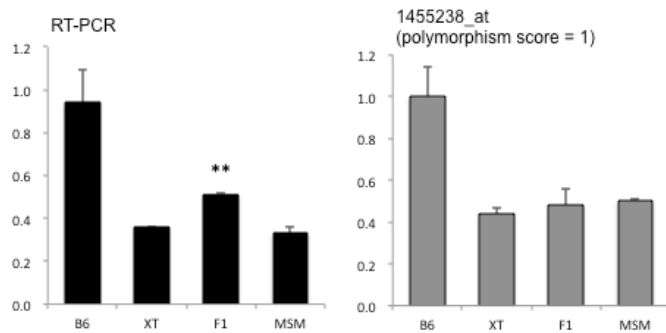

***Trap1a***

F: 5'-AGAGATGAGCGTGGAATGG-3'  
R: 5'-CAGGAAATTAGGGTCGTGGA-3'  
Product size : 139 bp

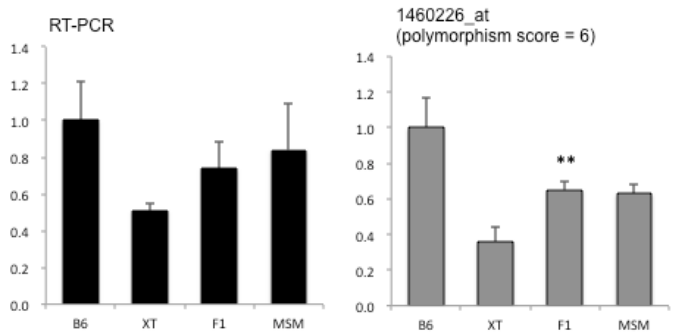

***Rnf128***

F: 5'-AGAGAGAGGGGCTTCTGGAG-3'  
R: 5'-TGAAGTGGATGCCTCTTTGA-3'  
Product size : 161 bp

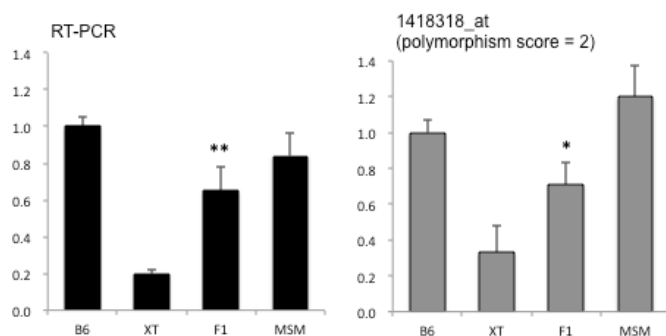

***Tsc22d3***

F: 5'-GGTGGCCCTAGACAACAAGA-3'  
R: 5'-TCTTCTCAAGCAGCTCACGA-3'  
Product size : 119 bp

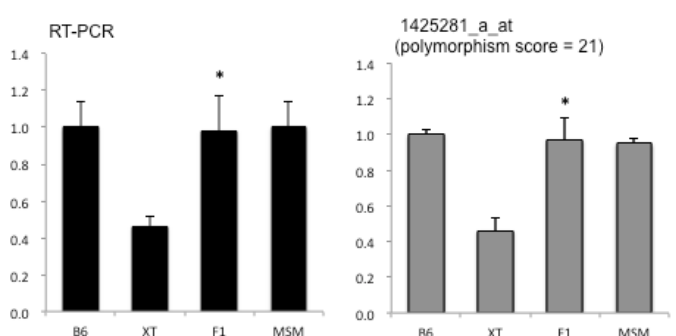

**Supplement:** Figure S12 — Validation by RT-PCR of eight downregulated X-linked genes. Expression values of B6-ChrXTMSM, B6-Chr1MSM/B6XTMSM, and MSM testes relative to those in B6 controls are shown. Left graphs (black) and right graphs (gray) are results from RT-PCR and microarray experiments, respectively. Values of gene expression in RT-PCR analysis were normalized to β-actin gene expression. XT and F1 indicate B6-ChrXTMSM and B6-Chr1MSM/B6XTMSM, respectively. Significant restoration of values in B6-Chr1MSM/B6XTMSM testes relative to those in B6-ChrXTMSM testes is indicated by single and double asterisks (two-tailed Student's t-test, *P<0.05; **P<0.01). Primers for RT-PCR are indicated above graphs for each gene. Primer for β-actin; F, 5′-ATG ACG ATA TCG CTG CGC TGG T-3′; R, 5′-ATA GGA GTC CTT CTG ACC CAT TCC-3′; Cano DA et al, Development 2004;131(14):3457-67.

How the deposited data were processed for this re-analysis (not part of the article)

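The log2 values used were made by the authors with the RMA algorithm in GeneSpring GX (version not stated) before they were deposited. Perfect-match probes of the Affymetrix mouse arrays were corrected for background, quantile-normalized and summarised to probe sets. Each of the 38 arrays is 1 male, and each was placed in its strain and age by its label alone. No value was log-transformed or normalized again for the main results.

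Probe sets were joined to genes through the annotation of the array platform, with symbols updated through gene identifiers. Of all probe sets, 34958 had 1 gene, 932 had several and 9211 had none, and 34728 with 1 gene had a place on an autosome or the X chromosome. Probe sets with several genes or none were not used. For 2159 probe sets the paper's tables also gave a place, and 2034 of them were on the same chromosome. Positions printed are those of the paper's tables, in mm9. Polymorphic probe sets of Table S1 were left out: 236 of 1127 on the X chromosome in every comparison, also where only part of the X chromosome is MSM-derived, and those of chromosome 1 in comparisons of B6-Chr1 MSM/B6XT MSM males. The distal and proximal parts of the X chromosome were separated at 86497454 for B6-ChrXT MSM and at 125512711 for XS39-tel, by the places of the nearest genes in mm9 and by gene order.

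Pairs of groups were compared with lmFit and eBayes of limma 3.58.1 in R 4.3.3, over probe sets with a group mean above log2 of 10 in at least 1 group. A call needed a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 1.5. The comparison of B6-ChrXT MSM with B6-ChrX MSM testes at 5 dpp was added after the values were seen. Strain by age terms used the 4 groups of a strain and B6. Spreads were compared with the Ansari-Bradley test (two-sided, normal approximation) on median-centred fold changes, coefficients with Fisher's z-transformation, and counts with Fisher's exact test. Single males were placed by principal components and by slopes on the fold changes of B6-ChrXT MSM, each B6 or B6-ChrXT MSM male left out of its own line, with exact permutation tests.

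The 19 gene lists were meiotic prophase, germ cell and piRNA pathway, undifferentiated spermatogonia, differentiating spermatogonia, retinoic acid pathway, Sertoli cell, Leydig cell and steroid synthesis, peritubular myoid and smooth muscle, vascular endothelium, macrophage, erythroid cell, epididymis and efferent duct, adipose tissue, skeletal muscle, X-linked genes of spermatogonia, cell proliferation, cholesterol synthesis, immediate early and stress genes, and cytosolic ribosomal proteins. They were written from general knowledge of these cells before the data were examined. Each gene was represented by its probe set of highest mean, and lists were tested against all other genes with camera at a preset correlation of 0.01, with an estimated correlation and with fry. The erythroid, epididymis and skeletal muscle lists had fewer than 3 kept genes and were not tested. In B6-ChrX MSM testes at 7 dpp the remaining medians, without a difference by camera, were -0.29 for peritubular myoid cells, -0.04 for macrophages, 0.10 for Leydig cells, 0.02 for cell proliferation and 0.08 for immediate early genes.

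Named genes are those the paper names, and per comparison the largest changes by a rule on fold change and on groups that do not overlap; genes in the paper's tables had been seen before the rule was written. The calls by limma were tested on simulated data: in the B6-ChrX MSM comparison at 7 dpp, 200 changed probe sets were recovered at 50.7% for 1.5-fold, 95.5% for 2-fold and 100% for 4-fold changes. At 5 dpp the shares were 28.4%, 97.0% and 98.5%, with 3 wrong calls. Counts of real calls moved widely with single arrays, so the wrong calls in simulated data do not bound the error in the real data. The sources do not tie the 8 B6-Chr1 MSM/B6XT MSM males of 7 dpp to the paper's individuals, so they were used as 1 group. Dixon's ratio was highest at 0.473 among their measures and no male was left out.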

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

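A strain by age term in limma called 245 transcripts for B6-ChrX MSM and 902 for B6-ChrXT MSM, but 1 fit over all groups called 3 and 381. It drew attention because the paper compares the ages by the spread of fold changes and not transcript by transcript. In the comparison of MSM with B6 testes at 5 dpp, which the paper does not analyse, 150 X chromosomal transcripts were called, 75 higher and 75 lower. In XS39-tel testes, 84 autosomal transcripts were lower than in B6 testes at 5 dpp. The paper shows these data as fold changes along the chromosomes, with the transcripts that passed its test marked.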

How the results depend on the processing

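Most results kept their direction and size under the alternatives, and the cause was not tested where a count moved. In several counts the larger side turned: B6-ChrXT MSM against B6-ChrX MSM at 5 dpp had 84 higher and 39 lower, but 29 and 45 without B6-ChrXT MSM replicate 2. B6-Chr1 MSM/B6XT MSM against B6-ChrXT MSM at 7 dpp had 25 and 29, but 120 and 54 without replicate 3, and 248 and 73 without replicate 4. B6-Chr1 MSM/B6XT MSM against B6 at 7 dpp had 61 and 227, but 23 and 19 with the replicate number as a block. Only B6-Chr1 MSM/B6XT MSM replicates 1 to 3 share a number with a B6 or B6-ChrXT MSM array of 7 dpp. With this block the other males could not inform the difference, so its counts at 7 dpp also reflect fewer males. B6-ChrXT MSM against B6-ChrX MSM at 7 dpp had 22 and 30, but 21 and 16 without B6-ChrXT MSM replicate 2, and 20 and 15 and 20 and 17 without B6-ChrX MSM replicates 1 and 2. The strain by age term of B6-ChrX MSM had 124 more positive and 121 more negative, but 89 and 125 without B6-ChrX MSM replicate 3 of 5 dpp, and turned with 5 other arrays as well. Without a fold change threshold, the called transcripts numbered 906 and 6859 in B6-ChrX MSM testes at 5 and 7 dpp, 108 and 7185 in B6-ChrXT MSM testes, 178 in XS39-tel testes, 139 and 735 in B6-Chr1 MSM/B6XT MSM testes, 107 in the latter against B6-ChrXT MSM at 7 dpp, 88 in B6-ChrXT MSM against B6-ChrX MSM at 7 dpp and 313 at 5 dpp, 322 and 284 on the X chromosome of MSM, and 664 and 3983 for the strain by age terms. By construction, more transcripts pass without this threshold. With group means above log2 of 20, the counts were 33 for B6-ChrXT MSM at 5 dpp, 182 for B6-Chr1 MSM/B6XT MSM at 7 dpp and 33 for it against B6-ChrXT MSM. A trend with a robust prior gave 79 for B6-ChrXT MSM at 5 dpp and 17 for B6-Chr1 MSM/B6XT MSM against it. With 1 fit over all groups of the same age the counts were 300 for XS39-tel, 512 for B6-Chr1 MSM/B6XT MSM at 7 dpp, and 17 and 306 for it against B6-ChrXT MSM at 5 and 7 dpp. With 1 fit over all groups, the strain by age terms called 3 and 381. Without the expression filter, XS39-tel had 66 calls and B6-ChrXT MSM against B6-ChrX MSM at 5 dpp had 62. With polymorphic probe sets kept, B6-Chr1 MSM/B6XT MSM against B6-ChrXT MSM had 19 and 97 calls at 5 and 7 dpp. Arrays share only a replicate number between groups: pairs of the same number had residual correlations from -0.35 to 0.295, and at most 2 of 3 arrays correlated best with their own number. As a block, this number gave 20 calls for B6-ChrXT MSM at 5 dpp, 0 for XS39-tel, 5 and 42 for B6-Chr1 MSM/B6XT MSM, 2 and 129 for it against B6-ChrXT MSM, 33 for B6-ChrXT MSM against B6-ChrX MSM at 5 dpp, and 10 gene lists for B6-Chr1 MSM/B6XT MSM at 7 dpp. With an estimated correlation, camera called 0 gene lists in each of the 13 comparisons tested. The difference of r with MSM and r with B6 was 0.0125 for B6-ChrXT MSM over transcripts expressed in all 3 strains. By adjusted p alone, 5321 calls were shared at 7 dpp. On linear signals, B6 and B6-ChrXT MSM lay 24% of the range apart on the first component. With 1 array left out, counts ran from 146 to 365 and from 995 to 1115 in B6-ChrX MSM testes at 5 and 7 dpp, from 16 to 91 and from 919 to 1151 in B6-ChrXT MSM testes, from 1 to 374 in XS39-tel testes, from 15 to 129 and from 55 to 546 in B6-Chr1 MSM/B6XT MSM testes, from 1 to 23 and from 17 to 321 in the latter against B6-ChrXT MSM, from 41 to 183 and from 35 to 72 in B6-ChrXT MSM against B6-ChrX MSM, and from 146 to 327 and from 744 to 1082 for the strain by age terms.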

Differences from the paper's values

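Of autosomal transcripts, 0.0606% were higher in B6-ChrX MSM testes at 5 dpp (paper: 0.95%), and of 16 alternatives only the absence of a fold change threshold came close, at 0.9818%. The counts in the paper's own Table 1 also give a far smaller share than its text, near the value found here. Of distal X chromosomal transcripts, 3.965% were higher in B6-ChrXT MSM testes at 5 dpp (paper: 2.51%). In 8 alternatives the share was nearer to the paper's, and these were counted as closing the difference. They were 1 fit over all groups of the same age (3.084%), no expression filter (1.679%), group means above log2 of 20 (2.793%), polymorphic probe sets kept (3.114%), the replicate number as a block (1.762%), and leaving out B6-ChrXT MSM replicate 1 (3.084%) or B6 replicate 1 (2.203%) or 2 (3.043%). The other 8 were not counted.

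In B6-Chr1 MSM/B6XT MSM testes at 5 dpp, 0.9235% of chromosome 1 transcripts were lower (paper: 2.01%). Nearer to the paper's share, and counted in the same way, were 1 fit over all groups of the same age (1.451%), polymorphic probe sets kept (1.578%), no fold change threshold (1.583%), a trend with a robust prior (1.319%) and leaving out replicate 1 (1.984%) or 3 (1.321%). The other 10 were not counted. At 7 dpp, where all 8 males were used here and 3 in the paper, 6.438% of distal X chromosomal transcripts were higher (paper: 3.10%) and 11.16% were lower (paper: 6.20%), and of chromosome 1 transcripts 2.022% were higher (paper: 1.01%) and 4.987% were lower (paper: 1.51%). Without an expression filter these were 3.837%, 7.914%, 1.338% and 3.144%. With the replicate number as a block, where only males with the number of a B6 male can be compared, they were 2.575%, 4.721%, 0.8086% and 0.6739%. Without B6 replicate 3 they were 4.348%, 6.087%, 1.072% and 1.206%. Of these, 3.144% and 0.6739% still lay well apart from the paper's 1.51%. All were nearer to the paper's values and were counted as closing the difference, so a value counted in this way need not lie close to the paper's. For the higher distal transcripts, the setting with group means above log2 of 20 (4.396%) was also counted. For the lower distal transcripts, leaving out replicate 3 or 6 (9.052%), 7 or 8 (8.584%) or B6 replicate 1 (6.926%) or 2 (7.296%) was also counted. For chromosome 1, leaving out B6 replicate 2 was counted for higher transcripts (1.078%), and B6 replicate 1 (1.747%) or 2 (1.752%) for lower ones. The remaining alternatives, 17, 12, 17 and 16 of 21, were not counted.

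Pearson's r between B6-ChrX MSM and B6 over X chromosomal transcripts was 0.9114 (paper: 0.9031), and neither alternative closed this. Of 167 autosomal probe sets with 1 gene and a signal above 1000 at 5 dpp, 56 were of ribosomal proteins, all of them cytosolic (paper: 125 of 208 transcripts, nuclear or mitochondrial), with no alternative planned.

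The paper states that no X chromosomal transcript lies in the group of high expression, and here 4 probe sets did. It states that differential expression in the congenic strain is restricted to the introduced region, and here 96 transcripts outside it were called, although 1 remained over the whole genome without B6 replicate 1. It describes the autosomal excess of lower transcripts as less clear than that of the X chromosome, and here 95.19% of autosomal and 72.73% of X chromosomal calls were lower at 5 dpp, shares that lie near those of the counts in the paper's own Table 1. It reports a smaller spread of fold changes in 3 restored males of 7 dpp than in B6-ChrXT MSM males, also in the distal part of the X chromosome. With all 8 males, the SD ratio was 0.8791 in that part (Ansari-Bradley test, n = 233 and n = 232 transcripts, p = 0.531) and 0.7598 in the rest. By RT-PCR the paper reports restored expression of X-linked genes in B6-Chr1 MSM/B6XT MSM testes, among them *Pwwp3b*, *Rnf128* and *Trap1a*. Here none of these named genes was called against B6-ChrXT MSM with all 8 males.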

Other observations

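The direct comparison of the strains at 5 dpp was chosen only after their separate results were seen. B6-ChrXT MSM and B6-ChrX MSM testes differed in 123 transcripts at that age by limma, 84 higher and 39 lower in B6-ChrXT MSM. The count was 46, 74 and 41 without B6-ChrXT MSM replicates 1, 2 and 3, and 61 and 47 without B6-ChrX MSM replicates 1 and 3. Without B6-ChrXT MSM replicate 2 the excess turned, with 29 higher and 45 lower. Germ cell and piRNA pathway genes were higher in B6-ChrXT MSM by a median of 1.26 (6 of 15 called, 12 adjusted over the list alone; camera, adjusted p = 1.38e-10; adjusted p = 0.274 with an estimated correlation). *Sox3* was higher by 1.47 (adjusted p = 0.00482). Of 220 distal transcripts, 3 were higher and 1 was lower. Among them *Nxf2* was higher by 1.90 (adjusted p = 0.0374) and *Tex11* by 2.07 (adjusted p = 0.0231). Against B6 at 5 dpp, *Tex11* had a log2 fold change of 0.06 in B6-ChrXT MSM testes, which was not called. The distal part is MSM-derived in both strains, so it alone does not account for the whole fall of *Nxf2* and *Tex11* in B6-ChrX MSM testes.

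For the X chromosome of B6-ChrX MSM testes, where more transcripts were lower than higher, the share also lower in MSM was looked at only after the result was seen. Among the lower transcripts, 45.95% were lower in MSM too, against 8.83% of all X chromosomal transcripts, with the same B6 arrays in both. An effect shared with MSM as the cause of most of them cannot be told apart, because the exact interval from 34.3% to 57.9% crosses 50%. Mismatches left between probes and MSM sequence cannot be told apart either, since the other probe sets of the same genes had a median of 0.066 with an interval of -0.325 to 0.227. Fewer germ cells at 5 dpp fit, with a median of -1.412 for germ cell genes. In B6-ChrXT MSM testes at 5 dpp no meiotic prophase gene was called. Still, 9 distal transcripts were higher and 25 lower there, counts that depended on single arrays. Of the 28 distal transcripts lower in B6-ChrX MSM testes at 5 dpp and tested in both strains, 17 were lower in B6-ChrXT MSM testes too. For those 17, this argues against fewer germ cells as the only cause.

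For the lower meiotic transcripts of B6-ChrX MSM testes at 7 dpp, the test on the meiotic list after a second normalization was chosen only after the result was seen. Slower development fits, as 90.91% of the lower autosomal transcripts rise between the ages in MSM, against 57.59% of all autosomal ones. Fewer germ cells of all stages cannot be told apart, as undifferentiated spermatogonia markers had a median of -0.221. Array differences that a second normalization removes are not the whole cause, as the meiotic list stayed at -1.53 after subtraction of array medians (-1.611 to -1.379 with 1 array left out) and at -1.55 after quantile normalization. Of the autosomal calls as a whole, 89.29% stayed after subtraction of array medians and 93.58% after quantile normalization, where over 90% in both had been asked for. These shares argue against array differences that a second normalization removes as the cause of most of these calls. The authors' own normalization cannot be told apart, since a second normalization starts from its values.

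For the lower autosomal transcripts of XS39-tel testes at 5 dpp, the test on germ cell lists was chosen only after the result was seen. A single array apart cannot be told apart: the smallest median with 1 XS39-tel array left out was -0.813, but these transcripts were chosen with all 3 arrays, and the meiotic list was at -0.886, -1.308 and -0.424 on replicates 1, 2 and 3. High B6 arrays cannot be told apart, as the same transcripts had a median of -0.511 against B6-ChrXT MSM arrays. Fewer germ cells fit the lists, with -0.739 as the higher of the medians of meiotic and germ cell genes. The lower transcripts did not follow these lists from array to array. On replicates 1, 2 and 3 their medians were -0.85, -0.777 and -0.848, and those of the germ cell list -0.679, -1.137 and -0.256. Because the transcripts were chosen with all 3 arrays, fewer germ cells as the cause of most of them cannot be told apart. A pattern in red blood cell genes could not be tested because too few were expressed.

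Arrays were also regrouped at random. With 3 arrays against 3 there are 10 splits, too few to exclude chance, and in each design the real split was the 1 with the most calls: 285 in B6-ChrX MSM at 5 dpp and 1039 at 7 dpp, 51 and 976 in B6-ChrXT MSM, 90 in B6-Chr1 MSM/B6XT MSM at 5 dpp, 8 for it against B6-ChrXT MSM, 52 for the 2 substitution strains at 7 dpp, and 150 and 97 for MSM, with 0 at most in any other split. It was 111 for XS39-tel, against 4, and 123 for the 2 substitution strains at 5 dpp, against 3. For B6-Chr1 MSM/B6XT MSM at 7 dpp, 2 of 100 splits, the real one included, had as many calls (real 288, highest other 348). Few splits thus reached the real count, but another split had more calls, so chance is not excluded. Against B6-ChrXT MSM at 7 dpp it is not excluded either, with 5 of 100 (real 54, highest other 364). In both comparisons, the larger split points to a structure of the samples. For the strain by age terms it is not excluded either, with 10 of 100 for B6-ChrX MSM (real 245, highest other 1311) and 6 of 100 for B6-ChrXT MSM (real 902, highest other 1114). Of the 9 and 5 other splits with as many calls, 5 and 4, the highest included, mostly reversed the strains at 1 age, which turns the strain difference into an age term. Of all 100 splits, 48 were of this kind for each strain, and splits without it reached 447 and 1077 calls.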
